# Maturase K forms a plastidial splicing complex with a neofunctionalized branching enzyme

**DOI:** 10.1038/s41467-026-70734-3

**Published:** 2026-03-23

**Authors:** Yuanyuan Liang, Yang Gao, Andrea Fontana, Melanie Abt, Adam Gicgier, Muriel Gehring, Chun Liu, Mayank Sharma, Reimo Zoschke, Samuel C. Zeeman, Barbara Pfister

**Keywords:** Chloroplasts, Chloroplasts, RNA splicing

## Abstract

Chloroplast group IIA introns originate from bacterial ribozymes. Their splicing requires the splicing factor Maturase K (MatK). MatK, however, has been difficult to functionally analyze, as it appears essential for plant viability and is encoded in the chloroplast genome. Here we identified a heteromultimeric complex comprising MatK and three other essential, plastid-targeted proteins using co-immunoprecipitation experiments in Arabidopsis and tobacco. Among the MatK interactors is a conserved homologue of starch-branching enzymes (BEs), which we named MATURASE K INTERACTING PROTEIN1 (MKIP1). We demonstrate that MKIP1 proteins have lost BE activity and acquired a 150-amino acid insertion that enables direct interaction with MatK’s N-terminus. Immunoprecipitation of Arabidopsis MKIP1 co-precipitates all known MatK intron targets. Inducing *MKIP1* silencing in Arabidopsis causes newly emerging leaves to be pale, in which the splicing of MatK intron targets is strongly reduced. Our data suggest that MKIP1 functionally diverged from canonical BEs to facilitate splicing in conjunction with MatK. In turn, the former reverse-transcriptase domain in the N-terminal region of MatK likely has acquired the capacity to interact with other proteins. Potentially, complex formation allowed MatK to diversify its RNA interactions, helping its transition towards a general splicing factor.

## Abstract (web summary)

Group II intron splicing in plant chloroplasts likely requires Maturase K, a relative of bacterial maturases. Here, the authors demonstrate that, unlike its bacterial ancestors, Maturase K acts within a heteromultimeric splicing complex.

## Introduction

Chloroplast genomes (plastomes) of land plants contain ~20 introns. As they interrupt the sequences of genes required for photosynthesis, protein homeostasis, and for plastidial gene expression itself, intron splicing is an indispensable stage of plastidial RNA processing and its failure usually results in plant inviability^1,2^. Most plastidial introns belong to group II introns derived from mobile bacterial elements, which are also probable predecessors of nuclear mRNA introns^3^. Much of our understanding of the mechanism of plastidial intron splicing derives from analogy to the splicing of these bacterial ancestors. All group II introns share an RNA structure consisting of six double-helical domains (denoted DI-DVI)^4^. In bacteria, these were shown to fold into a complex tertiary structure that allows the RNA to splice via two consecutive splicing steps, resulting in a branched intron lariat and ligated exons^5^. However, although splicing is catalyzed by the ribozyme intron RNA itself, efficient splicing of bacterial introns usually requires a maturase protein^6^. These are typically encoded within intron domain IV and have an N-terminal reverse transcriptase (RT) domain, followed by a maturase (X) domain, among others^7^. During splicing, the RT domain of the bacterial maturase stably docks the protein onto the intron in a sequence-specific manner, allowing the X domain to make flexible contacts with the intron core^7–9^. The X domain then facilitates critical RNA conformations during splicing by stabilizing the intron’s catalytic core and the position of the bulged adenosine in domain VI, the nucleophile of the first splicing step^10,11^.

Bacterial group II introns each encode their own, highly specific maturase. Contrarily, in land plants chloroplasts, only the *trnK* intron encodes a maturase-like protein, Maturase K (MatK), while the other group II introns do not. Tobacco MatK was observed to bind to six or seven introns, i.e., to all group IIA introns except the divergent introns in *clpP* and (possibly) *trnV*^12–15^. MatK likely helps the splicing of its binding targets, since splicing is reduced upon MatK reduction by genetic or chemically-induced disruption of plastid translation, and since *matK* gene loss coincides with intron loss in several parasitic plants^16^. These observations imply that MatK has evolved into a general splicing factor, but direct functional analyses of MatK have been hindered by the lack of (hypomorphic) mutants of this likely essential gene^12^.

Consistent with a potential functional diversification, MatK has structurally diverged from bacterial maturases. It retained its X domain, indicating that it can still interact with the intron core facilitating intron splicing^17^. However, its RT domain appears degenerated, since the N-terminal RT motifs of bacterial maturases are no longer recognizable^17^. This includes most of RT0 region which enables bacterial maturases to form strong and sequence-specific interactions with intron domain IV^8,9,18^. The potential loss of specific RNA binding may have helped MatK to act on multiple introns but likely comes at the cost of a lower RNA affinity and may negatively affect its orientation on the intron^7^. In addition, the plastidial introns have lost RNA-RNA interaction motifs involved in the folding of bacterial introns^19^. These deviations may explain why plastidial group IIA intron splicing requires an array of nuclear-encoded splicing factors, such as CRS1 (Chloroplast RNA Splicing 1), RNC1 and WTF1 (“what’s this factor?”)^20–22^. These possibly assist in the initial folding and stabilization of the precursor^1,2^, but have not been reported to associate directly with MatK.

Here we report a protein that physically interacts with MatK to help plastidial intron splicing in *Arabidopsis thaliana* (Arabidopsis). This protein was previously named BRANCHING ENZYME1 (*At*BE1) (AT3G20440) based on its homology to starch-branching enzymes^23^ (BEs), which introduce α−1,6-linkages into the polymers comprising starch, a plastidial storage carbohydrate^24^. However, in contrast to the other two Arabidopsis BEs (*At*BE2 and *At*BE3), *At*BE1 has no apparent BE activity^23,25^. In addition, Arabidopsis *be1* mutants are embryo defective and inviable^26,27^, while *be2* and *be3* single mutants are phenotypically normal^23^. The *be2/be3* double mutant lacks starch and grows poorly but is viable^23^, as are, to our knowledge, all other Arabidopsis mutants with primary defects in starch metabolism described to date. We show that *At*BE1 is a conserved, neofunctionalized BE that has acquired a new role in plastid intron splicing by forming a splicing complex with *At*MatK. To recognize its function and avoid confusion with canonical BEs, we renamed it to MATURASE K INTERACTING PROTEIN1, or MKIP1.

## Results

### *At*MKIP1 is required for plant viability

We reconfirmed that *At*MKIP1 is essential for embryo development^26,27^ using two lines (*mkip1-1* and *mkip1-2*) carrying T-DNA insertions in introns 15 and 16 of the *AtMKIP1* (AT3G20440) gene, respectively (Fig. 1a, Supplementary Fig. 1). No *mkip1*^*-/-*^ mutant plants could be identified from the progeny of mother plants heterozygous for either allele (192 and 100 plants analyzed for *mkip1-1* and *mkip1-2*, respectively). In addition, siliques from heterozygous plants contained ~25% white seeds with embryos arrested at the heart stage (Fig. 1a, Supplementary Fig. 1). These phenotypes could be complemented by *P*_*UBQ10*_-driven, constitutive expression of the coding sequence (CDS) of *At*MKIP1 fused to a C-terminal mCitrine or eYFP (named YFP hereafter) tag in heterozygous *mkip1-1* or *mkip1-2* plants. Complemented *mkip1-1*^*-/-*^ and *mkip1-2*^*-/-*^ plants appeared wild-type (WT) like, although they grew slightly slower (Fig. 1, Supplementary Figs. 1, 2c). Confocal microscopy of *P*_*35S*_-driven, stable expression of *At*MKIP1-YFP in WT Arabidopsis confirmed that *At*MKIP1 exclusively localizes to the chloroplasts of epidermal cells and shows a fairly homogeneous distribution within the chloroplast stroma^26^ (Fig. 1b, Supplementary Fig. 3).

**Fig. 1:**
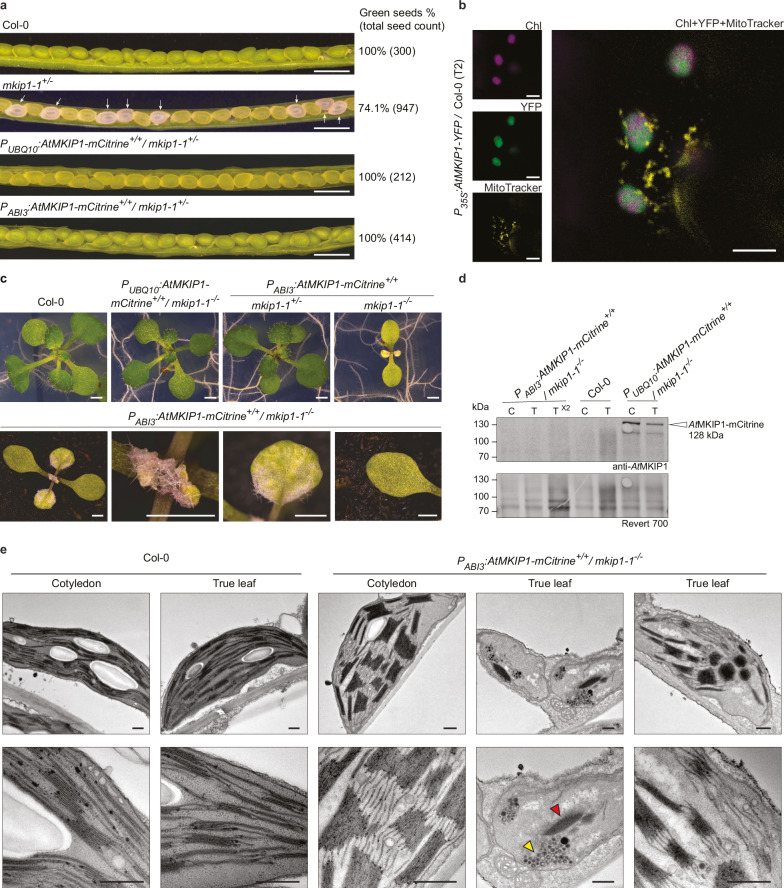
*At*MKIP1 is essential for embryonic and post-embryonic development. **a** Opened siliques of wild type (Col-0), *mkip1-1*^*+/-*^, and *mkip1-1*^*+/-*^ plants transformed with *P*_*UBQ10*_*:AtMKIP1-mCitrine* or *P*_*ABI3*_*:AtMKIP1-mCitrine* constructs. White seeds are indicated by arrows. Percentages indicate the proportion of green seeds among the total seeds (number of seeds analyzed in parentheses). Scale bars: 1 mm. **b** Confocal light microscopy of leaf epidermal cells of plants stably expressing *At*MKIP1-YFP in wild-type Arabidopsis background. Mitochondria (*yellow*) were stained with MitoTracker. Chlorophyll (Chl) autofluorescence is false-colored magenta, and *At*MKIP1-YFP is shown in green. Pixel brightness of individual channels was adjusted uniformly for optimal visualization of signals using ZEN microscopy software. At least 5 images were taken per line, representative micrographs are shown. Chloroplast localization of *At*MKIP1-YFP was also observed in another independent line and in a separate experiment involving three independent lines. Scale bars are 5 µm. **c** *mkip1-1*^*-/-*^ seedlings rescued with the *P*_*ABI3*_*:AtMKIP1-mCitrine* construct. Photographs show representative 16-day-old seedlings of the indicated genotypes grown on 1/2-strength MS agar plates. Micrographs of a representative 4-week-old, soil-grown *P*_*ABI3*_*:AtMKIP1-mCitrine*^*+/+*^*/ mkip1-1*^*-/-*^ plant show the whole plant, the meristem, a true leaf, and a cotyledon (from left to right). Scale bars: 1 mm. Twenty replicate plants and equivalent analyses in the *mkip1-2*^*-/-*^ background yielded similar results (Supplementary Fig. 1). **d** Anti-*At*MKIP1 immunoblot of total proteins from cotyledon (C) or true leaf (T) tissue of the indicated lines. Samples were loaded on an equal fresh weight basis. X2 indicates double loading. The predicted molecular weight of *At*MKIP1-mCitrine refers to the mature proteoform without the chloroplast transit peptide. Native *At*MKIP1 (98 kDa) in Col-0 could not be detected due to insufficient antibody sensitivity. Revert 700 is a total protein stain (loading control). Equivalent analyses in the *mkip1-2*^*-/-*^ background gave similar results. **e** Transmission electron micrographs of chloroplasts from 4-week-old, soil-grown Col-0 and *mkip1-1*^*-/-*^ plants rescued with the *P*_*ABI3*_*:AtMKIP1-mCitrine* construct. In the true leaves from rescued *mkip1-1*^*-/-*^ plants, plastids typically contained collapsed thylakoids (red arrow) and vesicular structures (yellow arrow). In greenish areas of the leaf, also larger thylakoid stacks were observed (outer right image). Representative images of at least 7 plastids assessed per line and tissue are shown. Two additional replicate plants and equivalent analyses in the *mkip1-2*^*-/-*^ background gave similar results. Scale bars: 0.5 µm.

In an attempt to bypass the embryonic arrest of *mkip1*^*-/-*^ mutants, we transformed heterozygous *mkip1-1*^*+/-*^ and *mkip1-2*^*+/-*^ plants with a construct expressing *At*MKIP1-mCitrine under the control of the embryo-specific *ABI3* promoter^28^. Siliques from *mkip1*^*+/-*^ plants homozygous for the construct did not contain any white seeds, indicating a successful rescue of the embryo-defectiveness of *mkip1*^*-/-*^ (Fig. 1a, Supplementary Fig. 1d). We recovered rescued seedlings in both *mkip1-1*^*-/-*^ and *mkip1-2*^*-/-*^ backgrounds at the expected frequency of ~25%. However, after germination, these seedlings developed serrated, white true leaves and abnormal meristems and were seedling lethal (Fig. 1c, Supplementary Fig. 1e). These phenotypes were similar to *P*_*ABI3*_-rescue lines of mutants severely impaired in chloroplast differentiation due to primary defects in plastidial translation or splicing^29^. Seedling lethality of rescued *mkip1-1*^*-/-*^ could not be rescued by growing plants on ½-strength MS medium supplemented with 1% sucrose (Supplementary Fig. 1c).

Plastids from true leaves of *P*_*ABI3*_-rescued *mkip1-1*^*-/-*^ seedlings mostly contained collapsed thylakoid stacks and accumulated electron-dense, vesicular structures of unknown nature. In greenish leaf areas, we observed chloroplast-like plastids with large condensed thylakoid stacks (Fig. 1e, outer right micrograph), reminiscent of structures observed upon co-suppression of the plastidial ribosomal protein *At*bS1c (RPS1)^30^. The cotyledons were pale green, and their plastids had abnormally stacked thylakoids (Fig. 1c, e). Presumably, the cotyledons were less affected due to residual *At*MKIP1-mCitrine protein remaining in cotyledon tissue from embryogenesis, although *At*MKIP1-mCitrine levels were below the detection limit (Fig. 1d). These phenotypes strongly suggest that *At*MKIP1 is essential for plant viability also after embryogenesis and are consistent with a putative essential role of *At*MKIP1 in chloroplast function, but not in starch metabolism.

### *At*MKIP1 and orthologs have lost branching enzyme activity

Phylogenetic analyses showed that the canonical BEs involved in starch biosynthesis of land plants and streptophyte algae belong to either class I (which is absent in Arabidopsis) or class II (to which *At*BE2 and *At*BE3 belong; Fig. 2a), confirming previous observations^31^. The BEs of chlorophyte algae also mostly belong to these classes, whereas those of glaucophyte and rhodophyte algae, which produce floridean starch in the cytosol^32^, form a separate group. *At*MKIP1 and its orthologs form yet another, well-separated clade of class III BEs^31^, which share the structural features of *At*MKIP1 described below. We identified at least one class III BE in each photoautotrophic land plant examined and in some streptophyte algae, but not in any other alga, suggesting that it arose during the colonization of land by plants (Fig. 2a, Supplementary Fig. 4a). The origin of class III BEs is unclear, but their distinct exon-intron gene organization^31^ renders it unlikely that they arose from the duplication of a class I or II BE gene (Supplementary Fig. 4b).

**Fig. 2:**
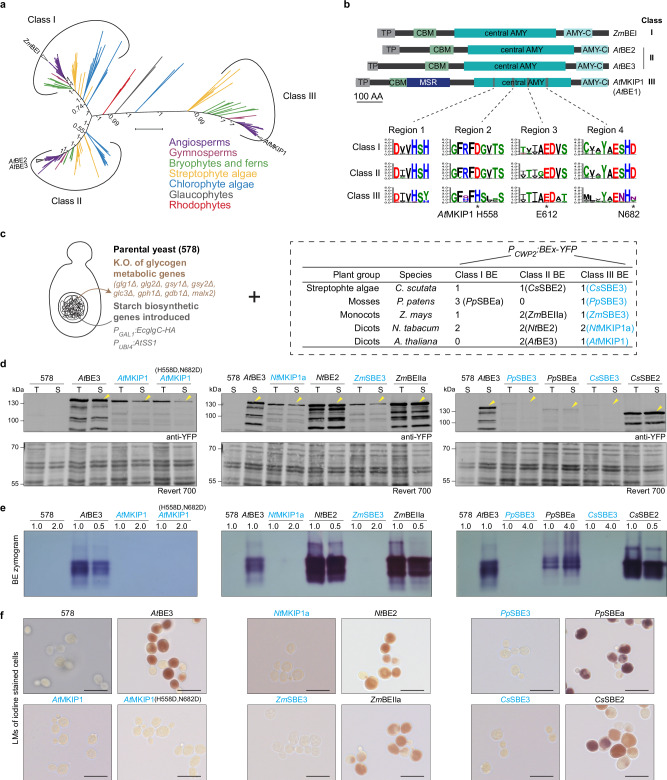
*At*MKIP1 and orthologous proteins are non-canonical, catalytically inactive branching enzymes (BEs). **a** Unrooted Bayesian phylogenetic tree of 254 BE proteins from 85 algal and land plant species (listed in Supplementary Fig. 4a) colored according to their phylogenetic groups. Relevant posterior branch probabilities are indicated next to the branches. Scale bar: 1 amino acid substitution per site. **b** Schematic representation of Arabidopsis BEs from different classes. Maize BEI (*Zm*BEI) is included as a representative of class I BE, which is absent in Arabidopsis. Boxes depict the chloroplast transit peptide (cTP, *gray*), the carbohydrate-binding module (CBM, *green*), the MKIP1-specific region (MSR, *dark blue*), the central α-amylase domain (central AMY, *cyan*), and the C-terminal α-amylase domain (AMY-C, *light cyan*). WebLogos show protein motifs highly conserved in class I and II BEs, based on the sequence alignment used for the phylogenetic tree in (**a**). Asterisks mark the catalytic triad. **c** Genetic modifications in yeast strain “578”, enabling it to produce starch-like glucans upon introduction of an active BE. The box lists the plant BEs expressed in strain “578” together with the numbers of BEs present in the respective species. Class III BEs are highlighted in blue. BEs were stably expressed from the yeast nuclear genome via the strong constitutive *CPW2* promoter and fused to a C-terminal YFP tag. **d** Immunoblot detection of YFP-tagged BEs in total (T) or soluble (S) protein extracts from yeast. Yellow arrows mark the protein bands matching the proteins’ molecular weights. Revert 700, total protein stain. **e** BE activity gels (zymograms) of yeast soluble protein extracts. Native gels containing glycogen were incubated in the presence of glycogen phosphorylase, the activity of which is stimulated by the presence of an active BE. Glucan products were visualized by iodine staining of the gel. Numbers indicate the relative protein load. **f** Light micrographs of yeast cells stained with iodine. Three images were taken per line, representative images are shown. Dark brown/purple staining indicates the presence of glucans. Scale bars: 10 µm.

Class III BEs retain a classical BE domain architecture consisting of a family 48 carbohydrate-binding module (CBM) and α-amylase domains (Fig. 2b). Nonetheless, they display striking differences from canonical BEs, with which they share only ~30% amino acid (AA) identity^31^. First, class III BEs possess an MKIP1-specific region (MSR) of ~150 AA after the CBM. This stretch is enriched for positively and negatively charged AA (especially lysines and glutamates, respectively) and is predicted to form a largely disordered region protruding from the *At*MKIP1 core (Supplementary Fig. 5). An *At*MKIP1(ΔMSR)-YFP version lacking the MSR failed to complement the embryo defects of *mkip1-1*^*-/-*^, despite being expressed as a soluble protein, indicating a key role for *At*MKIP1 function (Supplementary Fig. 6).

Class III BEs also carry substitutions in several residues required for starch branching catalysis, including two aspartate residues of the catalytic triad^33^ (H558 and N682 in *At*MKIP1; Fig. 2b), consistent with *At*MKIP1’s apparent absence of BE activity^23,25^. To test whether glucan BE activity is also absent in orthologous proteins, we expressed MKIP1 versions from tobacco (*Nicotiana tabacum*), maize (*Zea mays*), a moss (*Physcomitrium patens*) and a streptophyte alga (*Coleochaete scutata*) as YFP-tagged proteins in the yeast *Saccharomyces cerevisiae* (Fig. 2c). The parental yeast strain used (“578”), contains all components required for glucan production except a BE, as it has an Arabidopsis gene encoding a starch synthase (*At*SS1) and a bacterial gene for producing its substrate ADPglucose (*Ec*glgC-TM-HA), but lacks its endogenous glycogen BE as well as all other yeast glycogen-metabolic genes^34^. All class III BEs were expressed as soluble proteins in yeast, although in some cases at low levels (Fig. 2d). However, none of them showed enzymatic activity on native BE-activity gels, whereas all tested class I/II BEs did (Fig. 2e). Expression of class III BEs also did not result in glucan synthesis in yeast, as judged by the absence of dark staining after iodine staining of glucans produced in yeast cells (Fig. 2f). The BE activity of *At*MKIP1-YFP could not be restored by reconstituting its former catalytic triad in the *At*MKIP1(H558D,N682D)-YFP version (Fig. 2e, f). These data suggest that the absence of BE activity is a general feature of class III BEs and is likely due to widespread sequence divergence.

To test whether the remaining BE-like features in *At*MKIP1 are nevertheless required for its function in Arabidopsis, we mutated a glutamate and a histidine residue essential for canonical BE activity as acid/base catalyst^35^ and transition-state stabilizer^36^, respectively, which have been retained in MKIP1 proteins (Supplementary Fig. 2a). Expression of this *At*MKIP1(E612A,H681A)-mCitrine construct complemented the *mkip1-1*^*-/-*^ mutant phenotype similarly to the non-mutated *At*MKIP1-mCitrine construct (Supplementary Fig. 2). Complementation was also observed by *At*MKIP1(W151A,W171A)-mCitrine, which carries substitutions in conserved tryptophan residues critical to glucan binding of family-48 CBMs^37,38^ (Supplementary Fig. 2). Taken together, these data demonstrate that *At*MKIP1 function predominantly requires others features than canonical BEs, including its newly evolved MSR domain.

### MKIP1 interacts with MatK in an RNA-independent manner

We conducted co-immunoprecipitation (IP) experiments coupled with mass spectrometry (MS) to identify potential interaction partners of *At*MKIP1. *At*MKIP1-YFP stably expressed in Arabidopsis significantly enriched *At*MatK in three independent anti-YFP IPs, each with multiple replicates (Fig. 3a). These experiments further suggested that *At*MKIP1 interacts with two other plastid-localized proteins essential for plant viability: *At*ValRS2 (*At*EMB2247), a putative valyl-tRNA synthetase^39^, and *At*EMB3120 (EMBRYO-DEFECTIVE 3120 or SNOW-WHITE LEAF1, SWL1), which is a stromal protein required for plastid development, but of unknown molecular function^40,41^. We confirmed the interactions between *At*MKIP1, *At*ValRS2 and *At*EMB3120 by multiple (reverse-)IPs performed in Arabidopsis (Fig. 3b, Supplementary Fig. 7). In one of these experiments, endogenous *At*EMB3120 was not detectably co-precipitated by *At*MKIP1-YFP. However, overexpressed *At*EMB3120-YFP consistently co-precipitated endogenous *At*MKIP1, suggesting that also *At*EMB3120 is a bona-fide interaction partner of *At*MKIP1 (Supplementary Fig. 7). However, as the functions of *At*ValRS2 and *At*EMB3120 are poorly characterized, we focus here on *At*MatK.

**Fig. 3:**
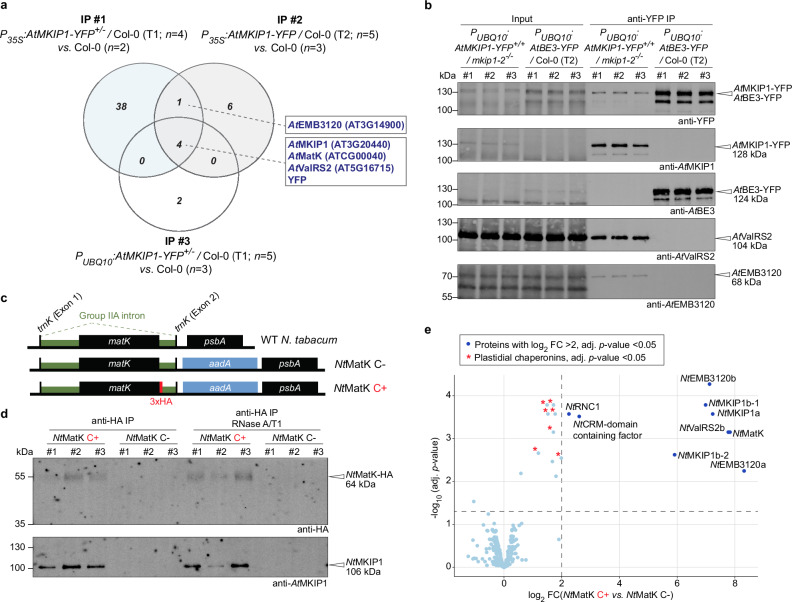
MKIP1 interacts with MatK in Arabidopsis and tobacco in vivo. **a** Identification of proteins associated with *At*MKIP1-YFP in mature rosettes of the indicated Arabidopsis lines. Soluble proteins were subjected to anti-YFP immunoprecipitation (IP) coupled to mass spectrometry (MS). The Venn diagram shows the number of proteins significantly enriched (log_2_ fold change ≥ 2, *p*-value < 0.05) in the *At*MKIP1-YFP expressing lines compared with the wild-type (Col-0) control in three independent experiments. *n*, number of replicate plants. **b** Immunoblot detection of proteins associated with *At*MKIP1-YFP vs. *At*BE3-YFP (control) in 10-day-old Arabidopsis seedlings. Three replicates, each consisting of ~10 g (fresh weight) of pooled 10-day old seedlings, were analyzed per line. Soluble extracts were analyzed before IP (input) and after anti-YFP IP. This experiment was repeated once with equivalent results, except that *At*EMB3120 was not detectably pulled-down by *At*MKIP1-YFP, presumably due to the use of less input material and the limited sensitivity of the *At*EMB3120 antibody (Supplementary Fig. 7). **c** Scheme of the *matK* plastid genome region in WT and transplastomic tobacco lines. *Nt*MatK C+ expresses *Nt*MatK with a C-terminal 3xHA tag (*red*). *Nt*MatK C- is a control line containing the *aadA* marker gene but no *matK* modification. **d** Anti-HA IP experiments using *Nt*MatK-HA as bait. Soluble protein extracted from 10-day-old *Nt*MatK C+ or *Nt*MatK C- (control) seedlings was subjected to anti-HA IP, with or without RNase A/T1 treatment during the incubation with anti-HA beads. *n* = 3 seedlin*g* pools. **e** Volcano plot of proteins identified by IP-MS using *Nt*MatK-HA as bait. Anti-HA IP was performed independently from that in (**c**) but using the same workflow without RNase treatment (*n* = 3 seedling pools). Statistical significance was assessed within the Amica platform, employing empirical Bayes-moderated two-sided *t*-tests with Benjamini–Hochberg false-discovery rate correction for multiple testing. Proteins significantly enriched in *Nt*MatK C+ IP (adjusted *p*-value < 0.05) with mean log_2_ fold change (FC) > 2 are highlighted in dark blue. Significantly enriched proteins annotated as plastidial chaperonins are marked by red asterisks. Multiple isoforms (homoeologs) are observed because tobacco is allotetraploid. All proteins enriched in *Nt*MatK C+ IP with log_2_ FC > 1 with their Arabidopsis orthologs and spectral counts are listed in Supplementary Table 1.

Since *At*MatK is encoded in the plastome, it cannot be routinely manipulated in Arabidopsis, and our attempts to raise a working antibody against *At*MatK were unsuccessful. We thus used *Nt*MatK C+ transplastomic tobacco (*N. tabacum*), which expresses *Nt*MatK with a C-terminal triple HA tag at its native plastome locus^12^ (Fig. 3c). The *Nt*MatK-HA protein is functional since it can substitute for *Nt*MatK, which is considered an essential protein^12^. In IP experiments with tobacco seedlings, *Nt*MKIP1 co-precipitated with *Nt*MatK-HA (line *Nt*MatK C + ; Fig. 3d). This interaction was not abolished by treating the IP samples with an RNase A/T1 mixture, which effectively degraded the RNA (Supplementary Fig. 8), suggesting that the interaction is not bridged by (intron) RNA (Fig. 3d). MS analysis of an independently performed IP experiment showed a > 60-fold and statistically highly significant enrichment of the bait *Nt*MatK-HA and of the tobacco orthologs of *At*MKIP1, *At*ValRS2 and *At*EMB3120 (Fig. 3e). In addition, *Nt*RNC1 and a CRM (chloroplast RNA splicing and ribosome maturation) domain protein, both homologs of plastidial splicing factors from maize or Arabidopsis^21,42^, were significantly, albeit weakly enriched in these IPs. Several plastidial chaperonins were also enriched (e.g., chaperonins-60 α and β; Supplementary Table 1), possibly indicating a need for folding assistance for *Nt*MatK-HA complex formation. However, *Nt*RNC1, the CRM domain protein and chaperonins were only enriched 2 to 6-fold, suggesting a relatively loose and/or transient association with *Nt*MatK-HA. Furthermore, none of them were enriched in the Arabidopsis IP-MS experiments (Fig. 3a).

To investigate if the MKIP1 interactors together form one complex, we analyzed chloroplast stromal extracts from *Nt*MatK C+ tobacco and wild-type Arabidopsis plants using sucrose density gradient centrifugation and size-exclusion chromatography (SEC). In SEC of *Nt*MatK C+ stromal extracts, *Nt*MatK-HA, *Nt*MKIP1, and *Nt*ValRS2 co-migrated in high-molecular weight fractions (sample fraction ≤8), with some *Nt*MKIP1 and *Nt*ValRS2 also present in lower molecular weight fractions (Fig. 4a). Since the anti-HA antibody cross-reacted with Rubisco large subunit (*Nt*rbcL), among others, we purified *Nt*MatK-HA and its interactors by anti-HA IP from all fractions. This confirmed the presence of *Nt*MatK-HA, *Nt*MKIP1, and *Nt*ValRS2 in high-molecular weight fractions (Fig. 4b). *Nt*EMB3120 could not be detected by immunoblotting. However, proteomic MS/MS analysis of the unpurified SEC fractions 5 and 6, containing the highest amounts of *Nt*MKIP1 and *Nt*MatK, showed that *Nt*EMB3120 was also present in these high-molecular weight fractions (Fig. 4c).

**Fig. 4:**
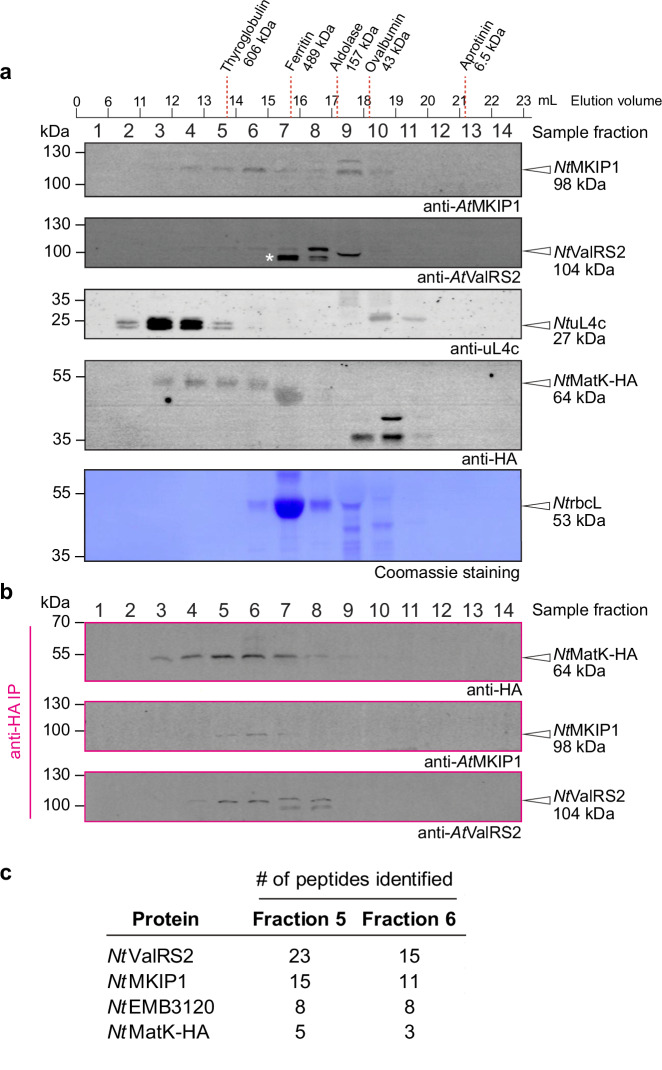
The MKIP1 interactors co-elute in size-exclusion chromatography. **a** Chloroplast stroma proteins from *Nt*MatK C+ tobacco leaves were fractionated by size-exclusion chromatography and assessed by immunoblotting. Elution volumes 1-6 ml and 6-11 ml were pooled as sample fractions 1 and 2, respectively. The remaining 1-ml fractions were analyzed separately. The peak elution volumes of globular protein standards fractionated in the same way are indicated. Note that for non-spherical proteins the apparent molecular weights can deviate from those of the markers. The protein indicated by an asterisk may represent a shorter *Nt*ValRS2 version (accession A0A1S4BH67). *Nt*uL4c and *Nt*rbcL are components of the plastidial large ribosomal subunit and of Rubisco, respectively. **b** Anti-HA immunoprecipitation (IP) of the fractions from the experiment shown in (**a**), followed by immunoblotting. **c** MS/MS analysis of the fractions 5 and 6 from the experiment shown in (**a**). Only putative *Nt*MatK complex components are shown. Peptides associated with multiple isoforms (homoeologs) were grouped. In total, 1233 proteins were identified with at least two peptides (**Source Data**).

On sucrose gradients, *Nt*MatK-HA, *Nt*MKIP1, and *Nt*ValRS2 again migrated into high-molecular weight fractions (Supplementary Fig. 9a). Similarly, when assessing extracts from Arabidopsis, *At*MKIP1 and *At*ValRS2 co-migrated in high-molecular weight fractions of sucrose gradients (*At*MatK and *At*EMB3120 could not be detected by immunoblotting; Supplementary Fig. 9b). The migration of *At*MKIP1 and *At*ValRS2 did not change upon treatment of extracts with RNase, indicating that the formation of a high-molecular weight MKIP1 complex does not depend on intact RNA (Supplementary Fig. 9b).

To gain insight into the complex’ stoichiometry, we tested the subunits for potential self-association. No self-association was observed for *At*MKIP1, *At*ValRS2 and *At*EMB3120 in IP experiments after transient expression in *N. benthamiana* (Supplementary Fig. 10a-c). We were not successful in expressing *At*MatK in this system, nor stably in Arabidopsis, despite using a version codon-optimized for the Arabidopsis nuclear genome. However, we could express *At*MatK with epitope tags as a soluble protein in yeast, allowing us to conduct IP experiments in this system. As for the other subunits, *At*MatK did not efficiently interact with itself, while it did interact with *At*MKIP1 (Supplementary Fig. 10d). Together, our data indicate that the four subunits together form a stable complex. This is consistent with the complex model from AlphaFold3, which predicts a four-subunit heteromultimer of *At*MKIP1, *At*MatK, *At*ValRS2 and *At*EMB3120 with a 1:1:1:1 stoichiometry with intermediate confidence (Fig. 5). AlphaFold3 did not support homo-dimerization of either component, nor addition of a second copy of any of the four proteins (Supplementary Fig. 10e).

**Fig. 5:**
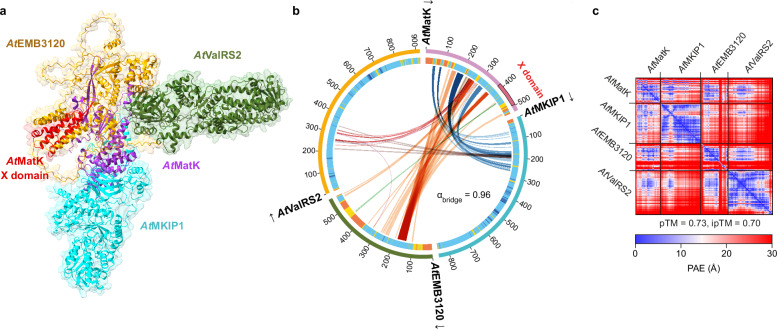
AlphaFold3 predicts the formation of a four-subunit complex comprising *At*MatK, *At*MKIP1, *At*EMB3120 and *At*ValRS2. **a** AlphaFold3 structure model of the complex from Arabidopsis. Proteins were modeled without their predicted chloroplast transit peptides, if any. The X domain of *At*MatK is depicted in red. **b** AlphaBridge diagram showing the intermolecular interfaces as bridges between the subunits. Bridges in the same hue belong to the same interface. Interfaces were detected using the default (0.7) confidence level. The inner ring color shows the confidence according to the predicted local distance difference test (pLDDT) (orange, very low; yellow, low; light blue, high; dark blue, very high). *At*MatK’s X domain (*red*) begins at the last residue of an interface with *At*EMB3120 and is essentially free of predicted contact sites (in total 6 contact residues). α_bridge_, AlphaBridge score with range 0 (not confident) to 1 (confident). **c** Predicted aligned error (PAE) plot showing the predicted position error between all paired residues. pTM, predicted template modeling score; ipTM score, interface predicted template modeling score.

AlphaFold3 further confidently predicted that *At*MKIP1 and *At*MatK directly interact via a large interaction platform formed by the CBM-MSR region of *At*MKIP1 and the N-terminal region of *At*MatK (Fig. 6a–d). To test a direct interaction, we co-expressed *At*MatK-HA with *At*MKIP1-YFP or *At*BE3-YFP as control for IP experiments in yeast. As predicted, the bait *At*MKIP1-YFP efficiently co-precipitated *At*MatK-HA (strain D), whereas *At*BE3-YFP did not (strain C; Fig. 6e). In reciprocal interaction assays, *At*MatK-HA efficiently co-precipitated *At*MKIP1-YFP, but not *At*BE3-YFP (Supplementary Fig. 11b). These results confirm a direct and specific interaction between *At*MKIP1 and *At*MatK. We next tested the involvement of the CBM-MSR region of *At*MKIP1 in this interaction (Fig. 6e). An *At*MKIP1-YFP variant without MSR (ΔMSR; strain E) co-precipitated much less *At*MatK-HA than the entire *At*MKIP1-YFP (strain D) in yeast. In turn, MSR-YFP co-precipitated *At*MatK-HA (strain F) only slightly less efficiently than the entire *At*MKIP1-YFP (strain D). When testing an *At*MKIP1 segment comprising its CBM and MSR, little YFP-tagged protein was expressed and recovered in the anti-YFP IP (strain G) for reasons unknown. The precipitated CBM-MSR-YFP protein, however, efficiently co-precipitated *At*MatK-HA. These results indicate a key role of the CBM-MSR region of *At*MKIP1 in interacting with *At*MatK.

**Fig. 6:**
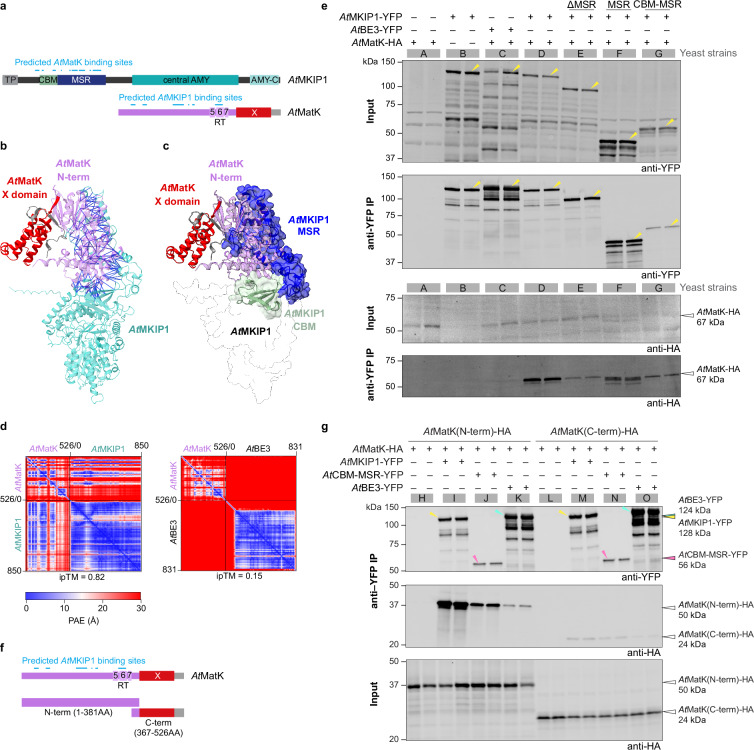
The N-terminal region of *At*MatK forms an interaction platform with the MKIP1-specific region (MSR) and carbohydrate-binding module (CBM) of *At*MKIP1. **a** Schematics of *At*MKIP1 (as in Fig. 2b) and *At*MatK. *At*MatK’s N-terminal region with its reverse transcriptase (RT) motifs 5-7 (*lilac*) and the X domain (*red*) are indicated. Predicted binding sites (blue lines) are contact sites according to the model shown in (**b**). **b** AlphaFold3 prediction of the heterodimer formed between *At*MatK (colored as in (**a**)) and *At*MKIP1 (*cyan*). Lines show interprotein residue contacts within 4 Å and a maximum predicted aligned error (PAE) of 5 Å and are colored by their PAE. **c** Model illustrating the domains mediating *At*MatK-*At*MKIP1 dimer formation. *At*MKIP1 is shown as protein surface, highlighting the MSR (*dark blue*) and CBM (*green*). **d** PAE plots of the predicted *At*MatK-*At*MKIP1 and *At*MatK-*At*BE3 heterodimers. ipTM score, interface predicted template modeling score. **e** Immunoprecipitation (IP) of *At*MatK-HA by *At*BE3-YFP (control), *At*MKIP1-YFP or YFP-tagged *At*MKIP1 variants in soluble protein extracts from yeast. Arabidopsis proteins were expressed without their predicted chloroplast transit peptides, if any. The yeast background was deficient in glycogen to avoid potential interference from BEs binding to glycogen. Two replicate cultures of strains expressing the corresponding protein (+) or not (-) were analyzed. The soluble protein extracts were assessed before IP (input) and after anti-YFP IP using the anti-YFP antibodies. Yellow arrows mark the protein bands matching the molecular weights of the proteins. This experiment was repeated once with similar results. **f** Schematics of *At*MatK (as in **a**) and its segments used in (**g**). **g** IP experiments performed as in (**e**) but using yeast strains expressing the N- and C-terminal *At*MatK-HA segments shown in (**g**). Anti-YFP input protein abundances are shown in Supplementary Fig. 11c.

Equivalent IP experiments using *A*tMatK-HA segments showed that the N-terminal region of *A*tMatK-HA co-precipitated well when using either the whole *At*MKIP1 (strain I) and the CBM-MSR region of *At*MKIP1 (strain J) as baits, whereas the C-terminal X domain of *At*MatK-HA did not co-precipitate with *At*MKIP1 (strains M and N) (Fig. 6f, g). Similarly, in reciprocal IPs using *At*MatK-HA as bait, its N-terminal portion but not the C-terminal X domain strongly co-precipitated *At*MKIP1-YFP (Supplementary Fig. 11b). Collectively, these data suggest that the CBM-MSR of *At*MKIP1 and the N-terminal region of *At*MatK form an interaction platform. Contrarily, *At*MatK’s X domain likely contributes little or not at all to the protein-protein interactions with *At*MKIP1 and – according to the AlphaFold3 complex prediction – also to the other complex subunits (Fig. 5b).

### *At*MKIP1 is associated with group IIA introns in vivo

We conducted RNA co-IP coupled with RNA sequencing to identify RNA regions specifically associated with *At*MKIP1 or its *At*MatK complex. 

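RNA was sequenced from the anti-YFP precipitate and from the input of 3 pools of 10-day-old seedlings per line, 10 g each, which gives 12 libraries. *At*MKIP1-YFP was expressed in the *mkip1-2* mutant. *At*BE3-YFP, a starch branching enzyme of the plastid fused to the same tag, was expressed in Col-0, which has its own *At*MKIP1, and serves the paper as control. The authors kept reads of 18 to 60 nt, removed duplicates by their 8-nt molecular identifiers, mapped the reads to the TAIR10 chloroplast genome, and counted them by strand in segments whose borders were set by DiffSegR, separately for the precipitates and the inputs. DiffSegR joins stretches with similar fold changes between the baits, so the borders rest on the same contrast that is tested. The p-values of the segments do not allow for this. The precipitate table holds 555 segments with a median length of 15 nt, and the input table holds 574 with a median of 27 nt. The precipitates had 213384 to 319005 mapped reads per library for *At*MKIP1-YFP and 119799 to 257634 for *At*BE3-YFP, and the inputs had 2213500 to 2868106 and 2241732 to 2740959. A read that crosses a border counts in each segment it overlaps. The segment counts per mapped read were therefore 2.08 ± 0.0413 (SD, n = 3) in the *At*MKIP1-YFP precipitates and 1.26 ± 0.0276 (SD, n = 3) in those of *At*BE3-YFP. Raw segment counts of the 2 baits were compared by edgeR's quasi-likelihood test, with the mapped reads as library size and no further scaling, and called at an adjusted p under 0.01 (Benjamini-Hochberg). For a value per intron, exon or gene, the counts of the segments that lie at least 50% in it were summed. Standard errors were taken from the test statistic.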

We therefore immunoprecipitated RNA associated with *At*MKIP1-YFP in Arabidopsis seedlings, using a line expressing *At*BE3-YFP as control. Immunoblot analysis showed the binding of *At*MKIP1’s interaction partners, confirming the success of the IP (Fig. 3b). 

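The introns of *trnA-UGC*, *rpl2*, *atpF* and *trnI-GAU*, which interrupt 2 tRNAs, a ribosomal protein and a subunit of ATP synthase, were higher in the *At*MKIP1-YFP precipitates than in those of *At*BE3-YFP. The log2 fold change was 3.50 (standard error 0.28, n = 3 pools per bait) for the *trnA-UGC* intron, 3.22 (0.21) for the *rpl2* intron, 3.01 (0.18) for the *atpF* intron and 1.95 (0.18) for the *trnI-GAU* intron. The largest adjusted p of these 4 introns was 4.1e-08 in edgeR's quasi-likelihood test. A read in a stretch split into many short segments enters such a sum several times, so that the sums weigh these stretches more. The length-weighted mean of the segments, chosen after the values were seen and not tested, was 3.39, 2.38, 1.97 and 1.91 for the same introns in this order (largest SD between libraries 0.171). Here and below, an SD between libraries is over the 3 *At*MKIP1-YFP libraries, each against the mean of *At*BE3-YFP. It leaves out the spread of *At*BE3-YFP. With the introns of *trnK-UUU* and *trnV-UAC*, 6 of the 7 introns listed as targets were higher and none was lower, also when adjusted over the list alone, and the intron that did not pass was *rps12* intron 2. Of the 13 exons of these genes with segments of their own, 12 were higher, and *rps12* exon 1, which is transcribed from another place and trans-spliced, was lower, with a log2 fold change of -1.32 (standard error 0.35, adjusted p = 0.0021 in edgeR's test; 0.19 with no scaling, 0.17 with libraries scaled on segments outside the target loci and 0.020 without *At*MKIP1-YFP replicate 3). The least firm of the 12 were *rps12* exon 2 (0.86) and *trnV-UAC* exon 2 (0.82), which turned to -0.19 and -0.23 with the sum of counts as library size, and each lost its call without *At*MKIP1-YFP replicate 1 or 3; their length-weighted means were 0.52 and 0.25, that of *rps12* exon 1 was -0.89, and that of *atpF* exon 1 was 1.41 (its sum gave 2.45). The target loci span the genes of the 7 introns without *rps12* exon 1, the stretch from *rpl22* to *rpl23*, and 800 nt of *rps12* intron 1. They took 67.2 ± 0.293% (SD, n = 3) of the segment counts in the *At*MKIP1-YFP precipitates and 16.7 ± 3.13% (SD, n = 3) in those of *At*BE3-YFP. Of 553 segments tested, 400 were higher and 84 lower, and 278 were over 4-fold higher. In the target loci 399 of 428 segments were higher, and outside them 1 of 125 was higher and 83 were lower. The median log2 fold change outside the target loci was -0.75, and with libraries scaled on those segments 435 segments were higher and 5 lower. With no scaling there were 401 higher and 1 lower, and with the sum of counts as library size 330 and 124. This sum holds 2.08 counts per mapped read for *At*MKIP1-YFP and 1.26 for *At*BE3-YFP, so as library size it lowers the precipitate values in general. With TMM there were 144 and 198, and with DESeq2's own size factors 175 and 184. These last scalings centre the segments, of which 428 of 553 lie in the target loci. They thereby take out change that these loci share. With TMM 125 of 125 segments outside the target loci were lower, with a median of -2.91. The target introns were chosen from the paper, whose values from these libraries had been seen. So were the target loci, and their end in *rps12* intron 1 was set after the values were seen. The contrast of segments inside and outside them, and scaling on those outside, are therefore not independent of these values.

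**Figure D1:**
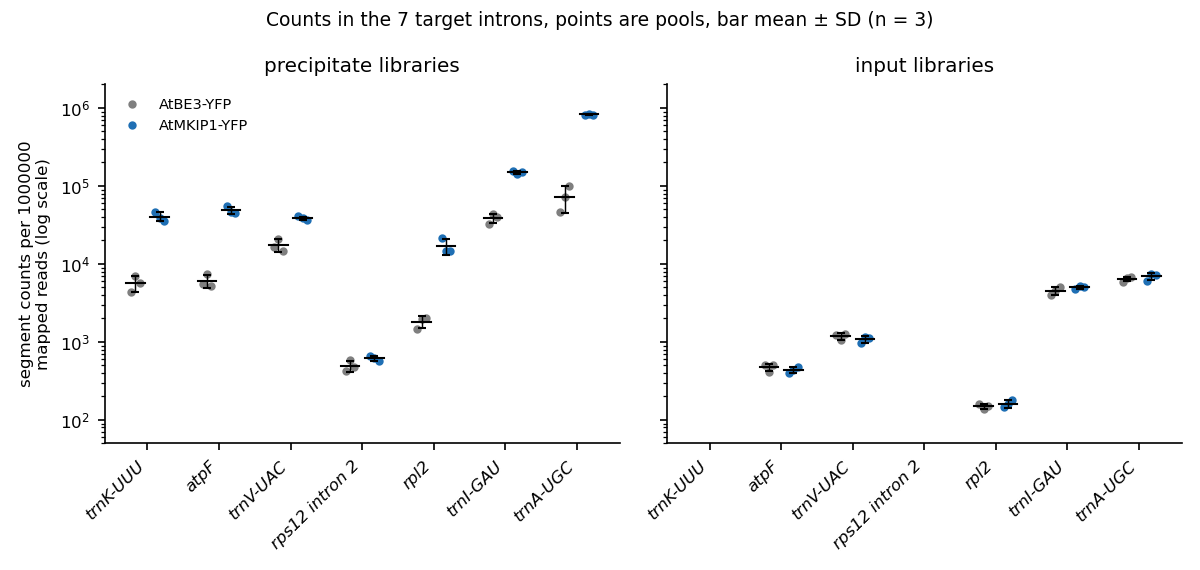
Segment counts per 1000000 mapped reads (log scale) summed over each of the 7 target introns, in the precipitates (left) and the inputs (right). Points are pools, and bars give the mean ± SD of 3 pools per line. A read counts in each segment it overlaps, which raises the sums of introns with many short segments. In the precipitates, the 3 *At*MKIP1-YFP pools lie above the 3 *At*BE3-YFP pools for each intron other than *rps12* intron 2. In the inputs, *trnK-UUU* and *rps12* intron 2 have no segment of their own.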

Analysis of the RNA segments that were differentially enriched showed that *At*MKIP1-YFP effectively co-precipitated the RNAs of all group IIA intron containing genes previously identified to be associated with *Nt*MatK-HA^12,13^ (Fig. 7a). This enrichment was not due to greater abundance of these RNAs in the *At*MKIP1-YFP expressing line, as they were not or only slightly more abundant ( < 2-fold) in the input RNA fraction of this line. 

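In the input, the introns of *trnA-UGC*, *trnI-GAU*, *rpl2*, *atpF* and *trnV-UAC* had log2 fold changes from -0.13 to 0.14 between the *At*MKIP1-YFP and *At*BE3-YFP lines (largest standard error 0.17, n = 3 pools per line). None of these 5 introns passed edgeR's quasi-likelihood test, none had an unadjusted p under 0.05, and DESeq2 called 0 of 5. The log2 fold change plus 2 standard errors was at most 0.46, below the value of 1 that a 2-fold difference has. The difference between the baits was larger in the precipitate than in the input for 5 of 5 introns, tested as an interaction of bait and fraction over the 12 libraries and also when adjusted over the list alone. This test takes the libraries as independent although precipitate and input share their pools; with each pool as a block, joined by replicate number, 5 of 5 were also higher (1.29 to 3.47, largest adjusted p = 1.1e-05). On the log2 scale this excess was 3.39 (standard error 0.25, adjusted p = 1.1e-13 in edgeR's test) for *trnA-UGC*, 3.11 (0.21) for *atpF*, 3.11 (0.24) for *rpl2*, 1.82 (0.19) for *trnI-GAU* and 1.27 (0.20) for *trnV-UAC*. As length-weighted means, chosen after the values were seen and not tested, the excess was 3.23, 2.08, 2.28, 1.73 and 0.82 in the same order (largest SD between libraries 0.279). The *trnV-UAC* excess from sums fell to 0.34 (adjusted p = 0.10 in edgeR's test) with the sum of counts as library size. Among the 56 input segments in the target loci, which ranged from -0.48 to 0.68 in log2 fold change, 0 passed edgeR's test, 3 had an unadjusted p under 0.05 and DESeq2 called 0. The introns of *trnK-UUU* and *rps12* intron 2 lie in longer input segments and have no input value of their own.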

*At*MKIP1-YFP also co-precipitated RNAs of the intron-free genes *rpl23* and *rps19*, which are co-transcribed within the *rpl2*-containing operon^43^. However, while *rpl2* RNA was markedly and significantly enriched throughout the intron and exons, only short segments ( < 200 nt) of *rpl23* and *rps19* flanking *rpl2* were >4-fold enriched, suggesting co-enrichment with *rpl2* (Fig. 7b). 

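*rpl23*, which encodes a ribosomal protein and lies upstream of *rpl2* (nt 85862 to 86143, minus strand), had a log2 fold change of 1.74 (standard error 0.16, adjusted p = 5.1e-08 in edgeR's quasi-likelihood test, n = 3 pools per bait) between the *At*MKIP1-YFP and *At*BE3-YFP precipitates. *rps19*, another ribosomal protein gene (nt 84005 to 84283), lies downstream of *rpl2* and had a value of 1.33 (standard error 0.26, adjusted p = 1.7e-04 in the same test), which with the sum of counts as library size was 0.29 (adjusted p = 0.31). Both genes were higher, also when adjusted over the list alone. Their length-weighted means, chosen after the values were seen and not tested, were 1.14 and 1.03 (SD between libraries 0.201 and 0.0577). *rpl22*, the next gene downstream, lies in a segment from nt 81595 to 83978 with a log2 fold change of -0.49 (standard error 0.21, adjusted p = 0.034 in edgeR's test), which did not pass the threshold.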

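In *rpl23*, 156 of 282 nt lay in segments that were higher in the *At*MKIP1-YFP precipitates, and 5 nt lay in segments over 4-fold higher. These were next to *rpl2*, with the highest segment at nt 85863 to 85866 (log2 fold change 3.31, standard error 0.28, adjusted p = 9.9e-08 in edgeR's quasi-likelihood test). In *rps19*, 185 of 279 nt were higher and 8 nt were over 4-fold higher, in segments that lie between nt 84142 and 84235. The highest segment was nt 84231 to 84235 (2.52, standard error 0.30, adjusted p = 2.4e-06 in the same test). It lies in the inverted repeat, which begins at nt 84171, so its reads may also come from downstream of the second copy of *rpl2*. This segment lost its call with TMM (0.39, adjusted p = 0.30) and with DESeq2's own size factors (0.59, adjusted p = 0.25). In *rpl22*, 0 of 483 nt were higher. The exons of *rpl2* had log2 fold changes of 2.53 (standard error 0.21) for exon 1 and 2.69 (0.18) for exon 2 (largest adjusted p = 1.4e-08 in edgeR's test). In its intron 100% of the nucleotides were higher and 45.6% were over 4-fold higher. The 8 nt of *rps19* were 5 nt without *At*MKIP1-YFP replicate 1 or *At*BE3-YFP replicate 1, and 14 nt without *At*BE3-YFP replicate 2. The length over 4-fold higher also depended on the scaling. It was 66 nt of *rpl23* and 54 nt of *rps19* when libraries were scaled on segments outside the target loci, 59 and 54 nt with no scaling, and 0 and 0 nt with TMM.

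**Figure D2:**
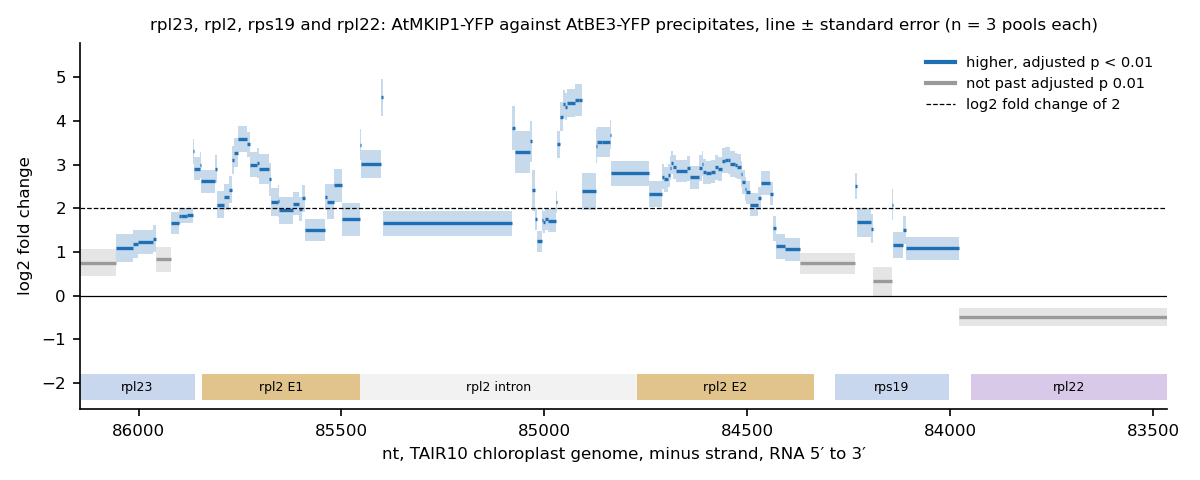
Log2 fold change of *At*MKIP1-YFP against *At*BE3-YFP precipitates (vertical axis) along the minus strand from *rpl23* to *rpl22*, in nt of the TAIR10 chloroplast genome, with the RNA running from left to right. Lines are segments and bands their standard error (n = 3 pools per bait), the dashed line marks a log2 fold change of 2, and boxes mark the genes. The highest segments of *rpl23* (3.31) and *rps19* (2.52) lie on the sides that face *rpl2*, and the segment that holds *rpl22* lies at -0.49.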

The lack of co-enrichment of distal transcript segments is likely due to the nuclease activities present in the chloroplast stroma and during the IP bead incubation step, which lead to RNA fragmentation except for regions protected by proteins. This enables the specific recovery of the RNA regions that are directly or indirectly (e.g., via a protein or RNA bridge) associated with the bait protein^12,13^.

**Fig. 7:**
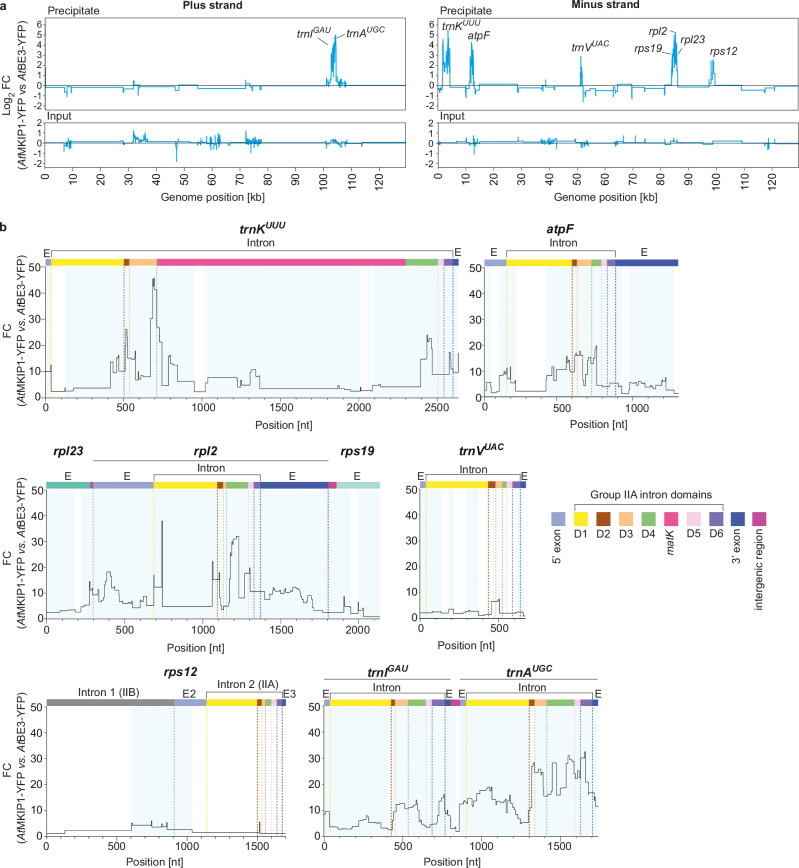
*At*MKIP1-YFP co-precipitates plastidial intron RNA. **a** Sequencing analysis of the RNA recovered in the precipitates of the anti-YFP immunoprecipitations shown in Fig. 3b and in the input RNA. Three pools of 10-day old Arabidopsis seedlings (*P*_*UBQ10*_*:AtMKIP1-YFP* / *mkip1-2*^*-/-*^ and *P*_*UBQ10*_*:AtBE3-YFP* / Col-0) were analyzed per line. Log_2_ fold changes (FC) in the precipitates indicate the mean relative abundances of the RNA segments co-precipitated by *At*MKIP1-YFP compared to those co-precipitated by *At*BE3-YFP. Log_2_ FC in the inputs indicate the mean relative abundance of RNA segments present in the input samples. Relative abundances and statistical significances were calculated by DiffSegR, which combines RNA segments with similar fold changes into regions indicated by horizontal lines, then employs two-sided differential expression testing based on negative binomial generalized linear models and Benjamini–Hochberg false discovery rate correction for multiple testing. Regions were mapped to the Arabidopsis plastome in a strand-specific manner, excluding the second copy of the inverted repeat region. Genes containing regions with a log_2_ FC > 2 are labeled by name. **b** Zoom-in view of differentially abundant regions (log_2_ FC > 2) in the precipitates plotted in linear scale. Exon (E) and intron domains are annotated with color-coded boxes, with dashed lines indicating their borders. Brackets indicate group IIA introns. Significantly enriched (adjusted *p*-value < 0.01) regions are highlighted with a light-blue background. Only one half of the group IIB *rps12* intron 1 is shown, as it is di-partite (trans-spliced) and the second part was not enriched.

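The part of *rps12* intron 1 upstream of exon 2 was measured in a window of 800 nt (nt 98794 to 99593, minus strand), and the part downstream of exon 1 in a window of 500 nt (nt 69111 to 69610), both chosen after the values were seen because the annotation gives the intron no outer ends. Counts of the segments in the first window had a log2 fold change of 1.24 (standard error 0.21, adjusted p = 6.1e-05 in edgeR's quasi-likelihood test, n = 3 pools per bait), and 8 of its 10 segments were higher. The length-weighted mean of these segments was 0.89, which turned to -1.25 with TMM. The second window lies within a segment of 5075 nt and had a log2 fold change of -0.43 with no segment called.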

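*trnK-UUU* encodes the plastid tRNA for lysine, and its intron (nt 1752 to 4310, minus strand) holds the *matK* reading frame, which starts at nt 3570. The segment of this intron with the largest log2 fold change between the *At*MKIP1-YFP and *At*BE3-YFP precipitates was nt 3654 to 3655, which are nt 656 and 657 of the intron and lie 84 nt upstream of the *matK* start. Its value was 4.96 (standard error 0.39, adjusted p = 5.2e-08 in edgeR's quasi-likelihood test), from 1465 ± 345 counts per 1000000 mapped reads (SD, n = 3 pools) for *At*MKIP1-YFP and 47.3 ± 31.9 (SD, n = 3) for *At*BE3-YFP. The value was 2.85 with TMM and 3.05 with DESeq2's own size factors. The counts were 322 to 427 and 2 to 14 per library. The RNA sequence around it, nt 3634 to 3673 written as DNA, is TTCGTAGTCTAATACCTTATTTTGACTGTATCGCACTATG. The highest segment began at nt 648 of the intron without *At*MKIP1-YFP replicate 3 or without *At*BE3-YFP replicate 3, and at nt 477 without *At*BE3-YFP replicate 2.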

Fine-mapping of the other RNA regions co-precipitated with *At*MKIP1-YFP showed that *trnK* enrichment peaked at the junction between intron domains III and IV, just upstream of the *matK* open-reading frame (ORF) (Fig. 7b). 

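The exons of *trnK-UUU* had log2 fold changes of 2.79 (standard error 0.24) for exon 1 and 3.06 (0.28) for exon 2 between the precipitates, and the whole intron had 2.84 (0.19; largest adjusted p of the 3 values 4.1e-08 in edgeR's quasi-likelihood test, n = 3 pools per bait). The *matK* reading frame, which encodes the maturase and lies in the intron, had a value of 1.98 (standard error 0.18, adjusted p = 3.8e-08 in the same test). As length-weighted means, chosen after the values were seen, the intron had 1.87 and *matK* 1.62 (SD between libraries 0.0190 and 0.0842). In the intron 90.8% of the nucleotides lay in segments that were higher, and 37.4% in segments over 4-fold higher.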

The exons and most other *trnK* intron regions were also enriched, overall largely resembling the enrichment observed by RNA co-IP of *Nt*MatK-HA^12,13^. 

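The highest segment of the *atpF* intron (nt 11939 to 12653, minus strand) was nt 12065 to 12069, which begins at nt 585 of the intron, with a log2 fold change of 3.75 (standard error 0.28, n = 3 pools per bait). In the *trnI-GAU* intron (nt 102838 to 103566, plus strand) the highest segment was at its 3′ end, from nt 103559 (3.45, standard error 0.21). In the *trnA-UGC* intron (nt 103703 to 104503, plus strand) it was nt 104454 to 104457, which begins at nt 752 of the intron (4.36, standard error 0.27). In the *rpl2* intron (nt 84772 to 85453, minus strand) it was nt 85399 to 85401 (4.54, standard error 0.42), where each *At*BE3-YFP library had 1 count and the *At*MKIP1-YFP libraries 30 to 43 (ratio per mapped read 25.5, 95% exact Clopper-Pearson counting interval 8.52 to 126), and a group of segments from nt 84909 to 84962 reached 4.48. The largest adjusted p of these highest segments was 1.8e-07 in edgeR's quasi-likelihood test. With TMM the same segments had 1.62 for *atpF*, 1.30 for *trnI-GAU*, 2.21 for *trnA-UGC* and 2.50 for *rpl2*. With DESeq2's own size factors they had 1.81, 1.49, 2.38 and 2.72 in this order. Segments over 4-fold higher covered 93.6% of the *trnA-UGC* intron, 46.7% of the *atpF* intron and 39.4% of the *trnI-GAU* intron. The place of the highest segment moved to nt 540 of the *rpl2* intron without *At*MKIP1-YFP replicate 2, 529 without *At*MKIP1-YFP replicate 3 and 501 without *At*BE3-YFP replicate 2, and to nt 645 of the *trnA-UGC* intron without *At*MKIP1-YFP replicate 2 and 429 without *At*BE3-YFP replicate 2. That of the *trnI-GAU* intron stayed at nt 722 when each library was left out. Taken in each *At*MKIP1-YFP library against the mean of *At*BE3-YFP, its place had an SD of 160.5 nt. Borders of the intron domains were not used here.

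**Figure D3:**
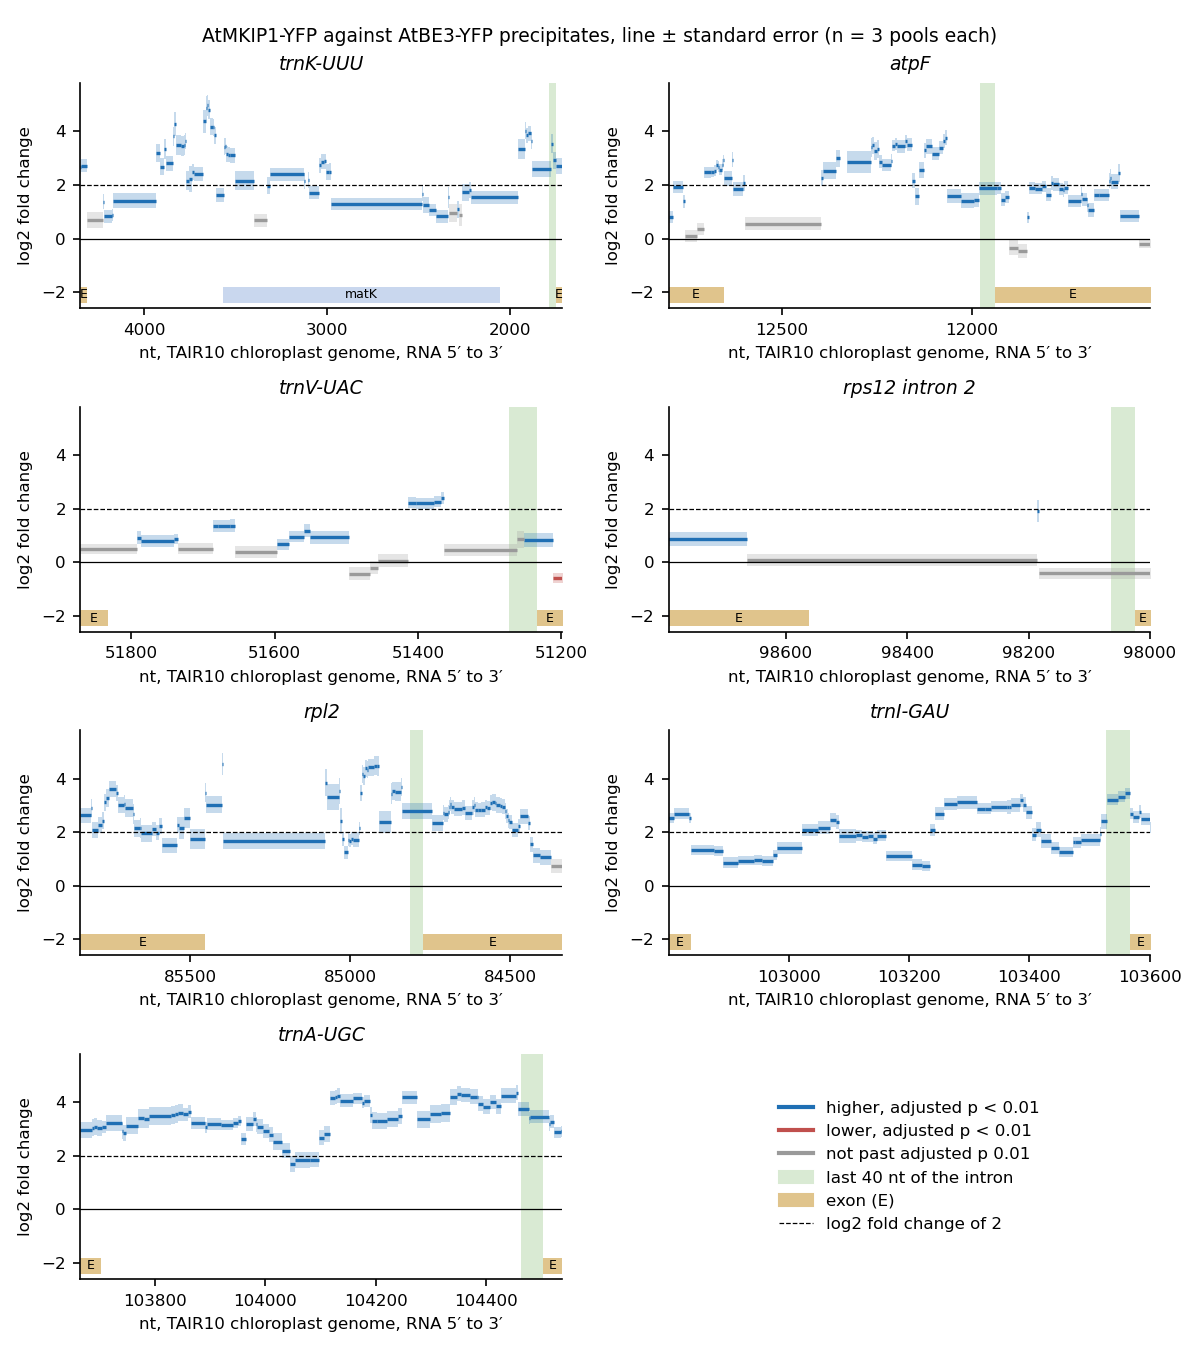
Log2 fold change of *At*MKIP1-YFP against *At*BE3-YFP precipitates (vertical axis) along the 7 target introns and their exons, in nt of the TAIR10 chloroplast genome with the RNA running from left to right. Lines are segments and bands their standard error (n = 3 pools per bait), the dashed line marks a log2 fold change of 2, green marks the last 40 nt of each intron, and boxes mark exons and *matK*. The highest segments lie between 1.90 for *rps12* intron 2 and 4.96 for *trnK-UUU*.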

The remaining binding targets shared a strong enrichment of intron domain II. 

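*rps12* intron 2 (nt 98025 to 98561, minus strand), in the gene of a ribosomal protein, had a log2 fold change of 0.31 (standard error 0.24, adjusted p = 0.24 in edgeR's quasi-likelihood test, n = 3 pools per bait) between the precipitates. Of the 3 segments that cover it, 1 was higher, nt 98183 to 98185, which begins at nt 377 of the intron. This segment had a log2 fold change of 1.90 (standard error 0.41, adjusted p = 5.7e-04 in the same test), from 25 to 43 counts per *At*MKIP1-YFP library and 1 to 13 per *At*BE3-YFP library. It was 2.98 without *At*BE3-YFP replicate 2, and its call was lost with the sum of counts as library size (1.18, adjusted p = 0.020), with TMM (-0.22), with DESeq2's own size factors (0.039) and in the test against a 2-fold change (adjusted p = 0.011). The segments on its sides had values of -0.42 and 0.089 and did not pass. The value of the whole intron was 1.06 (adjusted p = 8.0e-04 in edgeR's test) with libraries scaled on segments outside the target loci and -0.74 (adjusted p = 0.0066) with the sum of counts as library size. It was -0.31 (adjusted p = 0.034 in edgeR's test) with every overlapping segment included. With only segments wholly inside the intron it was 1.92 (adjusted p = 0.0086 in edgeR's test). This last value rests on the segment at nt 98183 to 98185 alone and does not measure the rest of the intron. As a length-weighted mean, chosen after the values were seen, the whole intron had -0.050 (SD between libraries 0.0905).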

For *rps12* intron 2, enrichment was low and domain II was the only intron domain significantly enriched, contrasting the pattern observed for *Nt*MatK-HA^13^. However, for most other targets (*atpF, rpl2, trnI*, and *trnA*), strong enrichment was also observed in intron domains IV and VI. 

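The last 40 nt of each intron were used in place of its domain VI, and need not match its borders. In these the length-weighted log2 fold change between the precipitates was 3.56 for *trnA-UGC*, 3.23 for *trnI-GAU*, 2.80 for *rpl2* and 1.87 for *atpF*. The SD between libraries was 0.101, 0.162, 0.0846 and 0.158 (n = 3 *At*MKIP1-YFP pools, without the spread of *At*BE3-YFP). In the remainder of these introns it was 3.39, 1.83, 2.35 and 1.97. The 9 segments that overlap the last 40 nt of these introns were all higher, with a largest adjusted p of 3.5e-06 in edgeR's quasi-likelihood test. With TMM the value of *atpF* turned to -0.29, and those of *trnA-UGC*, *trnI-GAU* and *rpl2* fell to 1.42, 1.09 and 0.68.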

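The *trnV-UAC* intron (nt 51234 to 51832, minus strand), in a tRNA for valine, had a log2 fold change of 1.15 (standard error 0.17, adjusted p = 1.2e-05 in edgeR's quasi-likelihood test, n = 3 pools per bait) between the *At*MKIP1-YFP and *At*BE3-YFP precipitates. Its length-weighted mean, chosen after the values were seen, was 0.70 (SD between libraries 0.0271). Segments that were higher covered 43.1% of it, and segments over 4-fold higher 8.51%. The highest segment was nt 51364 to 51368 (2.41, standard error 0.22, adjusted p = 1.9e-07 in the same test), which begins at nt 465 of the intron. With TMM this segment did not pass, and the highest of those that passed, whether higher or lower, began at nt 171. The call of nt 51364 to 51368 was lost with TMM (0.26, adjusted p = 0.29) and with DESeq2's own size factors (0.45, adjusted p = 0.087). With the sum of counts as library size the intron had 0.10 (adjusted p = 0.51 in edgeR's test).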

In the case of the *trnV* intron, enrichment was relatively low, consistent with its variable enrichment by *Nt*MatK-HA^12,13^. In addition, domain VI of the *trnV* intron was not enriched; this domain may be minimally involved in intron splicing of *trnV* because it lacks the bulged adenosine normally used in the first splicing step^15^. 

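In the last 40 nt of the *trnV-UAC* intron the length-weighted log2 fold change was 0.72, close to that of the whole intron. The SD between libraries was 0.0936 (n = 3 *At*MKIP1-YFP pools, without the spread of *At*BE3-YFP). Of 3 segments that overlap these nucleotides, 1 was higher, nt 51213 to 51252, which also covers part of exon 2, with a log2 fold change of 0.82 (standard error 0.25, adjusted p = 0.0057 in edgeR's quasi-likelihood test). The other segments had values of 0.85 (adjusted p = 0.023) and 0.46 (adjusted p = 0.071 in the same test). The call of the segment at nt 51213 to 51252 was lost without *At*MKIP1-YFP replicate 1 (0.67, adjusted p = 0.021) or 3 (0.90, 0.014), without *At*BE3-YFP replicate 3 (0.61, 0.014), with no scaling (1.30, 0.017) and with the sum of counts as library size (0.097, 0.72), and with TMM it was lower (-1.34) and the last 40 nt had -1.44.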

Overall, these results show a remarkable overlap of the intron regions associated with *At*MKIP1-YFP and those previously identified for *Nt*MatK-HA^12,13^, suggesting a close functional link between MKIP1 and MatK.

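Introns of the plastome outside the list of targets were not higher, apart from the part of *rps12* intron 1 upstream of exon 2. Introns of *clpP*, which encodes a protease subunit, had a length-weighted log2 fold change of -0.72 between the precipitates, and relative to the segments outside the target loci 0.043. The introns of *rps16*, *trnG-UCC*, *rpoC1*, *ycf3*, *trnL-UAA*, *petB*, *petD*, *rpl16*, *ndhA* and *ndhB* ranged from -1.03 for *trnL-UAA* to -0.40 for *rpoC1*, and relative to those segments from -0.27 to 0.36. In all, 12 of the 15 introns and intron parts outside the list had a segment called lower in edgeR's quasi-likelihood test (n = 3 pools per bait), 7 without *At*MKIP1-YFP replicate 3, and 0 with libraries scaled on segments outside the target loci. These share segments, since both *ycf3* introns, both *clpP* introns, and *petB* with *petD* each lie in a single segment. Most of them lie within single segments of 1356 to 13709 nt, in which DiffSegR set no border. *Nt*MatK-HA data were not analysed here. From the introns and intron regions recovered with *At*MKIP1-YFP and those known for *Nt*MatK-HA, the paper reasons that the regions overlap, and it proposes a close functional link of MKIP1 and MatK.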

### *At*MKIP1 facilitates splicing of plastidial group IIA introns

The deficiency of *At*MKIP1 beyond the cotyledon stage in the *P*_*ABI3*_-rescue plants led to seedling lethality, limiting the material available for splicing analyses. The likely pleiotropic defects of these lines also make identifying the primary defect difficult, since splicing and translation in plastids are linked. Because group IIA introns disrupt tRNAs and transcripts of ribosomal proteins, severe splicing defects will entail defects in translation. In turn, severe plastidial translation defects can reduce the abundance of plastome-encoded MatK, thereby indirectly affecting group IIA intron splicing^44,45^. To catch the primary defect of *At*MKIP1 loss, we inducibly downregulated *At*MKIP1 at later developmental stages using two estradiol-inducible artificial microRNA silencing lines in Arabidopsis, each targeting a different site of the *AtMKIP1* mRNA (*amiR-mkip1* plants). Additionally, we created an equivalent line targeting *AtuL4c* mRNA, which encodes an essential protein of the plastidial large ribosomal subunit^27,46^. This *amiR-uL4c* line was used as a control for splicing defects caused by a plastidial translation defect itself.

Estradiol treatment of *amiR-uL4c* plants resulted in pale newly developed leaves, especially at their base, where the tissue is the youngest and chloroplasts are still differentiating (Fig. 8a). Chlorosis was milder in treated *amiR-mkip1* plants but also apparent, and chloroplasts from pale *amiR-mkip1-1* leaves had abnormally few thylakoid membranes (Supplementary Fig. 12). We focused on newly developed leaves (red arrows in Fig. 8a) in downstream molecular analyses. Protein quantification by immunoblotting and proteomics (Fig. 8c, d) showed that *amiR-uL4c* and *amiR-mkip1* tissues were strongly depleted of the respective proteins targeted by silencing. However, all silencing lines had higher levels of *At*ValRS2 and *At*EMB3120, and estradiol-treated *amiR-uL4c* leaves additionally had higher levels of *At*MKIP1. These alterations are consistent with the putative roles of *At*MKIP1, *At*ValRS2 and *At*EMB3120 in plastid gene expression and the increased expression of such genes when chloroplast differentiation is delayed^47^.

**Fig. 8:**
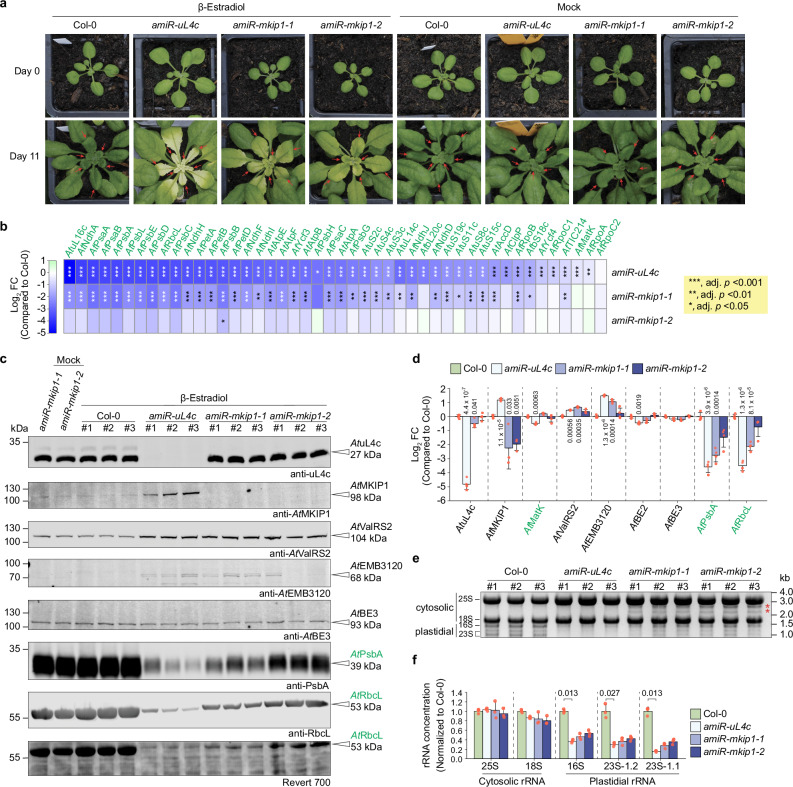
Induced silencing of *AtMKIP1* in Arabidopsis results in pale new leaves with milder plastidial translation defects than *AtuL4c* silencing. Col-0, wild type. Proteins in green are encoded in the plastome. **a** Arabidopsis rosettes before (day 0;) and 11 days after daily spraying with β-estradiol or mock solution. Red arrows indicate the newly emerged leaves sampled for downstream analyses. Similar phenotypes were observed in 15 replicate plants per line and in two independent repeats of the experiment. **b** Abundances of plastome-encoded proteins in newly emerged silenced tissue quantified by proteomics of total proteins. Shown are mean log_2_ fold changes (FC) in the indicated *amiR* lines compared to Col-0 (*n* = 4 estradiol-treated plants). Statistical significance was assessed within the Amica platform, employing empirical Bayes-moderated two-sided *t*-tests with Benjamini–Hochberg false-discovery rate correction for multiple testing. Asterisks indicate adjusted *p*-values compared to Col-0 and are in white if log_2_ FC are below -2. **c** Immunoblot analysis of protein accumulation. Total protein from newly emerged leaves after 11 days of treatment was loaded on an equal leaf area basis. Three estradiol-treated plants were analyzed per line. Revert 700, total protein stain. **d** Abundances of select proteins quantified and statistically assessed as in (**b**). Data are presented as mean log_2_ fold changes (FC) compared to Col-0 ± SD with *n* = 4 estradiol-treated plants, except for *At*MKIP1 in *amiR-mkip1-1* and *amiR-mkip1-*2, where *n* = 3 estradiol-treated plants, as it was not detected in one replicate of these lines. Red dots represent individual data points. For significantly different means compared to Col-0 (adjusted *p*-values < 0.05), the adjusted *p*-values are indicated. All *p*-values are provided in the Source Data. **e** Denaturing gel electrophoresis assessing ribosomal RNA (rRNA) accumulation. Of the 23S rRNA, the 1.2 kb and 1.1 kb fragments are indicated. Equal amounts of total RNA were loaded for each sample. *n* = 3 estradiol-treated plants. Asterisks mark two additional bands derived from incomplete 23S rRNA processing. **f** Quantification of rRNA abundance upon β-estradiol treatment using a TapeStation device. Shown are means normalized to Col-0 ± SD (*n* = 3 estradiol-treated plants). Red dots represent individual data points. Statistical significance was evaluated using the Kruskal-Wallis test followed by a two-sided Dunn’s post hoc multiple comparisons test and Bonferroni *p-*value adjustment. For statistically significant differences between means (adjusted *p* < 0.05), the adjusted *p*-values are provided above the brackets.

We next assessed the newly developed leaves for defects in plastidial translation. In estradiol-treated *amiR-uL4c* leaves, we observed a significant reduction of almost all quantified plastome-encoded proteins, indicating a defect in plastidial translation (Fig. 8b). This tissue was depleted in plastidial ribosomes, as the levels of plastidial rRNAs (Fig. 8e, f) and of ribosomal proteins (Supplementary Fig. 13c) were strongly reduced. We also detected plastidial rRNA processing intermediates (Supplementary Fig. 14); this is consistent with the view that some rRNA processing steps take place after rRNA incorporation into the ribosomal subunit(s), necessitating enough pre-ribosomes and thus plastidial translation for normal rRNA processing^1,48–51^.

Defects in plastidial translation, ribosome accumulation and rRNA processing were also apparent upon silencing of *AtMKIP1* but in a considerably milder form (Fig. 8, Supplementary Figs. 13c and 14). Silenced *amiR-mkip1* leaves showed no significant change in *At*MatK abundance (Fig. 8d). Milder pleiotropic defects were also evident when comparing all 445 differentially abundant proteins (compared to the WT) among the 6889 proteins quantified by proteomics, where changes were generally strongest in *amiR-uL4c* and mildest in *amiR-mkip1-2* plants (Supplementary Fig. 13).

We next assessed the efficiency of intron splicing in newly emerged, silenced tissue. We therefore quantified the relative ratios of spliced to unspliced plastid mRNAs using reverse transcription quantitative real-time PCR (RT-qPCR)^52,53^. Given the difficulties associated with reverse transcription of tRNAs, their splicing was determined by northern blotting, circumventing cDNA synthesis. Splicing of the group IIB intron in *rps16* was not assessed, since this is a pseudogene in Arabidopsis with no apparent splicing even in the WT^54,55^.

No significant splicing defects compared to WT were observed in mock-treated plants of the *amiR-mkip1* lines (Fig. 9b, Supplementary Figs. 15 and 16). However, upon estradiol-induced silencing, young *amiR-mkip1* tissue showed major splicing defects in most of the introns identified to be associated with *At*MKIP1-YFP. The introns of *trnK*, *trnA*, *rps12* (intron 2), *rpl2*, and *atpF* showed severely reduced splicing efficiency (i.e., a lower ratio of spliced to unspliced RNA) and less absolute spliced RNA compared to estradiol-treated WT and *amiR-uL4c* plants (Fig. 9, Supplementary Fig. 15). Mild splicing defects in *AtMKIP1* silenced tissue were also observed for *trnI* and *trnV* (Fig. 9b, c). In *AtuL4c* silenced tissue, the MatK binding targets showed only little or no impaired splicing (Fig. 9, Supplementary Fig. 15). Despite the slight reduction in *At*MatK (-29 ± 3%; Fig. 8d), its abundance thus seemed still largely sufficient for intron splicing. This is in agreement with a previous report of Arabidopsis that MatK targets are correctly spliced despite impaired plastid translation^29^.

**Fig. 9:**
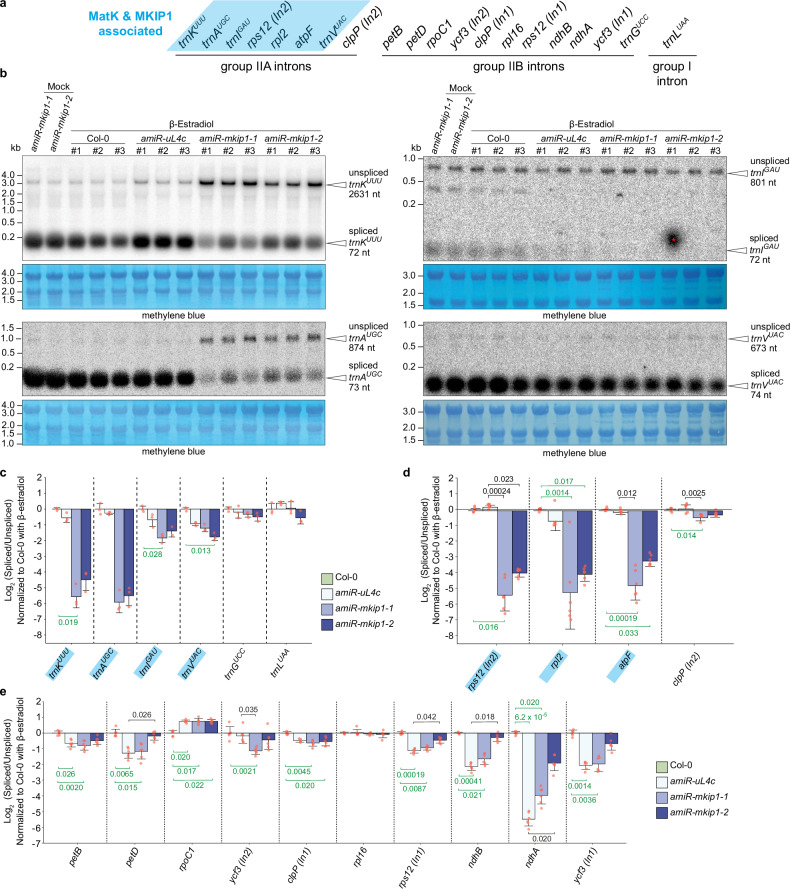
Silencing of *AtMKIP1* leads to splicing defects in MKIP1/MatK-associated introns. β-estradiol or mock treatment were performed as described for Fig. 8. In all cases, newly emerged leaves were assessed. An independently repeated analysis of intron splicing in estradiol and mock-treated *amiR-mkip1-1* and estradiol-treated *amiR-uL4c* and Col-0 plants gave similar results. Col-0, wild type. **a** Scheme of the introns present in the Arabidopsis and tobacco chloroplast genome. MKIP1/MatK-associated introns are highlighted in blue. **b** Northern blot analysis of intron splicing in tRNAs using probes against exons 1 of *trnK*^*UUU*^, *trnA*^*UGC*^, *trnI*^*GAU*^, or *trnV*^*UAC*^. Methylene blue is a total RNA stain used as a loading control. The red asterisk marks a non-specific contamination. *n* = 3 estradiol-treated plants and *n* = 1 mock-treated plant. **c** Intron splicing efficiency of tRNAs of estradiol-treated plants. MKIP1/MatK associated RNAs are highlighted in blue. Efficiencies are the log_2_ transformed ratios of spliced to unspliced transcripts of a given sample normalized to that of the estradiol-treated Col-0 mean, based on the data presented in (**b**) and Supplementary Fig. 16. Shown are means ± SD (*n* = 3 plants), except for *trnI*, where one replicate with non-specific contamination (marked with a red asterisk in **b**) in *amiR-mkip1-2* was excluded. Red dots indicate single data points. Statistical significance was evaluated using the Kruskal-Wallis test followed by a two-sided Dunn’s post hoc multiple comparisons test and Bonferroni *p* value adjustment. *trnI* in *amiR-mkip1-2* was excluded from statistical analysis due to insufficient *n*. For statistically significant differences between means (adjusted *p* < 0.05), the adjusted *p*-values are provided, with green values indicating comparisons with Col-0. **d**, **e** Intron splicing efficiency of mRNAs in estradiol-treated plants assessed by RT-qPCR. Splicing efficiency and statistical significance were calculated as in (**c**). Shown are means ± SD (*n* = 6 plants). For statistically significant differences between means (adjusted *p* < 0.05), the adjusted *p*-values are provided, with green values indicating comparisons with Col-0. Underlying abundances of spliced and unspliced mRNAs are presented in Supplementary Fig. 15.

The ratio of spliced to unspliced RNA upon *AtMKIP1* silencing was also somewhat reduced in several introns not associated to *At*MKIP1-YFP (Fig. 9e). However, in all cases other than the *petB*, *petD* and *ndhA* intron, this was due to the accumulation of the unspliced precursor, while the spliced RNA appeared not to be reduced compared to WT (Supplementary Fig. 15). In addition, here *AtuL4c* silencing caused analogous defects, suggesting that these are secondary effects associated with chloroplast malfunction^2^. Collectively, these findings strongly suggest that *AtMKIP1* silencing causes a specific and primary splicing defect in all introns associated with MatK and MKIP1. These defects likely underlie the observed plastidial translation defects, ultimately leading to pale leaves in the *amiR-mkip1* plants, and, in the *mkip1*^*-/-*^ lines, to the early embryonic defects.

## Discussion

*At*MKIP1 has been suggested to function in plastid carbohydrate metabolism, largely based on its annotation as a BE and the reduced starch content of a hypomorphic *mkip1* mutant^26,56^. The observation that MKIP1 proteins have lost catalytic activity on glucans^23,25^ (Fig. 2) renders such an involvement unlikely. Instead, our work provides several lines of evidence that the essential function of *At*MKIP1 is to assist plastidial splicing in conjunction with *At*MatK. First, MKIP1 physically interacts with MatK, not requiring a protein or RNA bridge (Figs. 3 and 6). Second, RNA-IP experiments demonstrate that *At*MKIP1 is associated with the same intron RNAs as *Nt*MatK^12,13^ in vivo (Fig. 7). Third, induced *AtMKIP1* knockdown results in a primary splicing defect specifically in all MatK binding targets (Fig. 9), reinforcing a direct role of *At*MKIP1 in the splicing of *A*tMatK targeted introns.

A function in plastid intron splicing helps to explain the drastic consequences on plant viability observed upon *At*MKIP1 loss, since defects in plastid gene expression in Arabidopsis lead to embryonic defects and frequently lethality^39,42^. It is also consistent with the apparent emergence of the *MKIP1* gene within streptophyte algae (Fig. 2), which coincides with the acquisition of the plastidial *matK* gene and group IIA introns^14^. In agreement with this, we identified at least one *MKIP1* gene in all land plant species assessed, except for two non-photoautotrophic parasitic *Cuscuta* species that also lost the *matK* gene and its associated plastid introns^57^, possibly rendering MKIP1 dispensable (Supplementary Fig. 4a). In contrast to canonical BEs, MKIP1 has also not been identified in starch-associated proteomes^58,59^ but instead in the “core” set of ~200 plastidial nucleoid-associated proteins in maize and Arabidopsis^60,61^, together with MatK and other proteins involved in gene expression. *At*MKIP1-YFP did not show the punctate suborganellar distribution pattern typical of nucleoids^62^ (Fig. 1b). However, the low signal of *P*_*UBQ10*_*::At*MKIP1-YFP necessitated strong *P*_*35S*_-driven overexpression, which could have caused (partial) mislocalization if nucleoid association requires complex formation with *At*MatK or other proteins that are lower in abundance.

The neofunctionalization of MKIP1 likely was a multi-step adaptation process. A suggestive feature is its MSR that protrudes from the *At*MKIP1 core. The origin of the MSR is unclear, as we could not find any homologous protein or DNA sequences beyond class III BEs. Nevertheless, it is essential for the function of *At*MKIP1 **(**Supplementary Fig. 6**)**, probably because it confers – together with the CBM – the interaction with *At*MatK (Fig. 6). The MSR may also interact with RNA; it has conserved lysine and arginine residues at its C-terminal end (Supplementary Fig. 5**)**, which are predicted to be surface exposed in the *At*MKIP1-*At*MatK dimer. Interestingly, the CBM appears to have adapted to MKIP1’s new role. It is unlikely to function in glucan binding, since mutations in the tryptophan residues normally involved in carbohydrate binding to alanine did not impact the function of *At*MKIP1 (Supplementary Fig. 2). Rather, in MKIP1 proteins, the CBM has been repurposed to become part of the MatK-interaction platform, and the *At*MKIP1-*At*MatK dimer model predicts that the CBM is now oriented toward *At*MatK, forming part of the extensive protein-protein interface (Fig. 6). If correct, this would preclude the aforementioned tryptophans from making contact with glucans. MKIP1 proteins also display extensive sequence divergence across the central and C-terminal α-amylase domains and have lost the integrity of the former catalytic center, rendering them enzymatically inactive as a BE (Fig. 2). These changes may have contributed to the elimination of glucan interaction sites on the protein surface^63^, further diverging the function of MKIP1 from that of canonical BEs. However, the α-amylase domains are likely to support MKIP1 functions in other, as yet unknown ways, as they are under evolutionary constraint and a P749S substitution in the central α-amylase domain of *At*MKIP1 resulted in pale leaves^56^.

MKIP1 is analogous to other enzyme(-like) factors recruited to facilitate plastidial intron splicing, but which no longer require or possess enzymatic activity, including the pseudouridine synthase homolog Raa2, implicated in group IIA trans-splicing in *Chlamydomonas*^64^, and maize CHLOROPLAST RNA SPLICING2 (CRS2), a catalytically-dead peptidyl-tRNA hydrolase required for group IIB intron splicing^65^. There are also several nuclear-encoded factors that assist in the splicing of MatK-associated group IIA introns^1,2^, some of which possess protein domains originally associated with other functions (e.g., RNC1 and CRS1 from maize^20,21^). However, none of these factors were reported to be in direct contact with MatK, consistent with their weak or absent enrichment in the *Nt*MatK-HA IP (Fig. 3e), nor do they associate with the very same introns as MatK. This is consistent with upstream roles in intron folding and/or RNA stabilization.

By contrast, the physical and functional association of MKIP1 with MatK suggests a role of MKIP1 in directly helping MatK function. There is currently no experimental structure available for a plastidial group II intron, and we were unable to realistically model one or its association with the MatK complex with AlphaFold3. Nevertheless, MatK itself can likely associate with introns to some extent, as indicated by an early RNA-binding study^66^ and the presence of positively charged residues in MatK, in particular in its X domain^18^. MatK’s N-terminus may also contribute to RNA binding. However, given its sequence divergence and engagement in interacting with MKIP1 and probably also with EMB3120 and ValRS2, it seems improbable that this region by itself can establish the high-affinity contacts that bacterial maturases use for the initial intron recognition^7,8,17^. The interaction with MKIP1 does not appear to be necessary for MatK stability, as MatK abundance was not significantly affected by *AtMKIP1* silencing (Fig. 8d). Instead, complex formation may equip MatK with a larger area for RNA binding, which may enable it to recognize multiple introns via diverse contact sites, and thus help it to act as a general splicing factor. At the same time, our data and the AlphaFold3 predictions imply that MatK’s X domain is barely engaged in protein-protein interactions (Figs. 5 and 6). This likely enables the X domain to interact with the intron’s catalytic core and ultimately facilitate splicing, in a manner analogous to the role of this domain of bacterial maturases^10,11^.

RNA recognition, binding and splicing may also be assisted by the other MatK complex components ValRS2 and EMB3120. If ValRS2 does indeed play a role in MatK-mediated splicing, it probably has retained its function as a valyl-tRNA synthetase, as it is the only plastid-localized protein with such predicted function^39^. This is consistent with our observation that most of ValRS2 migrates into low-molecular weight fractions (Fig. 4, Supplementary Fig. 9), probably reflecting its monomeric tRNA synthetase activity. Its additional recruitment as a splicing factor would resemble that of bifunctional tRNA synthetases in *Neurospora*^67^ and yeast^68^, which help the splicing mitochondrial group I introns in addition to having tRNA synthetase function. While the intron associations of *At*MKIP1 and splicing impairments upon *AtMKIP1* silencing suggest that MKIP1 is part of the MatK complex for all of its targets, EMB3120 and ValRS2 might only associate during the splicing of some introns. Alternatively, the composition of the MatK splicing complex could vary during the sequential steps of splicing. The latter situation would resemble the major type of nuclear spliceosomes: these also thought to derive from group II introns and undergo complex remodeling during each splicing step^3^. Further work will be required to dissect the (dynamic) contribution of each component of the MatK complex during intron binding, folding and splicing.

## Methods

### Mutant lines and generation of transgenic plants

Unless indicated otherwise in the figures, experiments were performed on Arabidopsis single-insertion lines of the T3 or a later generation. Where zygosity is not indicated in the Figures, plants were either homo- or heterozygous for the insert. Binary plant expression constructs were transformed into *Agrobacterium tumefaciens* (strain GV3101). *Arabidopsis thaliana* (Col-0) plants were transformed by floral dipping. Transformed T1 plants were selected for their resistance to hygromycin or Basta on 0.8% (w/v) agar plates containing one-half-strength Murashige and Skoog (MS) medium including vitamins (Duchefa Biochemie) at pH 5.7 with 25 mg l^-1^ hygromycin B or 15 mg l^-1^ glufosinate ammonium (BASTA; from Merck) and further tested for transgene expression by immunoblotting. Single insertion lines were identified based on the segregation ratio of resistant to non-resistant plants in the T2 generation.

T-DNA insertion lines were in Col-0 background from the SALK collection and were obtained from the European Arabidopsis Stock Centre under the following identifiers: SALKseq_040659 (*mkip1-1*), SALK_129083 (*mkip1-2* or *emb2729-2*) and SALK_070161 (*valrs2-1*). Primers used for genotyping are listed in Supplementary Data 1. Insertion sites were confirmed by Sanger sequencing of the PCR amplicon containing the border between the T-DNA and its genomic insertion site.

Homoplastomic *Nicotiana tabacum* (tobacco) lines modified to express *Nt*MatK fused to a C-terminal 3x HA tag (line *Nt*MatK C + ) or control lines carrying only the selection marker (*Nt*MatK C-)^12^ were kindly provided by Christian Schmitz-Linneweber (HU Berlin, Germany).

### Cloning of plant constructs

Unless otherwise noted, all plasmids for protein expression in Arabidopsis were generated using Gateway recombination cloning technology (Invitrogen). The plasmids were validated by sequencing of the insert(s) (when PCR-amplified fragments were cloned) and/or diagnostic restriction digests (when PCR was not used).

For *AtMKIP1*, the CDS of splice form 2 (AT3G20440.2) was considered the primary splice form based on the mapping coverage of available RNA-sequencing data at J Browse^69^. The CDS of the full-length primary splice forms of *AtMKIP1* (AT3G20440.2), *AtEMB3120* (AT3G14900.1), and *AtValRS2* (AT5G16715.1) flanked by attB sites were amplified by PCR from Arabidopsis Col-0 cDNA and individually recombined into pDONR221. The resulting vectors (AtMKIP1_pDONR221, AtEMB3120_pDONR221, and AtValRS2_pDONR221) were separately recombined with pUBC-YFP^70^, which allows *P*_*UBQ10*_-driven expression of proteins carrying a C-terminal YFP tag. For P_*35S*_-driven expression of *At*MKIP1 with a C-terminal YFP tag, AtMKIP1_pDONR221 was recombined with the gateway vector pB7WG2.

For expression of *At*MKIP1’s CDS with a C-terminal mCitrine tag driven by *P*_*ABI1*_ or *P*_*UBQ10*_, we first amplified the respective promoter sequences (for *P*_*ABI1*_: 2.2 kb preceding the start codon of *ABI3*, AT3G24650; for *P*_*UBQ10*_: the 0.6 kb promoter as in pUBC-YFP) flanked by attB sites by PCR using Arabidopsis Col-0 genomic DNA or the pUBC-YFP vector as templates. After recombining the PCR products into pDONR P4-P1R, the resulting promoter vectors (PABI3*_*pDONRP4-P1R and PUBQ10_pDONRP4-P1R) were separately recombined with mCitrine_pDONR P2R-P3 (ref. ^38^) and AtMKIP1_pDONR221 into the gateway multi-site destination vector pB7m34GW2.

For expression of the CDS of *At*MKIP1, *At*ValRS2, and *At*EMB3120 with a C-terminal 3x FLAG tag driven by *P*_*UBQ10*_, the vectors AtMKIP1_pDONR221, AtEMB3120_pDONR221, and AtValRS2_pDONR221 were individually recombined with PUBQ10_pDONRP4-P1R and 3xFLAG_pDONR P2R-P3 (containing a 3x FLAG tag, followed by a stop codon) into pB7m34GW2.

Point mutations in the CBM of *At*MKIP1 (W151A, W171A) or the central α-amylase domain of *At*MKIP1 (E612A, H681A) were introduced into AtMKIP1_pDONR221 using two sequential rounds of site-directed mutagenesis for each substitution (QuikChange; Agilent Technologies). The resulting AtMKIP1(W151A,W171A)_pDONR221 and AtMKIP1(E612A,H681A)_pDONR221 vectors were then separately recombined with PUBQ10_pDONRP4-P1R and mCitrine_pDONR P2R-P3 (ref. ^38^) into pB7m34GW2. To express a ΔMSR version of *At*MKIP1, the MSR (AA 178-333 of *At*MKIP1) in AtMKIP1_pUBC-YFP was deleted using NEBuilder HiFi DNA Assembly (New England Biolabs) by fusing PCR-amplified vector fragments covering the entire vector except for the MSR, resulting in pBP605_AtMKIP1_deltaMSR(178-333)_pUBC-YFP.

amiRNAs (21mers; Supplementary Data 1) for inducible silencing of *AtMKIP1* or *AtuL4c* were designed using the WDM3 MicroRNA Designer tool. Synthesized amiRs in the *MIR319a* backbone flanked by attB sites were first recombined into pDONR221 and then into the binary pH7m34GW vector^71^ containing an estrogen-inducible XVE cassette driven by *P*_*UBQ10*_.

### Plant growth and β-estradiol treatment

Arabidopsis and tobacco plants were grown in Percival AR-95L chambers (CLF Plant Climatics) under 12-h light / 12-h dark cycles as previously described^72^. For β-estradiol-induced silencing, 3-week old plants were sprayed once per day with aqueous β-estradiol solution (20 µM β-estradiol [Sigma-Aldrich], 0.2% [v/v] dimethyl sulfoxide [DMSO], 0.01% [v/v] Silwet L-77). The mock spray solution was prepared with the same composition but omitting β-estradiol. Newly emerged leaves after 11 days of treatment were flash-frozen in liquid N_2_ and stored at -80 °C until further processing. Each replicate derives from an individual plant.

### Proteome analysis of β-estradiol treated plants

For total proteome analyses, frozen newly emerged leaves from Arabidopsis rosettes after 11 days after daily spraying with β-estradiol (see section “Plant growth and β-estradiol treatment”) were ground by mortar and pestle in liquid N_2_. Four biological replicates, each derived from an individual plant, were analyzed per line, using β-estradiol-treated WT (Col-0) plants as control (total number of samples = 16). Some samples were re-run on the MS instrument to optimize the amount of peptides injected, but if so, only the newest run was used for downstream data analysis (i.e., *n* = 1 technical replicate).

About 15 mg of ground plant material per sample was subjected to peptide preparation using the iST kit for plant tissues (PreOmics, Germany) following the manufacturer’s instructions. Dried peptides were re-solubilized by sonication in 3% (v/v) acetonitrile, 0.1% (v/v) formic acid. Peptides were spiked with iRT peptides (Biognosys) and analyzed on Orbitrap Exploris 480 mass spectrometer (Thermo Fisher Scientific) equipped with a Nanospray Flex Ion Source (Thermo Fisher Scientific) and coupled to an M-Class UPLC (Waters) equipped with a nanoEase M/Z Symmetry C18 trap column (100 Å, 5 µm, 180 µm x 20 mm, Waters) and a nanoEase M/Z HSS C18 T3 analytical column (100 Å, 1.8 µm, 75 µm x 250 mm, Waters).

Peptides were separated at a flow rate of 300 nl min^-1^ by the following 90-min gradient: initial hold at 5% solvent B (0.1% formic acid in acetonitrile) / 95% solvent A (0.1% formic acid in water) for 3 min, followed by a gradient to 25% B / 75% A in 80 min, and to 32% B / 68% A in 10 min, a cleaning step at 95% B for 10 min and re-equilibration at 5% B / 95% A for 10 min (all percentages v/v). MS data were acquired in data-independent acquisition (DIA) mode using the following settings: The full MS was scanned at a resolution of 60,000 with a normalized automatic gain control target value of 300% and a maximum injection time of 45 ms. The mass range was set to 400–1000 m/z. Peptides were fragmented at a normalized collision energy of high-energy collision dissociation of 30%. The normalized automatic gain control target value for fragment spectra was set to 1000%. At the MS2 level, 60 windows of 10 m/z with optimized window placement and without overlap within the mass range of 400–1000 m/z were analyzed at a resolution of 30,000. Maximum injection time mode was set to automatic.

In addition, two pools composed of one biological replicate of each line were separately analyzed by data-dependent acquisition (DDA) for subsequent spectral library built, using the same gradient as for DIA and the following settings: full MS scan with a resolution of 120,000 with a normalized automatic gain control target of 300%, a maximum injection time of 45 ms, and a mass range of 350-1200 m/z. Precursors were filtered for charge states between 2 and 7, selected for MS/MS based on a minimum intensity of 5000 and fragmented by high-energy collision dissociation using a normalized collision energy of 30%. Fragment spectra acquired with a resolution of 15,000. Precursor masses previously selected for MS/MS measurement were excluded from further selection for 20 s, and the exclusion window was set to 10 ppm.

DIA-MS raw files were converted into mzML files using MSConvert^73^ (v3.0.2472-63d00b1). The MS data were further processed using MSFragger-DIA implemented in the computational platform FragPipe^74^ (v23.1) with DIA-NN^75^ (v2.1.0). A hybrid spectral library was built from the primary DIA data and the auxiliary DDA data using the DIA_SpecLib_Quant workflow with default settings. Spectra were searched with MSFragger^76^ (v4.3) against the Araport 11 proteome database concatenated to its reversed decoyed fasta database and common protein contaminants using default settings, i.e., allowing for one missed tryptic cleavage and setting carbamidomethylation of cysteine as fixed modification and methionine oxidation and acetylation of the protein N-terminus after methionine removal as variable modifications. DIA data was analyzed with the hybrid spectral library as input and using the same FragPipe workflow and the same search settings against the Araport 11 database as above. Average log_2_ fold changes (FC) and adjusted *p*-values were calculated in Amica^77^ (v3.0.1) webserver using the DIA workflow, filtering for proteins with at least 3 valid values in each group, setting re-normalization (in addition to that previously conducted by DIA-NN) and imputation of missing values to “none”, and differential expression analysis using the implemented *limma*^78^ framework. Only proteins that were identified by at least two peptides, with at least one of them being uniquely assigned, were kept for further data analysis. In the three cases where two individual splice-form variants had been quantified separately due to the detection of splice-form specific peptides, the variant with fewer quantified peptides was excluded from the analysis.

For proteins that were strongly and statistically significantly changed in at least one line compared to the wild-type control (i.e., log_2_ FC ≤ −1 or ≥ 1, adjusted *p*-value < 0.05), the number of appropriate clusters was identified by the Elbow method using the “wss” function, followed by grouping the proteins into 4 clusters by *k*-means clustering using the “kmeans” function in RStudio (v2024.12.1). Corresponding genes that are overrepresented in each cluster compared to those corresponding to the in total 6,688 proteins quantified by proteomics were identified by PANTHER (v19.0, released 20240807) overrepresentation tests^79^ using Fisher as test type, Bonferroni method for *p*-values corrected for multiple comparison, and the GO database released 20250316 (10.5281/zenodo.15066566) for gene annotation. Protein locations are the predicted/annotated consensus locations retrieved from SUBA5 (ref. ^80^). Localization enrichments in each cluster were calculated compared to the localizations of the total 6688 proteins quantified by proteomics. In case of multiple locations, only the first one was considered, since multiple locations in the four protein clusters was deemed negligible (concerning ~1% of the proteins). Plastidial ribosomal proteins were annotated following the nomenclature from Scarpin et al.^81^.

### Plant imaging

For imaging Arabidopsis chloroplasts by transmission electron microscopy (TEM), leaf sections were fixed, embedded, and imaged as described previously^72^.

For observing *At*MKIP1-YFP localization and co-localisation with either mitochondria or nuclei, rosette leaves from 4-week-old, soil-grown Arabidopsis plants were syringe-infiltrated with infiltration medium (10 mM MES-KOH, pH 5.6, 10 mM MgCl₂) containing 100 nM MitoTracker Red CMXRos (from a 1 mM stock in 100% DMSO) or 10 µg ml^−1^ DAPI (dissolved in water). The abaxial leaf sides were imaged using a Zeiss LSM880 confocal microscope equipped with 40× water objective. Excitation was performed with the 405-nm diode (for DAPI), the 514-nm Argon laser (for YFP), the 561-nm Argon laser for MitoTracker, and the 633-nm helium-neon laser (chlorophyll). The emitted signals were detected at 410–511 nm for DAPI, 519–566 nm for YFP, 578–643 nm for MitoTracker, and 647–721 nm for chlorophyll. Image acquisition and processing were performed using ZEN Microscopy Software.

To image Arabidopsis embryos, seeds dissected from a silique were collected in a microcentrifuge tube and incubated in a 1:1 mixture of ethanol and acetic acid for 1 h at 20 °C with rotation, then placed on a microscope glass slide and further cleared by incubation with Hoyer’s medium (7.5 g gum arabic, 100 g chloral hydrate, 5 ml glycerol and 30 ml water) for 1 h. Cleared seeds were imaged using a Leica DM2500 microscope.

### Plant protein extraction and immunoblotting

Total plant protein extraction from leaf disks and immunoblotting using IRDye 800CW goat anti-rabbit IgG secondary antibody (LICORbio) were conducted as described previously^72^. Total proteins on membranes were stained with Revert 700 (LICORbio). Antibody sources, dilutions and validation are detailed in Supplementary Data 1.

### Immunoprecipitation in plants for immunoblot detection

For anti-YFP IP experiments in Arabidopsis, freshly harvested plant tissue was homogenized in ice-cold extraction buffer (50 mM Tris–HCl, pH 8.0, 150 mM NaCl, 1 mM DTT, 1% [v/v] Triton X-100, 1x protease inhibitor cocktail [cOmplete EDTA-free, Roche]) using equal ratios of buffer to input material for all samples and a Dounce homogenizer. After centrifugation at 19,000 *g* and 4 °C for 5 min, the supernatant containing soluble protein was incubated with pre-equilibrated magnetic agarose anti-YFP beads (GFP-Trap, ChromoTek; 10 µl beads per 0.1 g plant material) for 1 h at 4 °C with rotation, washed three times with ice-cold wash buffer 1 (same as extraction buffer, but replacing Triton X-100 with 0.5% [v/v] NP-40), followed by three washes with ice-cold wash buffer 2 (50 mM Tris–HCl, pH 8.0, 150 mM NaCl), each time collecting the beads on a magnetic rack. In the last wash step, the resuspended beads were transferred to a fresh tube to remove contaminants sticking to the tube. Proteins bound to the beads after washing were eluted by boiling the beads in SDS-PAGE loading dye (50 mM Tris-HCl, pH 6.8, 2% [w/v] SDS, 100 mM DTT, 3% [v/v] glycerol, and 0.005% [w/v] bromophenol blue) at 95 °C for 5 min. Input samples are aliquots of soluble proteins not subjected to immunoprecipitation.

For the anti-HA IP in *N. tabacum*, 10-day-old seedlings were used as the starting material. Soluble protein extraction and bead incubation were carried out as described above for Arabidopsis samples but using anti-HA beads (Anti-HA high affinity, Roche). After protein binding during the incubation step, the beads were collected by centrifugation at 13,000 *g* for 10 s, then washed three times with extraction buffer and three times with dilution buffer (50 mM Tris–HCl, pH 8.0, 150 mM NaCl). In the final wash step, the resuspended beads were transferred to a new tube and collected by centrifugation. Bound proteins were eluted as for Arabidopsis. If samples were RNase treated, RNase A/T1 mix (Thermo Fisher) was added to the soluble protein extracts (final concentrations: 100 µg ml^-1^ for RNase A and 250 U ml^-1^ for RNase T1) together with the anti-HA beads.

Transient protein expression in tobacco and subsequent IP experiments using magnetic agarose anti-YFP beads (GFP-Trap, ChromoTek) were conducted as described^82^, except that wash buffer 1 (50 mM Tris–HCl, pH 8.0, 150 mM NaCl, 1 mM DTT and 0.5% [v/v] NP-40) was used for all five washes. The p19 silencing suppressor^83^ was co-expressed in all cases. Each replicate derives from a separate infiltrated plant.

### Immunoprecipitation in plants followed by mass spectrometry

For IP experiments in Arabidopsis, three experiments were conducted and analyzed by MS separately. Col-0 WT plants served as controls in the three experiments. The number of biological replicates was as follows: *n* = 4 plants *P*_*35S*_*:AtMKIP1-YFP*^*+/-*^ in Col-0 background and *n* = 2 Col-0 plants for IP experiment #1; *n* = 5 plants *P*_*35S*_*:AtMKIP1-YFP*^*+/-*^ in Col-0 background and *n* = 3 Col-0 plants for IP experiment #2; *n* = 5 plants *P*_*35S*_*:AtMKIP1-YFP*^*+/-*^ in Col-0 background and *n* = 3 Col-0 plants for IP experiment #3. Total number of samples in all three experiments was 22. Some samples were re-run due to technical difficulties, but if so, only the newest run was used for downstream analysis (i.e., *n* = 1 technical replicate).

IP experiments in Arabidopsis were conducted following a procedure previously described^38^ using anti-YFP µMACS magnetic beads (Miltenyi Biotec). After elution of bound proteins in 50 mM Tris-HCl, pH 6.8, and 2% (w/v) SDS, proteins were precipitated with one volume of 20% trichloroacetic acid and washed twice with cold acetone. The dry pellets were dissolved in 45 µl 10 mM Tris, 2 mM CaCl_2_, pH 8.2 and digested by adding 5 µl of trypsin (100 ng µl^-1^ in 10 mM HCl) for 30 min at 5 W and 60 °C in a microwave (Discover System, CEM). Samples were vacuum-dried and dissolved in 3% acetonitrile, 0.1% formic acid. For IP experiment #3, peptide mixtures were cleaned using the Phoenix kit (PreOmics) following the manufacturer’s instructions, and the eluted samples were dried to completeness and re-solubilized in 3% acetonitrile, 0.1% formic acid.

Samples were injected on a nanoAcquity UPLC (Waters Inc.) connected to a Q Exactive mass spectrometer (Thermo Fisher Scientific) equipped with a Digital PicoView source (New Objective). Solvent composition at the two channels was 0.1% formic acid for channel A and 0.1% formic acid, 99.9% acetonitrile for channel B. Peptides were trapped on a Symmetry C18 trap column (5 µm, 180 µm x 20 mm, Waters Inc.) and separated on a BEH300 C18 column (1.7 µm, 75 µm x 150 m, Waters Inc.) at a flow rate of 300 nl min^-1^ by a gradient from 5 to 35% B in 90 min, 60% B in 5 min and 80% B in 1 min. The mass spectrometer was operated in DDA mode, acquiring full-scan MS spectra (350 − 1,500 m/z) at a resolution of 70,000 at 200 m/z after accumulation to a target value of 3,000,000, followed by higher-energy collision dissociation fragmentation on the twelve most intense signals per cycle. Spectra were acquired at a resolution of 35,000 using a normalized collision energy of 25 and a maximum injection time of 120 ms, with automatic gain control set to 50,000 ions. Singly charged and unassigned charge states were rejected. Only precursors with intensity above 8300 were selected for fragmentation. Precursor masses previously selected for MS/MS measurement were excluded from further selection for 30 s, and the exclusion window was set at 10 ppm. Data were acquired using internal lock mass calibration on m/z 371.1010 and 445.1200.

The acquired raw MS data were processed by MaxQuant^84^ (v1.6.2.3), followed by protein identification using the integrated Andromeda search engine. A separate MaxQuant analysis was performed for each of the three IP experiments. Spectra were searched against the Araport 11 database (v2017-02-01), concatenated to its reversed decoyed FASTA database and common protein contaminants, setting cysteine carbamidomethylation as fixed and methionine oxidation and N-terminal protein acetylation as variable modifications, enzyme specificity to trypsin and allowing a maximum of two missed-cleavages, and using MaxQuant Orbitrap default search settings. The maximum false discovery rate was set to 0.01 for peptides and 0.05 for proteins, label free quantification enabled and a 2-min window for matching between runs applied. Each file was kept separate in the MaxQuant experimental design to obtain individual quantitative values. Fold changes of protein abundances were computed based on intensity values reported in the proteinGroups.txt file. A set of functions implemented in the R package SRMService was used to filter for proteins with 2 or more peptides allowing for a maximum of up to 3 missing values, to normalize the data with a modified robust z-score transformation and to compute *p*-values using *t*-tests with pooled variance. If all measurements of a protein were missing in one of the conditions, a pseudo fold change was computed replacing the missing group average by the mean of 10% smallest protein intensities in that condition.

For IP experiments in tobacco followed by MS analysis, anti-HA IP using anti-HA beads (anti-HA high affinity, Roche) was conducted as for immunoblot detection (described above) without RNase treatment. Three biological replicates, each consisting of a pool of 10-day old seedlings, of the lines *Nt*MatK C+ and *Nt*MatK C- (as control) were assessed without technical replication. Total number of samples was 6. After the final wash, the beads were re-suspended in 45 µl digestion buffer (triethylammonium bicarbonate, pH 8.2), reduced with 5 mM tris(2-carboxyethyl)phosphine and alkylated with 15 mM chloroacetamide. Proteins were on-bead digested for 16 h at 37 °C using 5 µl of sequencing-grade trypsin (100 ng µl^-1^ in 10 mM HCl, Promega). The supernatants were transferred into new tubes, the beads washed with 0.1% trifluoroacetic acid, 50% acetonitrile and combined with the first supernatant. After drying, the samples were re-solubilized in 3% (v/v) acetonitrile, 0.1% (v/v) formic acid and analyzed on the Orbitrap Exploris 480 mass spectrometer described above. Peptides were separated at a flow rate of 300 nl min^-1^ by the following gradient: initial hold at 5% solvent B (0.1% formic acid in acetonitrile) / 95% solvent A (0.1% formic acid in water) for 3 min, followed by a gradient to 22% B / 65% A in 43 min, and to 32% B / 68% A in 5 min, a cleaning step at 95% B for 10 min and re-equilibration at 5% B / 95% A for 10 min. MS settings were as follows: DDA mode with a maximum cycle time of 3 s, acquisition of full-scan MS spectra (350 − 1200 m/z) at a resolution of 120,000 at 200 m/z after accumulation to a target value of 3,000,000 or for a maximum injection time of 50 ms, selection of precursors with an intensity > 5,000 for MS/MS. Ions were isolated with a 1.2 m/z isolation window, fragmented by higher-energy collisional dissociation using a normalized collision energy of 30%, spectra acquired at 30,000 resolution, with maximum injection time set to auto. Singly, unassigned and charge states higher than six were rejected. Precursor masses previously selected for MS/MS measurement were excluded from further selection for 20 s, and the exclusion window was set at 10 ppm. The data were acquired using internal lock mass calibration on m/z 371.1012 and 445.1200.

The mass spectrometry data were further processed using Philosopher^85^ followed by label-free quantification based on precursor intensities using IonQuant^86^. MS2 spectra were searched against the *N. tabacum* UniProt reference proteome (UP000084051) concatenated to its reversed decoyed database and supplemented with MKIP1 proteins annotated in *N. sylvestris* [A0A1U7XZG9_NICSY, A0A1U7Y1B8_NICSY] and common contaminants by the MSFragger^76^ search engine (v3.4), allowing for one missed tryptic cleavage and fixed carbamidomethylation of cysteine, variable methionine oxidation, and variable acetylation of the protein N-terminus after methionine removal. Quantification was performed by IonQuant^86^ (v1.7.17), applying the false-discovery-rate controlled match-between-runs algorithm. Fold changes and adjusted *p*-values were calculated using the Amica webserver^77^ (v3.0.1) using the following analysis options: LFQ intensities for quantification, filtering for at least 3 MS/MS counts and at least 2 unique peptides, filtering for proteins detected in at least three replicates in at least one group, no re-normalization, imputation method “normal” (with imputation downshift = 1.8 and width = 0.3), and differential expression analysis using the implemented *limma*^78^ framework.

### Sucrose gradient centrifugation

Approximately 60 g of leaves from 24-day-old *Nt*MatK C+ tobacco or Col-0 wild-type Arabidopsis plants were homogenized in 500 ml homogenization buffer (50 mM HEPES-KOH, pH 7.8, 330 mM sorbitol, 2 mM EDTA, 1 mM MgCl₂, 50 mM sodium ascorbate, 0.25% [w/v] BSA) using a blender. The homogenate was filtered through two layers of Miracloth (Calbiochem) and centrifuged at 2000 *g* for 5 min at 4 °C to enrich intact chloroplasts. The pellet was resuspended in 15 ml lysis buffer (50 mM HEPES-KOH, pH 7.8, 1 mM MgCl₂) and incubated on ice for 1 h to lyse the chloroplasts, followed by three rounds of grinding with a glass homogenizer. The homogenate was centrifuged at 100,000 *g* for 20 min at 4 °C to sediment the chloroplast membranes. Proteins in the resulting supernatant were concentrated using an Amicon Ultra-4 (10 kDa molecular weight cut off) filter column by centrifugation at 4,000 *g* at 4 °C until the volume was reduced to 3 ml. For RNase treatment of Arabidopsis extracts, RNase A (100 µg ml^-1^) and RNase T1 (250 U ml^-1^) (RNase A/T1 mix; Thermo Fisher) were mixed with the stromal extracts and incubated on ice for 20 min.

Gradients of 10-30% (w/v) sucrose were prepared as previously described^65^ with some modifications. Briefly, 30%, 25%, 20%, 15%, and 10% (all w/v) sucrose solutions were prepared in 30 mM HEPES pH 8.0, 10 mM MgCl_2_, 60 mM KCl, and 5 mM DTT. Sequential 2-ml layers of each sucrose solution were carefully added on top of one another in 13.2 ml Thinwall Ultra-Clear tubes (Beckman Coulter). Each layer was frozen at –80 °C before the next one was added. The completed gradients were thawed for 16 h at 4 °C prior to use. Fresh stromal extract (500 µl, containing 2 mg protein) was carefully layered on top of the sucrose gradient. Gradients were centrifuged in an SW41 Ti rotor (Beckman Coulter) at 274,000 *g* (40,000 rpm) for 16 h at 4 °C, set to maximum acceleration and deceleration. Eleven 875 µl fractions were sequentially collected from the top to the bottom of the gradient. The final (12^th^) fraction was pipetted up and down to resuspend any pellet.

For immunoblotting, proteins in 100-µl aliquots of each sample fraction were subjected to methanol-chloroform precipitation as described previously^87^. The precipitated proteins were dissolved in 50 µl Laemmli buffer and boiled at 95 °C for 5 min, and 10 µl was loaded for each blot. For anti-HA IP, 100 µl of each sample fraction were incubated with 5 µl anti-HA magnetic beads (Pierce) at 4 °C for 1 h with rotation, followed by three washes with chloroplast lysis buffer. The washed beads were resuspended in 20 µl Laemmli buffer, boiled at 95 °C for 5 min, and 10 µl of the eluted proteins was used for loaded for blotting.

Protein standards of the high-molecular weight gel filtration calibration kit (Cytiva) were prepared and concentrated according to the manufacturer’s instructions. They were fractionated in parallel with the chloroplast extracts. Standard protein migration was assessed by Coomassie staining of methanol-chloroform precipitated fractions on SDS-PAGE gels.

### Size-exclusion chromatography and MS/MS analysis

Concentrated stromal extracts from *Nt*MatK C+ tobacco were prepared as described for sucrose gradient centrifugation. Stromal extract (500 µl, containing 2 mg protein) was loaded onto a Superose 6 Increase 10/300 column on an ÄKTA Pure 25 system. Elution was performed with chloroplast lysis buffer (50 mM HEPES-KOH, pH 7.8, 1 mM MgCl₂) at a flow rate of 0.25 ml min^−1^ and 1 ml subfractions were collected. Subfractions 1–6 and 7–11 were pooled as sample fractions 1 and 2, respectively, and reduced to 1 ml each using Amicon Ultra-4 (10 kDa molecular weight cut off) columns by centrifugation at 4000 *g* at 4 °C. Other 1-ml subfractions (numbered 3–14) were kept individually. Protein standards of the high-molecular weight gel filtration calibration kit (Cytiva) were prepared and concentrated according to the manufacturer’s instructions and fractionated and eluted as the chloroplast extracts. Anti-HA IP and precipitation of 100-µl aliquots for immunoblotting were conducted as described for sucrose gradients.

For MS/MS analysis, 300 µl of selected fractions were precipitated in 80% (v/v) acetone, without technical or biological replication (i.e., *n* = 1; two samples analyzed in total). The protein pellet was resuspended in 45 µl 10 mM Tris (pH 8.0), 2 mM CaCl_2_. Proteins were reduced with 5 mM tris(2-carboxyethyl)phosphine and alkylated with 15 mM chloroacetamide at 30 °C for 30 min, then digested using 250 ng trypsin (Sequencing Grade, Promega) for 16 h at 37 °C. After drying the peptides, they were re-solubilized in 20 µl 3% (v/v) acetonitrile, 0.1% (v/v) formic acid and spiked with iRT peptides (Biognosys). Mass spectrometry analysis was performed using the Orbitrap Exploris 480 mass spectrometer, columns and eluents A and B as described above. For each sample, 200 ng of peptides were separated at 50 °C at a flow rate of 300 nl min^−1^ using the following gradient: initial hold at 5% B for 3 min, followed by a gradient from 5 to 22% B in 40 min, then 22 to 32% B in 10 min, a cleaning step at 95% B for 10 min and re-equilibration at 5% B / 95% A for 10 min (all percentages v/v). The mass spectrometer was operated in DIA mode. DIA scans covered a range from 400 to 960 m/z in windows of 8 m/z. The resolution of the DIA windows was set to 30,000, with a normalized automatic gain control target value of 1000%, the maximum injection time set to auto and a fixed normalized collision energy (NCE) of 30%. Each instrument cycle was completed by a full MS scan monitoring 396 to 1000 m/z at a resolution of 60,000.

The DIA-MS raw files were further processed using MSConvert and analyzed using DIA-NN implemented in FragPipe as described in section “Proteome analysis of β-estradiol treated plants” but searching against the *N. tabacum* UniProt reference proteome (UP000084051) concatenated to its reversed decoyed database and supplemented with MKIP1 proteins annotated in *N. sylvestris* [A0A1U7XZG9_NICSY, A0A1U7Y1B8_NICSY] and common contaminants. The two samples were analyzed together for spectral library built and protein quantification, then analyzed separately to obtain the numbers of peptides identified in the individual fractions. Proteins identified with a single peptide only were discarded from the list of quantified proteins.

### RNA co-immunoprecipitation and sequencing

Soluble cell components were extracted by homogenizing 10 g of seedlings per replicate in a pre-cooled blender using 30 ml of ice-cold extraction buffer (50 mM Tris–HCl, pH 8.0, 150 mM NaCl, 1 mM DTT, 1% (v/v) Triton X-100, 1 mM EDTA, 4 mM MgCl_2_, 1x protease inhibitor cocktail [cOmplete EDTA-free, Roche], 40 U ml^-1^ RNase inhibitor [RiboLock RNase Inhibitor, Thermo Fisher Scientific]). The homogenates were filtered through two layers of Miracloth (Milipore) and cleared by two sequential centrifugation rounds at 4000 *g* for 10 min at 4 °C. Per replicate, 20 ml of the supernatant were incubated with 150 µl pre-equilibrated magnetic agarose anti-YFP beads (GFP-Trap, ChromoTek) for 2 h at 4 °C with rotation, washed three times with ice-cold wash buffer 1 (same as extraction buffer, but replacing Triton X-100 with 0.5% [v/v] NP-40), followed by three washes with ice-cold wash buffer 2 (50 mM Tris–HCl, pH 8.0, 150 mM NaCl). In the last wash, 10% (v/v) of the resuspended beads were collected in a separate tube and used for immunoblot analysis, while the residual beads were transferred to a new microcentrifuge tube and were processed for RNA extraction. For RNA extraction, 500 µl of input soluble protein extract or IP-processed beads were brought to a total volume of 1 ml with DEPC-treated water, mixed with 1 ml phenol:chloroform:isoamyl alcohol (Roth) and subjected to phenol-chloroform RNA extraction as described previously^88^. Two µg input RNA was treated with TURBO DNase (Thermo Fisher Scientific) in a 50 µl reaction according to the manufacturer’s instructions. From this, 600 ng purified RNA was subjected to rRNA depletion treatment as previously described^89^. The RNA was eluted in 18 µl of RNase-free water and supplemented with 2 µl RNA fragmentation buffer (400 mM Tris-acetate pH 8.3, 1 M potassium acetate, 300 mM magnesium acetate), followed by incubation at 94 °C for 5 min. Precipitate and input RNA were treated with T4 polynucleotide kinase (PNK; Thermo Fisher Scientific) as previously described^89^.

Library preparation for RNA sequencing was performed using the NEXTflex small RNA-seq kit v3 (Perkin Elmer) according to the manufacturer’s instructions. The resulting cDNA was amplified with a barcode incorporated in the primer and purified according to the instructions of the NEXTflex kit. Libraries were pooled for single-end 100-bp sequencing in a NovaSeq 6000 machine. Sequencing reads were adapter-trimmed and filtered for size between 18 and 60 nt using Cutadapt. The 8-nt UMI sequence in the RNA adapter was extracted, and reads were deduplicated after mapping using umi_tools. Mapping was performed using STAR with the Arabidopsis TAIR10 chloroplast genome (accession NC_000932.1) as reference, omitting the second inverted repeat and using the following parameters: outFilterMismatchNoverLmax: 0.1; alignIntronMin: 500; alignIntronMax: 1200; outSAMmultNmax: 1. Differentially abundant RNA regions and the region boundaries were identified using DiffSegR^90^. Intron domains were annotated according to the *N. tabacum* domain annotation in the CRW2 database^91^.

### Total plant RNA extraction and northern blotting

Total plant RNA was extracted using GENEzol (Geneaid Biotech) according to the manufacturer instructions with minor modifications. For visual observation of rRNAs, 10 µg of total RNA was loaded onto a 1.5% agarose-formaldehyde gel (20 mM MOPS, pH 7, 8 mM sodium acetate, 1 mM EDTA, 1.5% agarose, 6% formaldehyde) and separated by size by running the gel with running buffer (20 mM MOPS, pH 7, 8 mM sodium acetate, 1 mM EDTA, 3.7% formaldehyde) at 110 V for 3 h and stained with ethidium bromide. Quantification of rRNAs was conducted using RNA ScreenTape by a TapeStation device (Agilent).

For RT-qPCR, first-strand cDNA synthesis was performed using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer instructions using a 1:1 mixture of random hexamer primers and oligo(dT)18 primers for cDNA synthesis. After 10-fold dilution, 1 µl cDNA was used in a 10 µl reaction of HOT FIREPol EvaGreen qPCR mix (Solis BioDyne). qPCR reactions were performed using the LightCycler 480 II system (Roche). For quantification of relative abundances of spliced and unspliced transcripts, abundances were normalized to the *AtRCE1* (*AT4G36800*) housekeeping gene^92^ before normalizing to the mean of WT treated with β-estradiol. Primers are listed in Supplementary Data 1.

For northern blotting of intron/exon RNA, 10 µg of total RNA was resolved by a 1.5% agarose-formaldehyde gel and transferred to HyBond-NX Nylon membrane (GE Healthcare) by capillary transfer. The transferred RNA was then cross-linked to the membrane by two rounds of ultraviolet light irradiation (1.2 kJ each). Radiolabelled probes against target transcripts were generated using a Klenow-based labelling kit (Prime-a-Gene, Promega) using synthesized DNA primers as template in the presence of [α-^32^P] dCTP. Probe hybridization, membrane washing, and membrane exposure were conducted as previously described^93^, except that the hybridization and subsequent washing steps were carried out at 60 °C. The primers used to amplify the probes for analyzing intron splicing are listed in Supplementary Data 1. Northern blots for assessing rRNA processing were conducted in the same way, except that 500 ng of total RNA was resolved and transferred to 0.45 µm neutral nylon membranes (GVS North America) by electrotransfer. Probes for analyzing plastidial rRNAs were described previously^94^.

### Generation of yeast strains

Yeast strains, and constructs and primers used for creating them are detailed in Supplementary Data 1. Constructs were made following the modular cloning toolkit for yeast^95^. For *AtMKIP1*, the CDS of splice form 2 was used in all experiments. Plasmids were validated as described for plant plasmids. Yeast transformation, transformant selection via hygromycin resistance or uracil prototrophy, strain purification and confirmation of correct genomic integration by PCR were conducted as previously described^34^.

For expression of YFP-tagged orthologous BEs, the CDS of BEs (without their cTPs, unless cTP prediction was weak; Supplementary Data 1) were cloned as part 3a into pYTK001 entry vector^95^ via *Bsm*BI. They were then individually assembled with the other parts (the strong constitutive *CPW2* promoter, a C-terminal *eYFP* tag, and the *CYC1* terminator) via *Bsa*I into the pre-assembled yeast integrative vector pBP296 (ref. ^34^), which targets the intergenic *XII-5* yeast locus^96^. The resulting vectors containing single transcription unit (TU) for BE expression were transformed into the haploid CEN.PK113-11C yeast strain “578”^34^ (*MATa MAL2-8*^*C*^ *SUC2 his3*Δ *malx2 glc3*Δ *gsy2*Δ *glg1*Δ *glg2*Δ *gph1*Δ *gsy1::pGAL1-EcglgC-TM-HA-tCYC1 bar1*Δ *XII-2::pCWP2-mCherry-tUPT7:KanR gdb1::pUBI4-AtSS1-tRPL3*).

For IP experiments in yeast, final yeast integrative vectors were targeted to the intergenic yeast loci^96^ *XII-5* (for testing homo-oligomerization of *At*MatK) or *XII-2* (all other tests)^96^. We therefore used either single TU constructs (for control strains expressing only a single test protein) or multi TU constructs (for pair-wise interaction tests; Supplementary Data 1). The *AtMatK* CDS (codon optimized for Arabidopsis and containing the edit frequently observed in *AtMatK* RNA^97^, resulting in H236Y conversion) was first cloned as part 3a into pYTK001 via *Bsm*BI (pBP643), then assembled with parts for the promoter, a C-terminal tag and a terminator via *Bsa*I into the single-TU yeast vectors pBP662 (for the *P*_*GAL1*_*:AtMatK-3xHA:T*_*CYC1*_) or pBP773 (for *P*_*GAL1*_*:AtMatK-FLAG:T*_*CYC1*_). For expression of *At*MKIP1-YFP and *At*BE3-YFP without their cTPs, the same TUs as for orthologous BE expression (*P*_*CWP2*_*:AtMKIP1-YFP:T*_*CYC1*_ from pBP595; *P*_*CWP2*_*:AtBE3-YFP:T*_*CYC1*_ from pBP596) were used but targeting them to locus *XII-2*. An additional single TU vector pBP774 was produced in an equivalent manner for expressing on *P*_*CWP2*_*:AtMKIP1-3xHA:T*_*CYC1*_. For expression of *At*MKIP1 fragments, the corresponding regions (AA 120-333 for CBM-MSR; AA 178-333 for MSR; numbers based on the full-length *At*MKIP1 protein including its cTP) were cloned as part 3a into pYTK001, then assembled into single-TU vectors as the native *At*MKIP1 protein. The ΔMSR-version of *At*MKIP1 was created by amplifying the *At*MKIP1(ΔMSR) fragment from the vector AtMKIP1(ΔMSR)_pUBC-YFP and assembling it into *Hind*III pre-digested pBP595 using the NEBuilder HiFi DNA Assembly kit (New England Biolabs). N-terminal (AA 1-381) and C-terminal (AA 357-526) *At*MatK segments were created by deleting the other MatK regions in pBP662 by DNA assembly as above.

For pair-wise interaction tests, multi-TU integrative vectors were fused via *Bsm*BI using the preassembled integrative vectors pBP492 or pBP249, single-TU vectors and primer-based spacers occupying empty positions. Final single- and multi-TU vectors were *Not*I digested and transformed into the haploid CEN.PK113-11C strains “344”^34^ (*MATa MAL2-8C SUC2 his3*Δ *glc3*Δ *gsy2*Δ *glg1*Δ *glg2*Δ), or close descendants (Supplementary Data 1**)**.

### Light microscopy and branching enzyme activity gels in yeast

For light microscopy of iodine stained yeast cells, yeasts were inoculated in complex medium with 2% (w/v) glucose (YPD) until saturation, diluted in complex medium with 2% (w/v) galactose (YPGal, to induce expression of *P*_*GAL1*_-driven ADPglucose pyrophosphorylase) to an OD of ~0.3 in Erlenmeyer flasks. After shaking for 5.75 h at 30 °C and 260 rpm, cells were harvested by centrifugation, washed with water, flash-frozen in liquid N_2_ and stored at -80 °C. Cells were thawn on ice, stained by mixing with Lugol’s solution in a 1:1 ratio, and immediately imaged using an Axio Imager.Z2 light microscope equipped with a 100X oil-immersion objective (Zeiss).

For protein analysis, yeasts were grown in the same way, but the main cultures were harvested already after 3 h shaking in YPGal. Total and soluble protein extracts for immunoblotting were prepared as previously described^34^. Immunoblotting was conducted as described above for plant proteins. Native protein extraction and native PAGE monitoring BE activities (zymograms) by phosphorylase *a* activity stimulation were conducted as previously described^25^, with the relative load of 1.0 referring to 15 µg soluble proteins and running the gels with 100 V for 3.5 h at 4 °C.

### Immunoprecipitation experiments in yeast

Yeasts were inoculated in YDP, grown for ~6 h at 30 °C and 260 rpm, then inoculated to an OD of ~0.015 in Erlenmeyer flasks and shaken for 16 h at 30 °C and 260 rpm. Cells were harvested by centrifugation and once washed in water. Fresh cell pellets were resuspended in 3.3 volumes of native protein extraction buffer (0.1 M MOPS, pH 7.75, 1% [v/v] Triton X-100, 1 mM EDTA, 4 mM MgCl_2_, protease inhibitor [Complete EDTA-free; Roche]) and 4.3 volumes of glass beads (acid-washed, 425–600 mm diameter) and homogenized by vortexing for 30 min at 4 °C. The homogenate was transferred without glass beads to a fresh tube and centrifuged at 16,000 *g* for 5 min at 4 °C. Equal amounts of soluble proteins present in the supernatant were mixed with pre-blocked and/or washed magnetic beads. In case of anti-HA beads (Anti-HA Magnetic Beads, Pierce), beads had been pre-blocked by incubation for 30 min at 20 °C in TBS-T (Tris-buffered saline, 0.1% [v/v] Tween-20) supplemented with 5% (w/v) bovine serum albumin (BSA), then washed with TBS-T and resuspended in native protein extraction buffer. Magnetic agarose anti-YFP beads (GFP-Trap, ChromoTek) had been prepared by washing them once in wash buffer (50 mM Tris-HCl, pH 8, 0.15 M NaCl, 1 mM DTT, 1% [v/v] Triton X-100) and resuspending them in native protein extraction buffer. The protein-bead mixture was incubated on a rotating wheel at 4 °C for 1 h, then washed six times with wash buffer (for anti-YFP beads) or TBS-T (for anti-HA beads), using a magnetic stand for bead recovery. In the last wash step, beads were transferred to a fresh tube to remove proteins adhering to the plastic walls. Proteins bound to the beads were eluted by boiling in SDS-PAGE loading buffer as described for Arabidopsis IP above. Input samples are aliquots of soluble proteins not subjected to immunoprecipitation. Replicates derive from individual main cultures.

### Sequence analyses and protein structure prediction

Starch-branching enzyme protein sequences were identified by BLASTp using *At*MKIP1, *At*BE2, *At*BE3, and rice BEI (a class I BE) as query in multiple genome and transcriptome databases. Sequences were manually curated to remove duplicates and sequences shorter than 200 amino acids very likely constituting fragments. Sequences were aligned by MAFFT (v7)^98^ with the E-INS-I algorithm. Phylogenetic analyses were conducted in PhyloBayes MPI (v1.8c) using the “CAT + GTR” substitution model. Two independent runs were performed, each cycling until the sampled tree had stabilized and reached satisfactory convergence (maxdiff <0.3). A convergent tree was calculated from the two runs and the posterior probabilities computed, discarding the first 500 cycles ( < 5% of total cycles) of each run as burn-in. The unrooted phylogenetic tree was plotted using Interactive Tree of Life^99^ (v6).

For protein conservation analysis, protein sequences of each BE class (defined by the phylogenetic tree) were aligned using MAFFT (v7)^98^ with the E-INS-I algorithm. Motif logos of regions of interest were constructed using WebLogo 3^100^. BE domains were predicted by SMART^101^, Interpro^102^ and a locally installed version of ChloroP^103^. Disordered regions were predicted by AIUPred^104^. The MSR was inferred from the multiple sequence alignment. The conserved regions in the central catalytic domain were defined as previously^33^. RT motifs and the X domain of *At*MatK base on the alignment to the *Nt*MatK domains annotated previously^17^, except that the X domain was slightly elongated (AA 382-495 instead of 382-483) to fully include an α-helix predicted by AlphaFold3. Protein structures without their predicted cTP (Supplementary Data 1) were predicted by AlphaFold2 (for monomeric MKIP1;^105^) or AlphaFold3 (for protein complexes;^106^). Interfaces in the four-subunit complex were detected by AlphaBridge^107^. Molecular graphics and analyses were performed with UCSF ChimeraX (v1.10)^108^. The predicted binding sites are contacts between *At*MatK and *At*MKIP1 within 4 Å distance with a maximum PAE value of 5 Å. Only binding sites containing at least 3 contacts are shown, with a maximum gap of 2 AA between contacts allowed.

### Accession numbers

The Arabidopsis Genome Initiative gene codes associated with this study are: AT3G20440 (*AtMKIP1/AtBE1*), ATCG00040 (*AtMatK*), AT1G07320 (*AtuL4c*), AT5G16715 (*AtValRS2*), AT3G14900 (*AtEMB3120*), AT2G36390 (*AtBE3*). Accession numbers for BE orthologs expressed in yeast are given in Supplementary Data 1.

### Statistical analyses

The data shown in Figs. 8f, 9c-e and Supplementary Fig. 15 were first evaluated for normal distribution using the Shapiro-Wilk Test and tested for equal variance using Bartlett’s test. Since the data did not meet the assumptions of normal distribution and equal variance, the non-parametric Kruskal-Wallis test was used for determining statistically significant differences between the groups, followed by a two-sided Dunn’s post hoc multiple comparisons test and Bonferroni *p-*value adjustment to identify the specific groups that are significantly different. Statistical analyses of the mass spectrometry and RNA sequencing data is described in the corresponding sections and figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All data needed to evaluate the conclusions in this paper are present in the paper and/or its supplementary materials. Source Data are provided with this paper. The proteomics data are freely available at the ProteomeXchange Consortium via the PRIDE^109^ partner repository with the identifiers PXD060108 (https://www.ebi.ac.uk/pride/archive/projects/PXD060108) (IP data of *At*MKIP1-YFP), PXD060055 (https://www.ebi.ac.uk/pride/archive/projects/PXD060055) (IP data of *Nt*MatK-HA), PXD069946 (https://www.ebi.ac.uk/pride/archive/projects/PXD069946) (MS/MS analysis of SEC fractions), and PXD067382 (https://www.ebi.ac.uk/pride/archive/projects/PXD067382) (Proteomics after silencing of *AtMKIP1* or *AtuL4c*). The RNA sequencing data of RNAs bound to *At*MKIP1-YFP are publicly available at NCBI GEO^110^ with the accession number GSE284378. Microscopy images are freely available at the ETH Research Collection (10.3929/ethz-c-000795755). New genetic material (transgenic Arabidopsis and yeast lines) and vectors will be made available to the scientific community upon request. Source data are provided with this paper.

# Supplementary material for: Maturase K forms a plastidial splicing complex with a neofunctionalized branching enzyme
**Source:** Nat Commun. 2026 Mar 23;17:4341. doi: 10.1038/s41467-026-70734-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for:

**Maturase K forms a plastidial splicing complex with a neofunctionalized
branching enzyme**

Yuanyuan Liang¹, Yang Gao², Andrea Fontana¹, Melanie Abt¹, Adam Gicgier^{1,3}, Muriel Gehring¹, Chun Liu^{1,4}, Mayank Sharma¹, Reimo Zoschke², Samuel C. Zeeman¹, and Barbara Pfister^{1,*}

This file contains:

Supplementary Figures 1-16

Supplementary Table 1

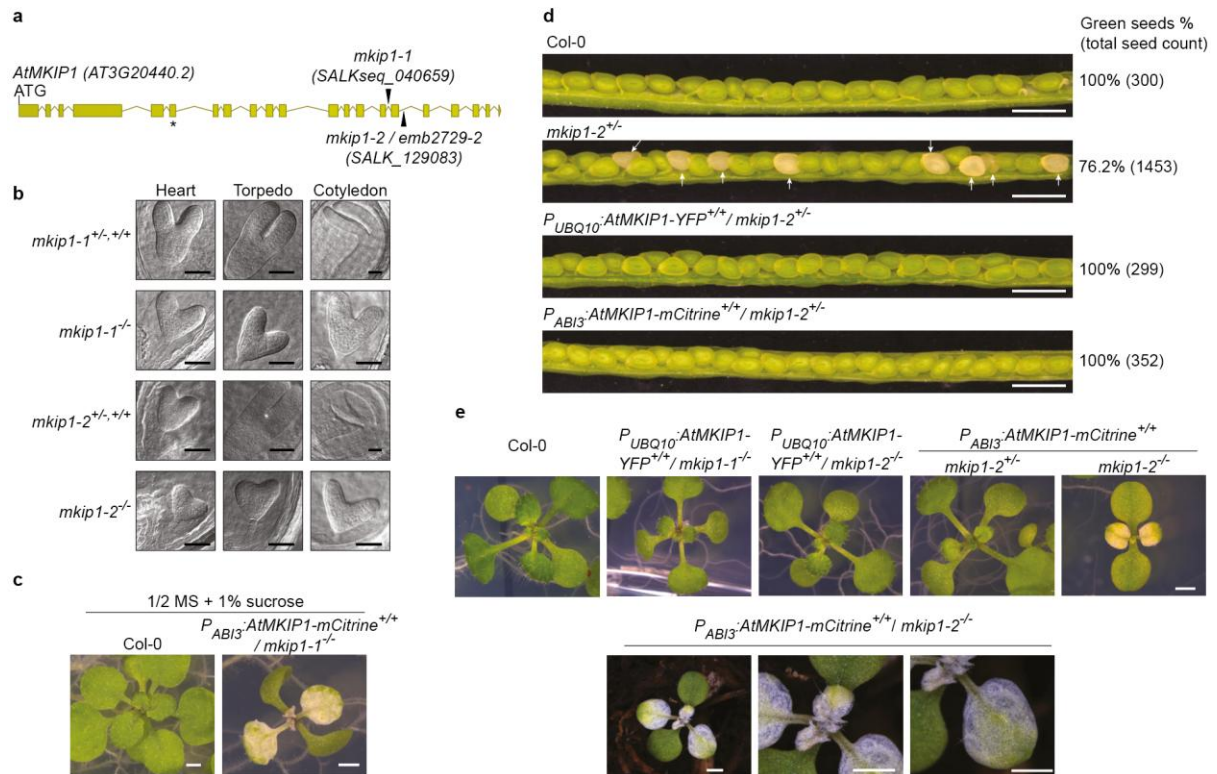

Supplementary Fig. 1. The embryo defective phenotype of *Arabidopsis mkip1* mutants and their complementation by full-length *AtMKIP1* constructs. **a** Genomic structure of the *AtMKIP1* gene. Exons are represented by green boxes and introns by lines. T-DNA insertion sites of the *mkip1* alleles used in this study are indicated by black triangles. Exon 6 (indicated by an asterisk) is absent in splice form 1 but is present in the primary splice form 2 (AT3G20440.2) used for complementation constructs. **b** Micrographs of wild-type and mutant embryos from siliques of heterozygous *mkip1-1* or *mkip1-2* mother plants at different stages of embryo development. The indicated putative genotypes were inferred from the phenotypes. This experiment was repeated once with similar results. Scale bars: 50 μ m. **c** Photographs of 20-day-old seedlings grown on $\frac{1}{2}$ -strength MS plates containing 1% (w/v) sucrose. Replicate plants showed similar phenotypes. Scale bars: 1 mm. **d** Opened siliques from mother plants with the indicated genotypes. Seeds with white embryos are indicated by arrows. Percentages indicate the fraction of green seeds of total seeds (number of seeds analyzed in parenthesis). This experiment was repeated once with similar results. Scale bars: 1 mm. **e** Photographs of *mkip1* mutant seedlings rescued by expression of *AtMKIP1* under the constitutive *UBIQUITIN10* (P_{UBQ10}) or seed-specific *ABI3* (P_{ABI3}) promoter. This experiment was repeated once with similar results. At least 10 replicate plants were assessed per line, representative images are shown. Top panel, photographs of 16-day-old seedlings grown on $\frac{1}{2}$ -strength MS plates. Bottom panel, light micrographs of a 24-day-old soil-grown *mkip1-2*^{-/-} seedling rescued by the P_{ABI3} :*AtMKIP1-mCitrine* construct. Scale bars: 1 mm.

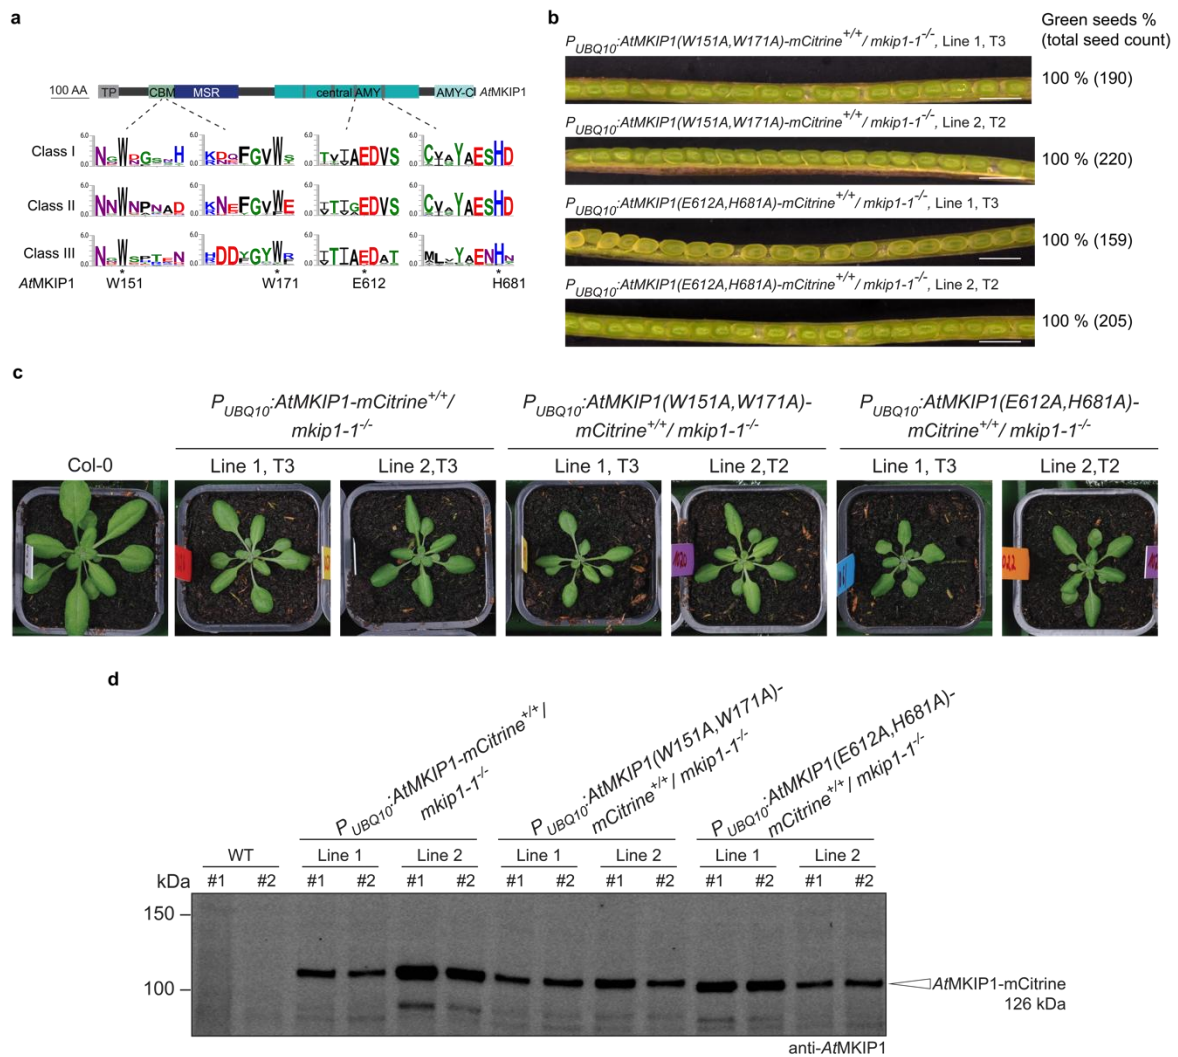

Supplementary Fig. 2. Complementation of the *mkip1-1* mutant phenotype by *AtMKIP1* variants with point mutations in residues conserved among branching enzymes (BEs). **a** WebLogos showing conserved amino acid residues in the carbohydrate-binding module (CBM) and central catalytic domain (central AMY) based on the sequence alignment of BEs from seed plant species (gymnosperms and angiosperms) used for the phylogenetic tree in **Fig. 2a**. Amino acids in *AtMKIP1* that were mutated to alanines are indicated. **b** Opened siliques from *mkip1-1*^{-/-} mother plants expressing mCitrine-tagged *AtMKIP1* variants. Percentages indicate the proportion of green seeds among total seeds (number of total seeds assessed in parentheses). Two individual lines per construct were evaluated. Scale bars: 1 mm. **c** Photographs of four-week-old wild-type (Col-0) and *mkip1-1*^{-/-} plants complemented with the indicated wild-type or mutant *AtMKIP1*-mCitrine constructs. Two independent lines per construct were analyzed. Replicate plants showed similar phenotypes. **d** Immunoblot detection of the *AtMKIP1* versions introduced by the complementation constructs. Two plants per line were analyzed. Total protein was extracted from a four-week-old rosette leaf and loaded on an equal leaf area basis. Native *AtMKIP1* (98 kDa) in Col-0 could not be detected due to insufficient antibody sensitivity.

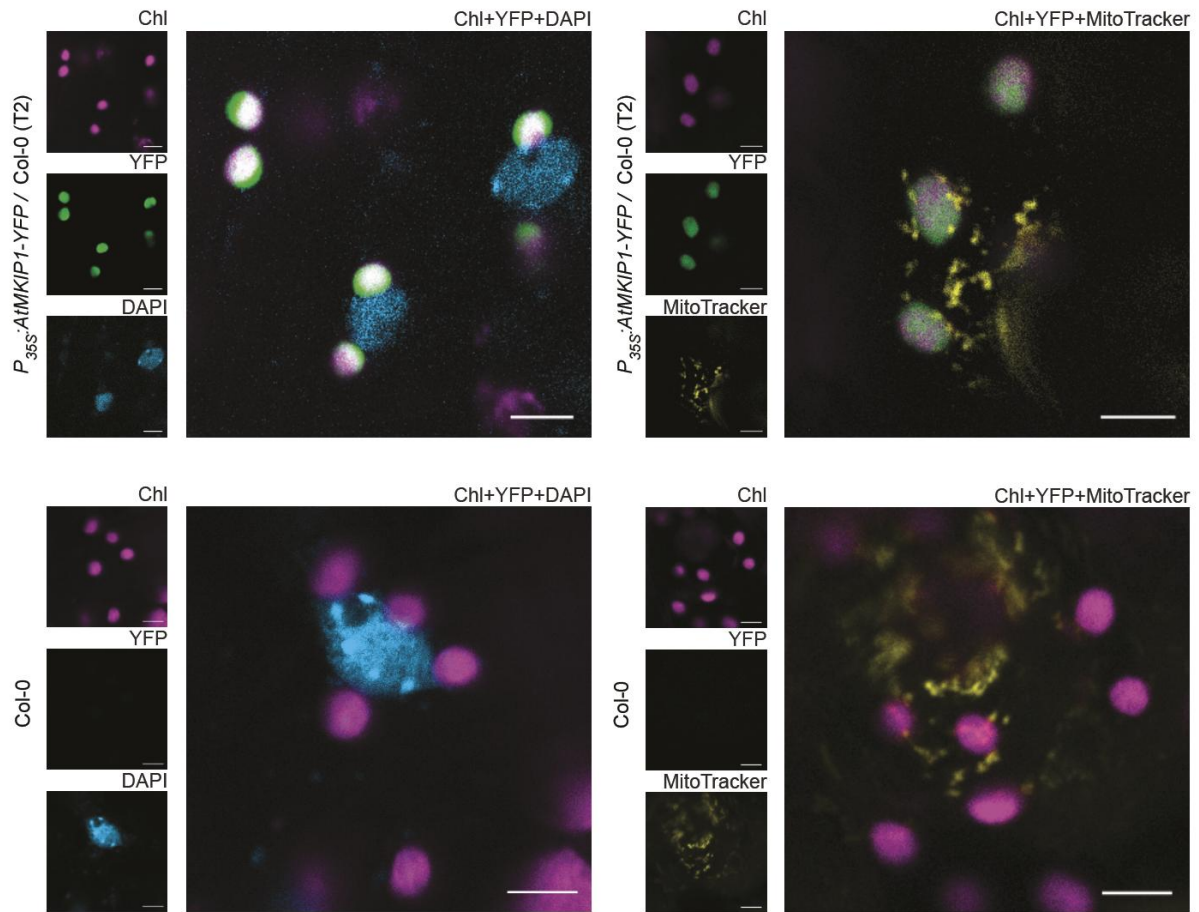

Supplementary Fig. 3. Representative confocal light micrographs of leaf epidermal cells from plants expressing *AtMKIP1-YFP* in wild-type (Col-0) *Arabidopsis* background. Mitochondria (yellow) and nuclei (cyan) were stained with MitoTracker and DAPI, respectively. Chlorophyll (Chl) autofluorescence is false-colored in magenta, and *AtMKIP1-YFP* is shown in green. Wild-type control plants (lower panel) were treated and imaged in the same way. *AtMKIP1-YFP* signal in mesophyll cells was too weak for visualization. Pixel brightness of individual channels was adjusted uniformly for optimal visualization of signals using ZEN microscopy software. Chloroplast localization of *AtMKIP1-YFP* was also observed in another independent line and in a separate experiment involving three independent lines. Scale bars are 5 μ m.

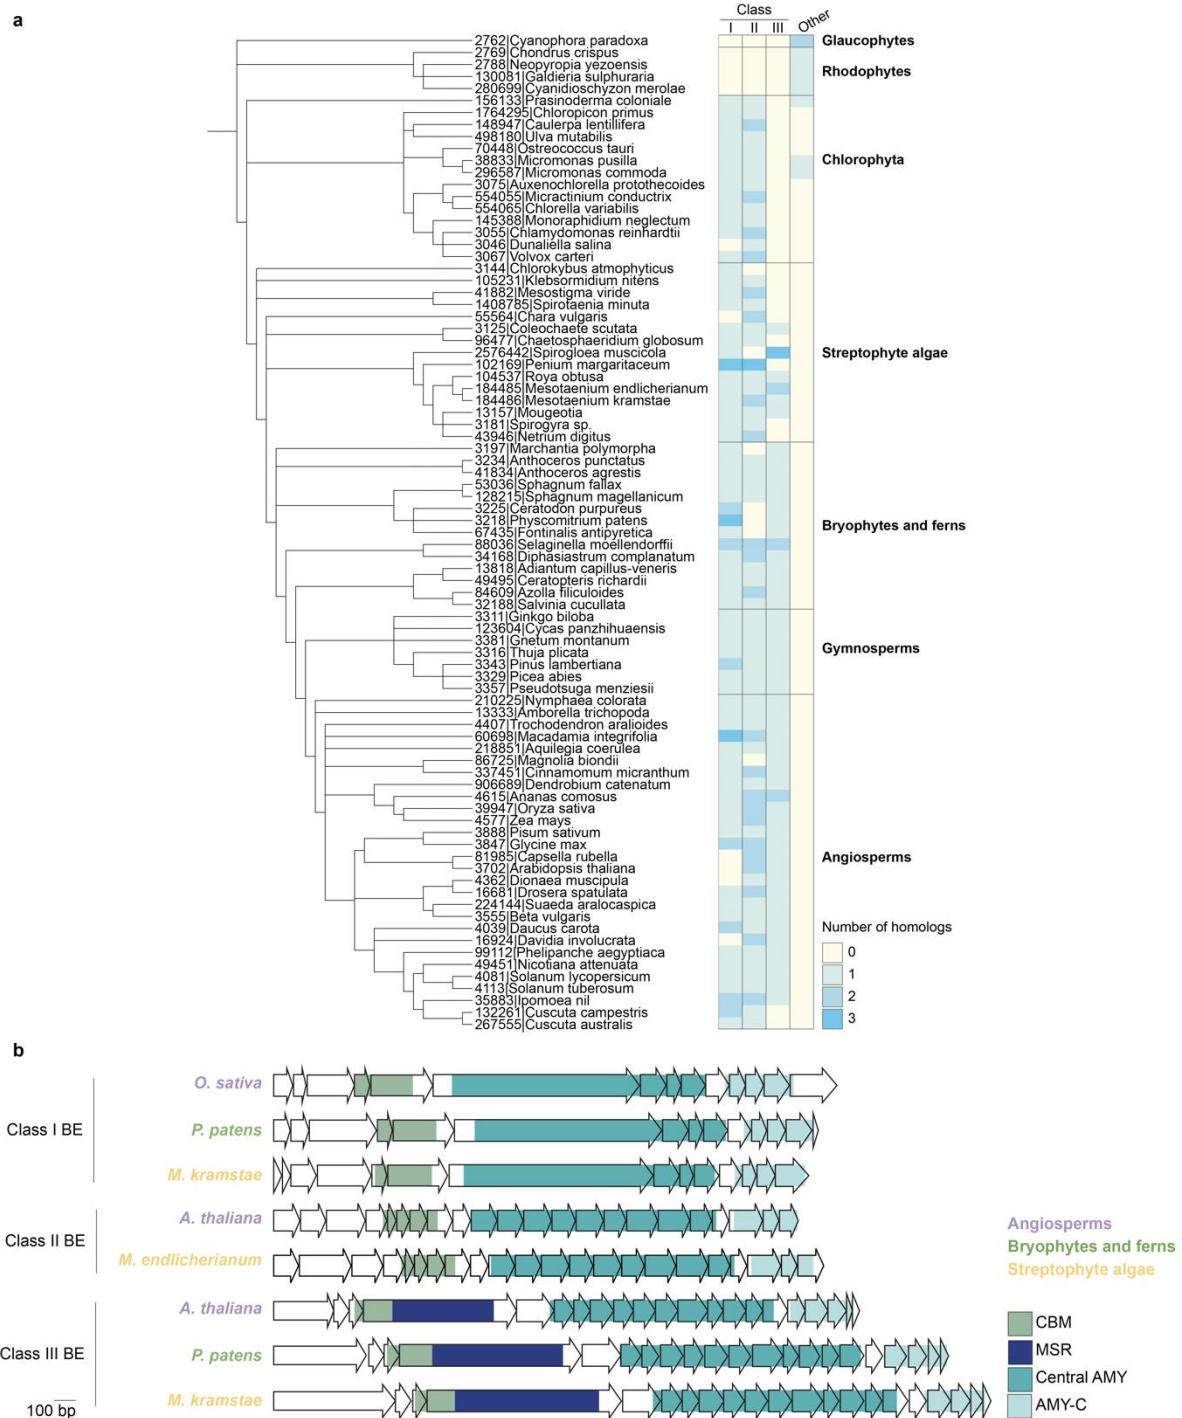

Supplementary Fig. 4. BE gene number and structure in *Archaeplastida*. **a** Phylogenetic tree (left) of the species presented in **Fig. 2a** showing the number of genes from each BE class (right). BE classes are defined according to the phylogeny presented in **Fig. 2a**, with “other” representing the algal BEs that do not fall into classes I, II or III. The species tree follows NCBI taxonomy. **b** Schematic representation of the exon structure of genes belonging to different BE classes from an angiosperm (*Arabidopsis thaliana* or *Oryza sativa*), a moss (*Physcomitrium patens*) and a streptophyte alga (*Mesotaenium kramstae* or *Mesotaenium endlicherianum*). Each arrow indicates an individual exon. Colors indicate the corresponding encoded protein domains.

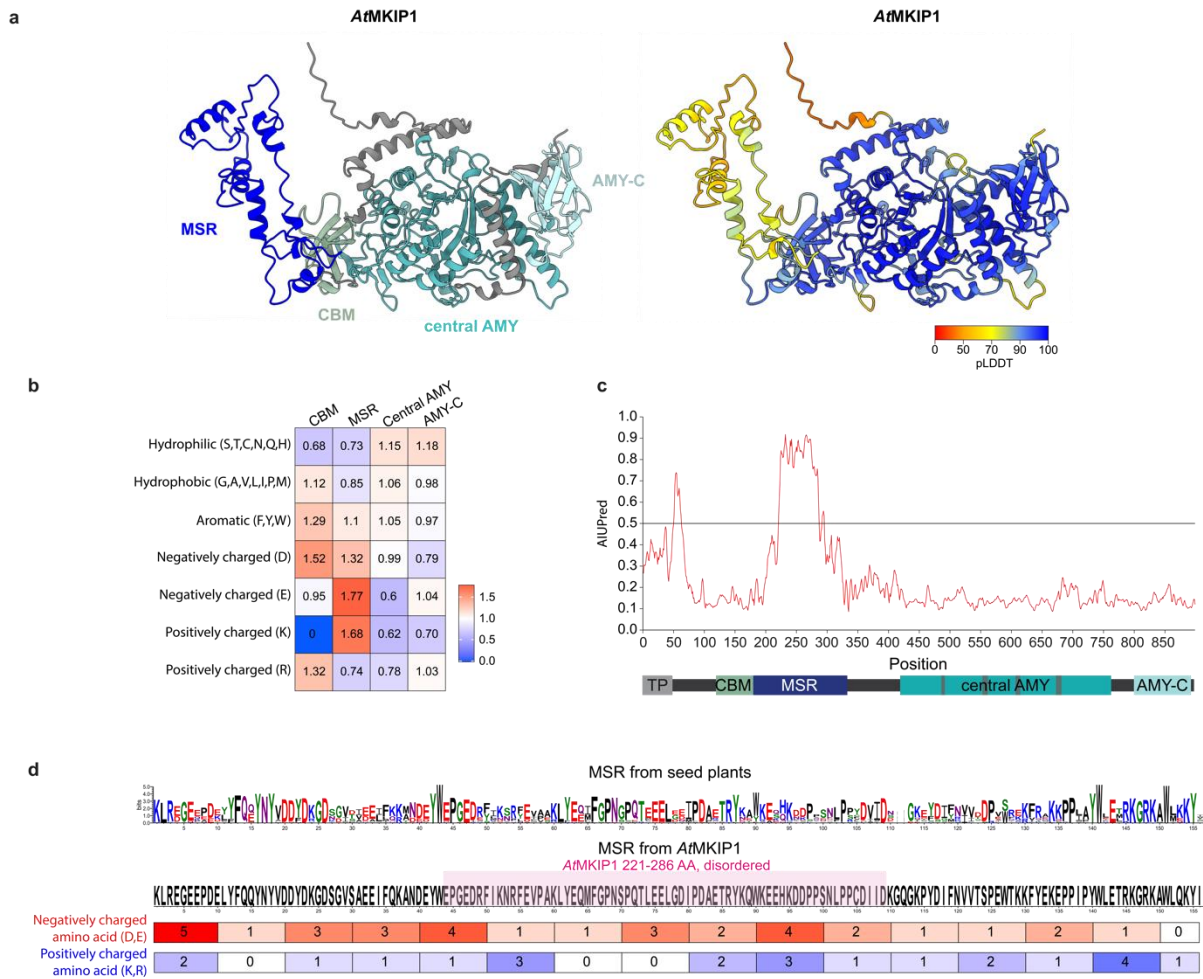

Supplementary Fig. 5. Amino acid composition and structure prediction of the MKIP1-specific region (MSR). **a** AlphaFold2 prediction of AtMKIP1 without its chloroplast transit peptide. Structure colored by domain (left panel) or local structural confidence (predicted local distance difference test, pLDDT, where red and blue indicate low and high confidence, respectively; right panel). AtMKIP1 regions are defined as in **Fig. 2b**. **b** Amino acid composition of AtMKIP1 regions. The percentage of each amino acid category within each region was normalized to the percentage of that amino acid category in the full-length AtMKIP1 protein. Amino acids of each category are indicated in brackets. **c** Prediction of disordered regions in AtMKIP1 by AIUPred. A region with a score >0.5 is generally considered to be disordered. **d** Top panel: WebLogo showing the amino acid conservation in the MSR domain based on the sequence alignment of class III BEs from seed plant species (gymnosperms and angiosperms) used for the phylogenetic tree in **Fig. 2a**. The disordered region predicted by AIUPred is highlighted in pink. Bottom panel: Heatmap of the number of positively and negatively charged amino acids in each ten-amino-acid window within the MSR of AtMKIP1.

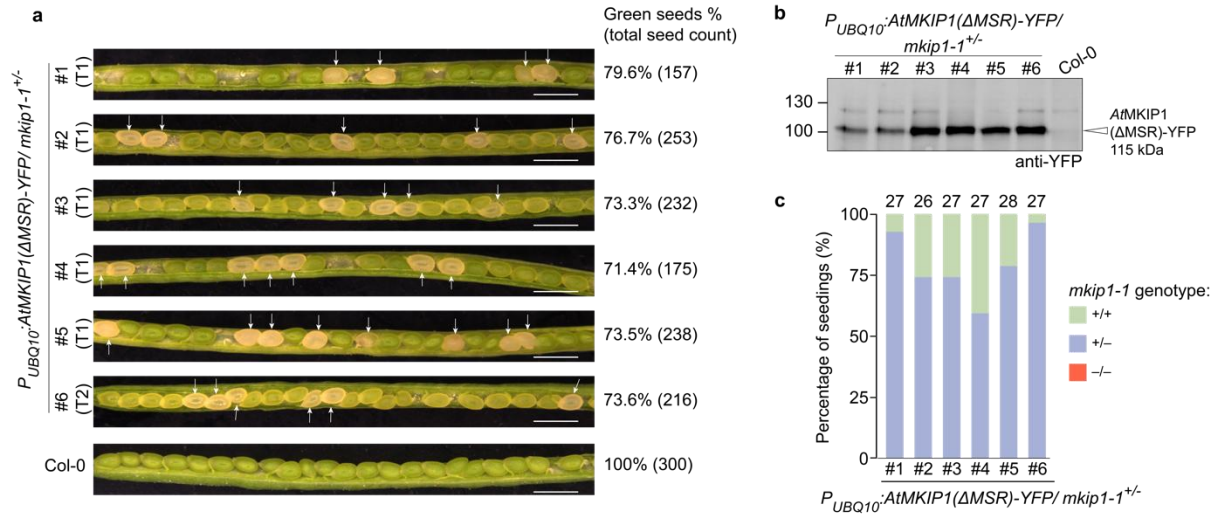

Supplementary Fig. 6. *AtMKIP1* lacking its MKIP1-specific region (MSR) cannot complement the embryo defects of *mkip1-1*. **a** Opened siliques from the wild type (Col-0) and *mkip1-1*^{+/-} transformed with *P_{UBQ10}:AtMKIP1(ΔMSR)-YFP*, in which the MSR (amino acids 178-333) of *AtMKIP1* is deleted. White seeds are indicated by arrows. Percentages indicate the proportion of green seeds in total seeds (number of total seeds assessed in parentheses). Scale bars: 1 mm. **b** Immunoblot analysis of YFP-tagged protein from soluble leaf proteins extracted from 6-week-old rosettes of the mother plants shown in (a). Samples were loaded on an equal leaf area basis. **c** Genotyping of the progeny seedlings from the heterozygous *mkip1-1*^{+/-} shown in (a). Plants were genotyped for the *mkip1-1* T-DNA insertion. The numbers above the bar indicate the total number of seedlings genotyped in each line. No homozygous *mkip1-1*^{-/-} mutant could be identified for any line.

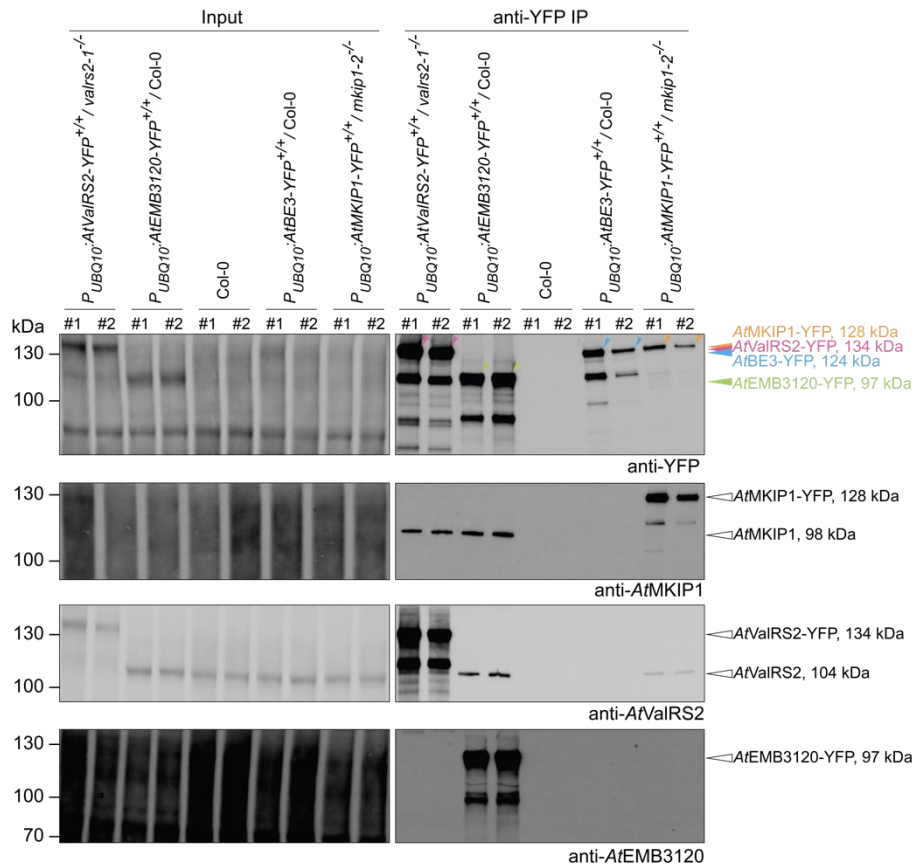

Supplementary Fig. 7. Reciprocal anti-YFP immunoprecipitation (IP) experiments in Arabidopsis using the YFP-tagged interaction partners of AtMKIP1 as baits. Soluble protein extracted from 10-day-old Arabidopsis seedlings of the indicated genotypes was subjected to anti-YFP IP, using seedlings expressing AtMKIP1-YFP or AtBE3-YFP, or no YFP-tagged protein (wild type, Col-0) as controls. Two replicates, each consisting of ~250 mg (fresh weight) of pooled seedlings, were analyzed per line. Soluble extracts were analyzed before IP (Input) and after anti-YFP IP. The predicted molecular weights of the proteins refer to the mature proteoforms without their chloroplast transit peptides. The higher apparent molecular weight of AtEMB3120-YFP is likely due to its high content of negatively charged residues, which often reduce migration velocity in SDS-PAGE. While AtEMB3120-YFP co-precipitated endogenous AtMKIP1, AtMKIP1-YFP did not detectably co-precipitate endogenous AtEMB3120 in this set of experiments, presumably due to the lower amounts of input material compared to the experiments shown in **Fig. 3b** and the limited sensitivity of the anti-AtEMB3120 antibody. Reverse IPs using AtValRS2-YFP and AtEMB3120-YFP as baits were repeated in two other experiments, each of which showed efficient co-precipitation of endogenous AtMKIP1 by either bait.

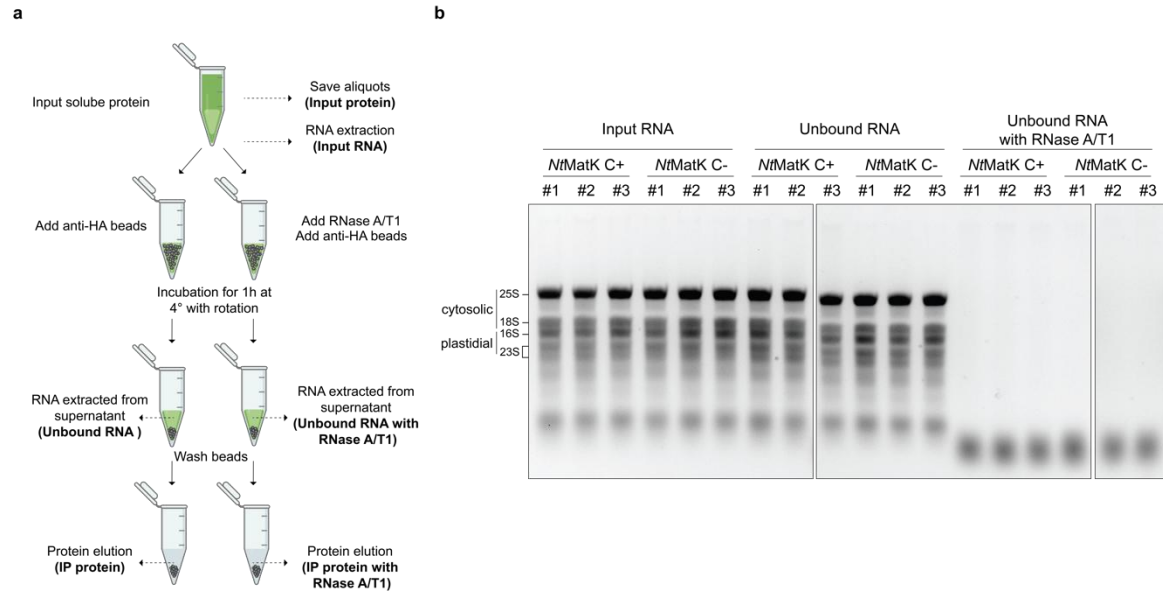

Supplementary Fig. 8. RNA integrity analysis after RNase A/T1 treatment during the tobacco immunoprecipitation (IP) experiment shown in Fig. 3d. a Schematic diagram of the IP procedure with or without RNase A/T1 treatment during the bead incubation step. RNA samples collected for analysis are shown in bold. **b** Gel electrophoresis of RNA isolated during the MatK-HA IP experiment outlined in (a). Two µg of RNA were loaded onto a 1.5% agarose gel and visualized by ethidium bromide staining. *NtMatK C+* expresses *NtMatK* with a C-terminal 3xHA tag. *NtMatK C-* is a control line containing the *aadA* marker gene but no *matK* modification. Three pools of 10-day-old seedlings were analyzed per line.

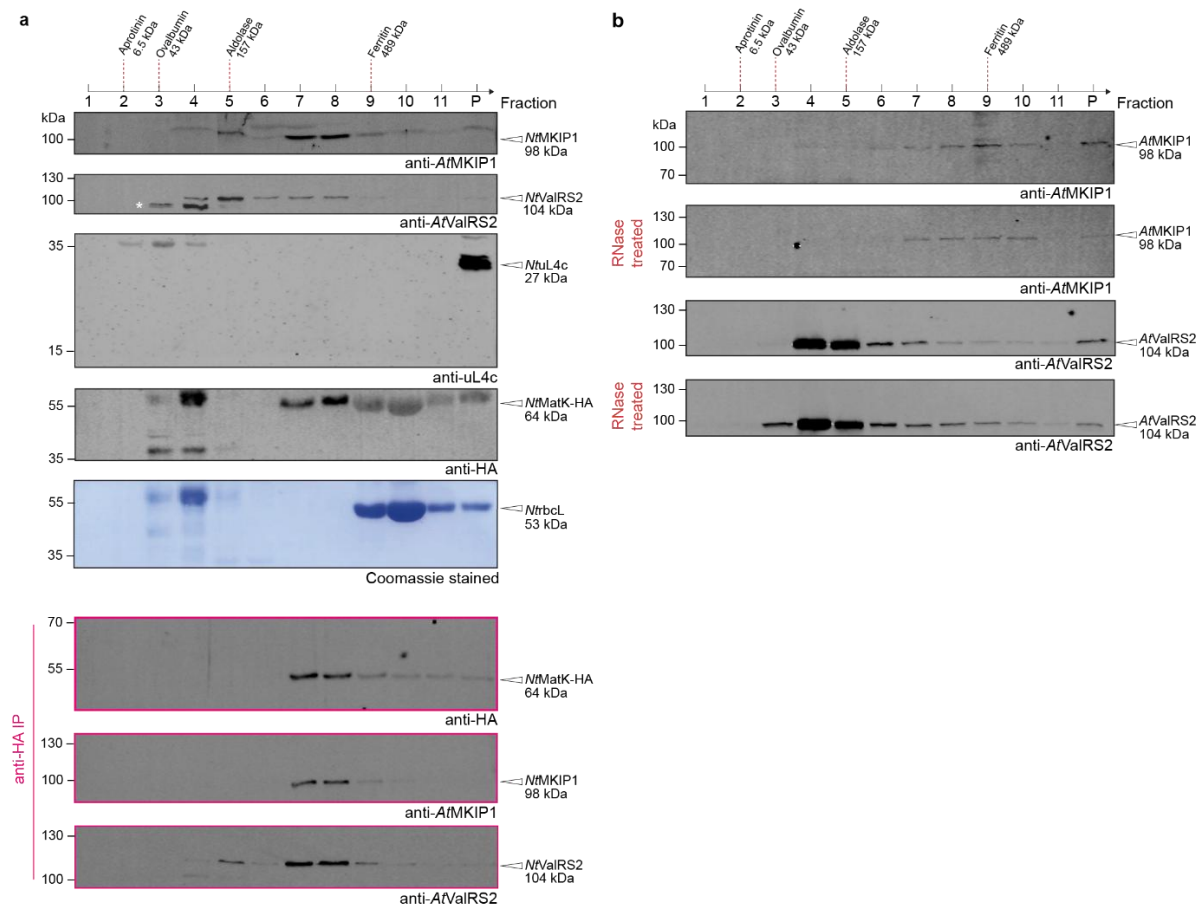

Supplementary Fig. 9. Migration of MKIP1 and its interactors on sucrose gradients. **a** Sucrose density gradient centrifugation of the same stromal extracts of *NtMatK C+* tobacco leaves used for the size-exclusion chromatography shown in **Fig. 4**. Fractions were collected sequentially from top to bottom (fractions 1–11) and assessed by immunoblotting and Coomassie staining. The last fraction constitutes the resuspended pellet (P). The masses and peak fractions of globular protein complexes assessed in parallel are indicated on top. Note that for non-spherical proteins the apparent molecular weights can deviate from those of the markers. The protein indicated by an asterisk may represent a shorter *NtValRS2* version (accession A0A1S4BH67). Since the anti-HA antibody cross-reacted with Rubisco large subunit (*Ntrbcl*), aliquots from the fractions were additionally subjected to anti-HA co-immunoprecipitation (IP), then re-assessed by immunoblotting. *NtEMB3120* could not be detected by immunoblotting. **b** Sucrose density centrifugation of stromal extracts of leaves from Col-0 wild type Arabidopsis plants. One half of the extract was additionally treated with RNase A/T1 mixture. Fractions were collected as in (a). *AtEMB3120* and *AtMatK* could not be detected due to lack of an antibody with sufficient sensitivity.

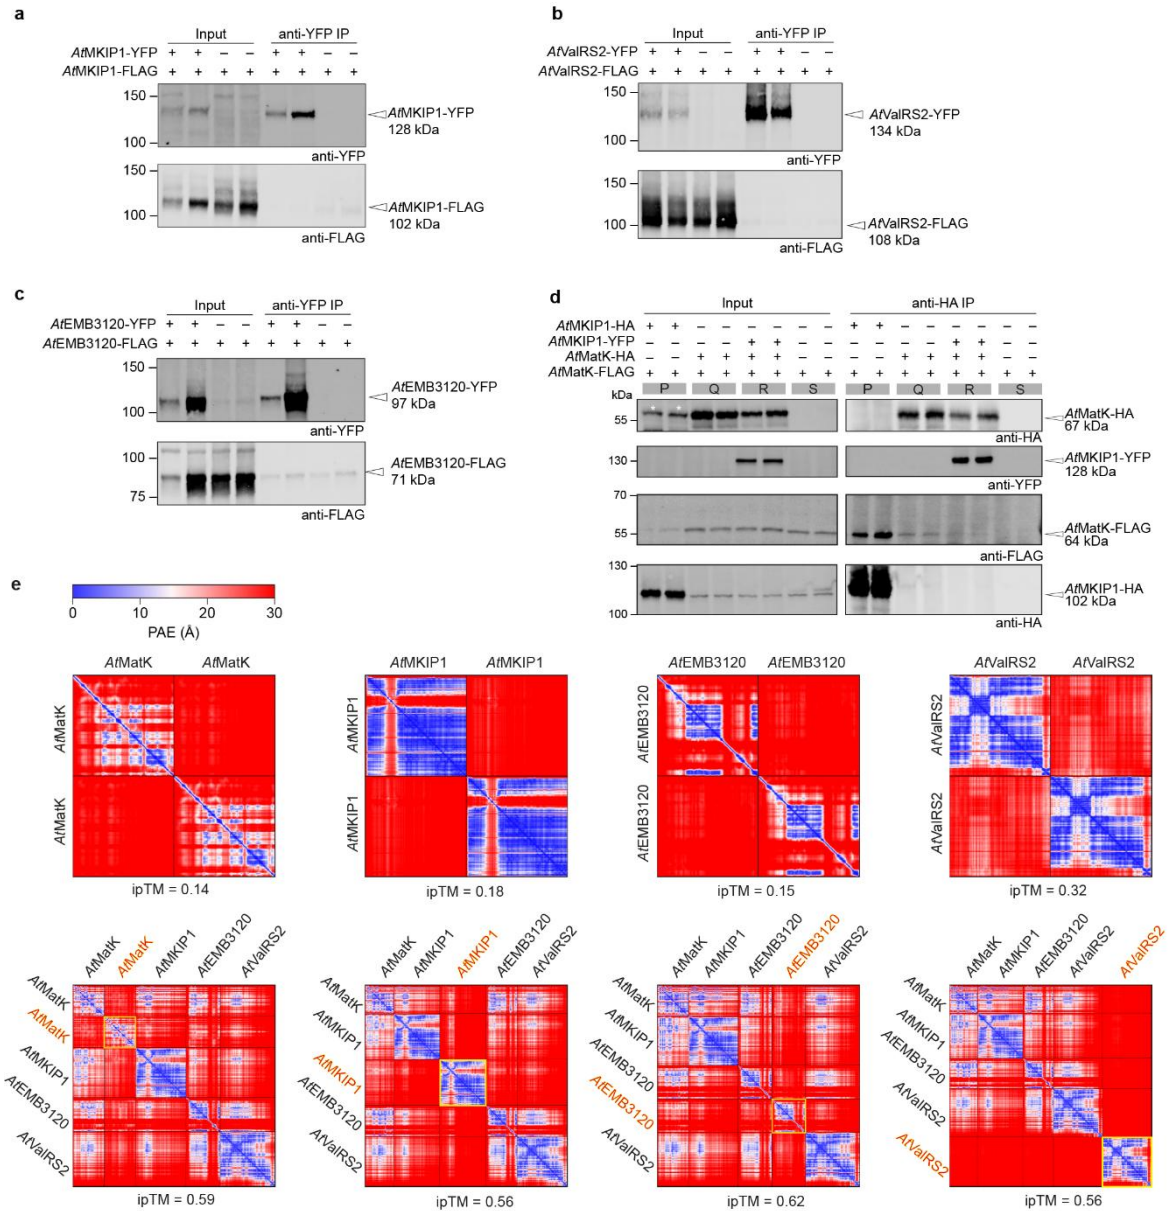

Supplementary Fig. 10. Co-immunoprecipitation (IP) experiments and AlphaFold3 predictions do not support the self-association of AtMKIP1, AtValRS2, AtEMB3120 and AtMatK. **a-c** IP experiments after transient protein expression in *Nicotiana benthamiana* leaves. YFP-tagged proteins were immunoprecipitated using anti-YFP beads ($n=2$ separate plants). The higher apparent molecular weight of AtEMB3120 is likely due to its high content of negatively charged residues. **d** IP experiments after protein expression in yeast. Soluble protein extracts from yeast strains expressing the corresponding protein (+) or not (-) were analyzed before IP (input) and after anti-HA IP by immunoblotting using the indicated antibodies ($n=2$ replicate cultures). AtMatK-HA barely co-precipitates AtMatK-FLAG, indicating that it does not efficiently or stably homo-oligomerize. The bands indicated by asterisks in the anti-HA blot from the input samples probably indicate a degradation product of AtMKIP1-HA. **e** PAE plots of the top-ranked AlphaFold3 models testing homo-dimerization of the individual subunits (upper panel) or the association of a second subunit copy in the presence of the other complex components (lower panel). The additional copy that was not confidently predicted to associate with the other components is boxed in yellow. ipTM score, interface predicted template modeling score; PAE, predicted aligned error.

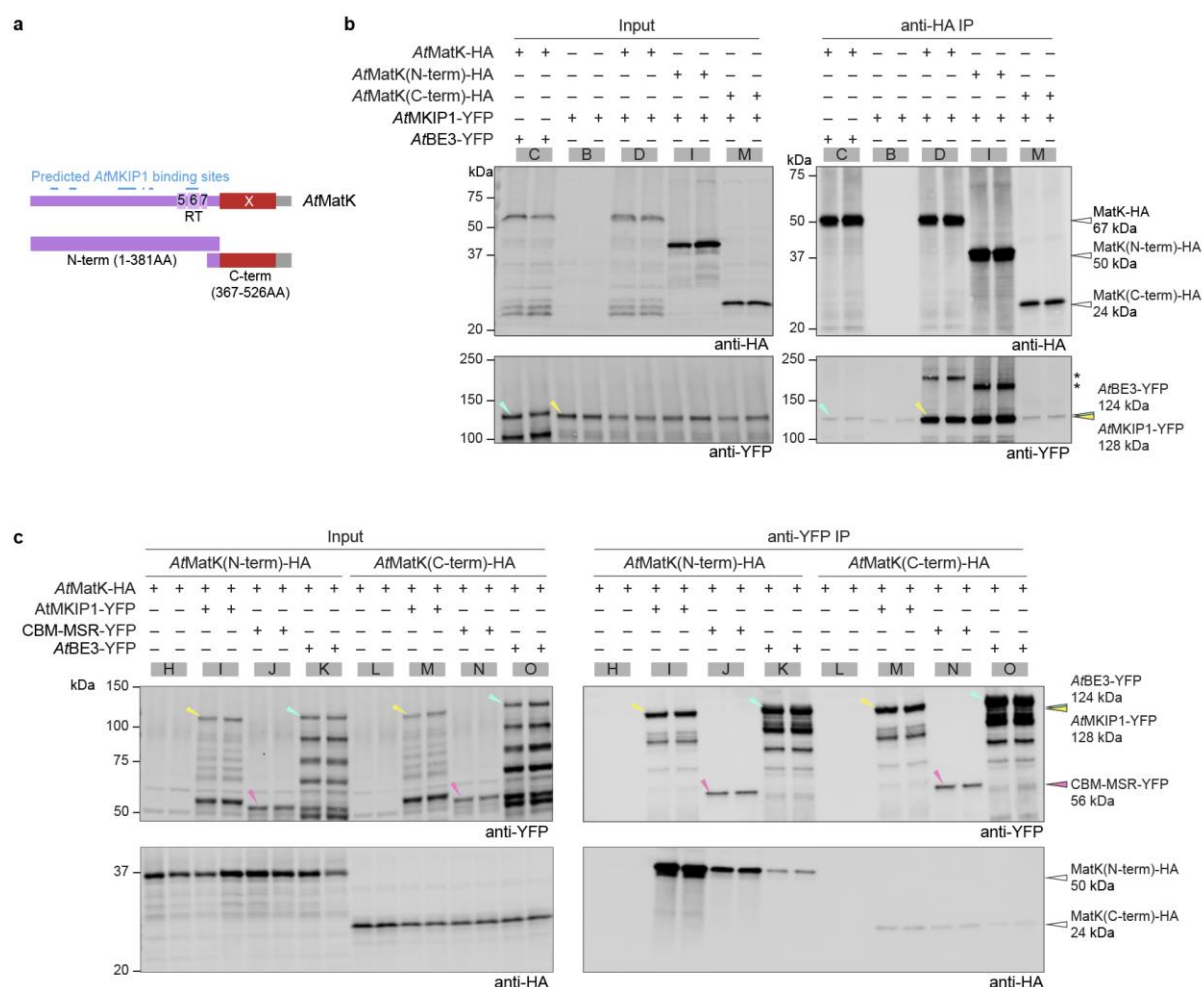

Supplementary Fig. 11. Reciprocal immunoprecipitation (IP) experiments showing the interaction of AtMatK-HA and AtMKIP1-YFP in yeast. a Schematics of AtMatK and the fragments used for testing its interaction with AtMKIP1. The N-terminal region with its reverse transcriptase (RT) motifs 5-7 (*ilac*) and the X domain (*red*) are indicated. Predicted binding sites (blue lines) are contact sites to AtMKIP1 that are within 4 Å and have a maximum predicted aligned error (PAE) of 5 Å, according to the AlphaFold3 prediction of the AtMKIP1-AtMatK heterodimer. **b** Soluble protein extracts from yeast strains expressing the corresponding protein (+) or not (-) were analyzed before IP (input) and after anti-HA IP by immunoblotting using the indicated antibodies. Two replicate cultures were assessed for each strain. The bands marked with asterisks are of unknown nature but fit the predicted molecular weights of AtMKIP1-AtMatK dimers, indicating that a fraction of co-precipitated dimers may be resistant to boiling in SDS. **c** IP experiments performed as in (b) but using yeast strains expressing the N- and C-terminal AtMatK-HA segments shown in (a). This figure shows the full IP experiment presented in Fig. 6g.

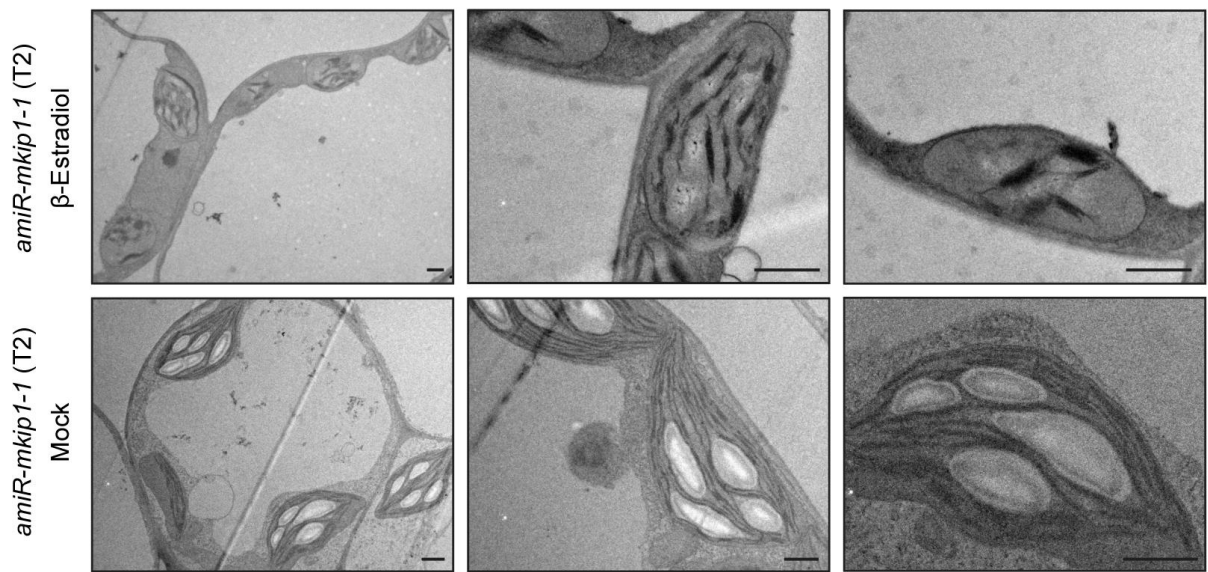

Supplementary Fig. 12. Representative transmission electron micrographs of newly emerged leaves from an *amiR-mkip1-1* plant. Plant treatment with β -estradiol or mock solution and sampling of newly emerged leaves were conducted as described for **Fig. 8**. Plants were derived from an earlier generation than those used in **Figs. 8** and **9**. At least seven plastids were assessed per line, representative images are shown. Scale bars are 1 μ m.

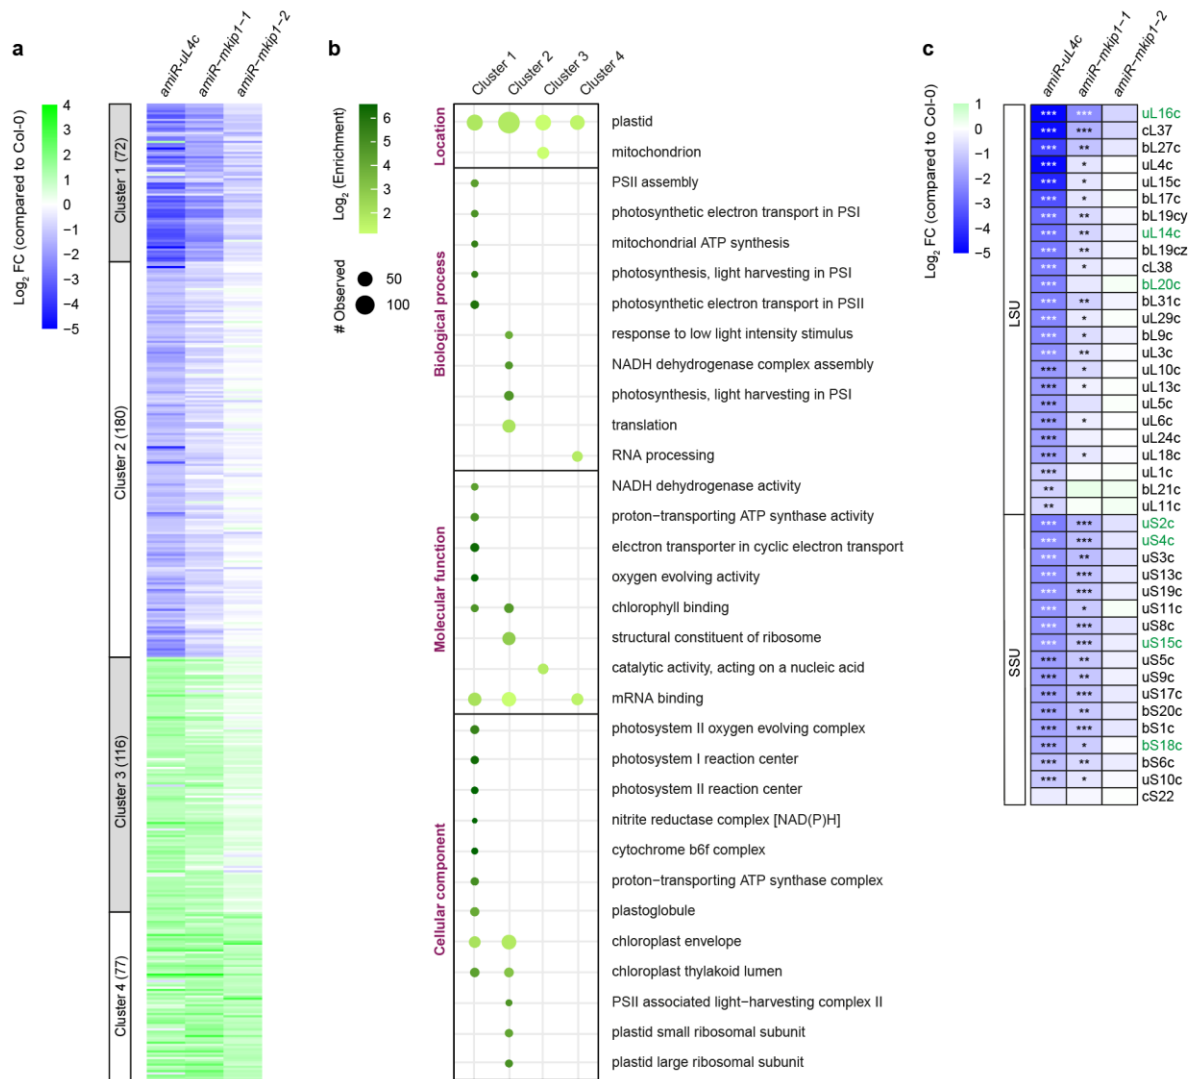

Supplementary Fig. 13. Total proteome analysis after inducing *AtMKIP1* silencing. β -Estradiol treatment, sampling of newly emerged leaves and proteomics analyses were conducted as described for Fig. 8 (*n*=4 plants). Col-0, wild type. **a** Heatmap of the log₂ fold changes (FC) of the 445 proteins displaying significant changes compared to Col-0 (log₂ FC ≤ -1 or ≥ 1, adjusted *p*-value < 0.05) in at least one plant line. Green and blue lines indicate proteins that were more or less abundant, respectively, in the indicated line compared to Col-0. Proteins were grouped into four clusters by *k*-means clustering. Numbers in brackets indicate the number of proteins grouped into each cluster. **b** Subcellular locations and gene ontology (GO) terms enriched in the protein clusters compared to the reference proteome of all quantified proteins. Locations are the consensus locations from SUBA5 database. The GO terms of biological processes, molecular functions and cellular components were retrieved from PANTHER overrepresentation tests. Only locations with log₂ enrichment ≥ 1 and GO terms with log₂ enrichment ≥ 1 and adjusted *p*-value < 0.05 are shown. Circle size indicates the observed number of proteins/genes within a location or GO term. Within a GO term family, only the most specific term is shown. Some GO terms were shortened for readability. PS, photosystem. **c** Heatmap of the log₂ fold changes (FC) compared to Col-0 of the ribosomal proteins of the plastidial large (LSU) and small (SSU) ribosomal subunits quantified by proteomics. Proteins in green are encoded in the plastome. The ribosomal proteins uS12cz/uS12cy and uL2cy, which derive from the *rps12* and *rp12* genes showing splicing defects in *amiR-mkip1*, could not be quantified. Asterisks indicate adjusted *p*-values (***, adj. *p* < 0.001; **, adj. *p* < 0.01, *, adj. *p* < 0.05). Asterisks are shown in white if log₂ FC ≤ -2. All adjusted *p*-values are provided in the Source Data.

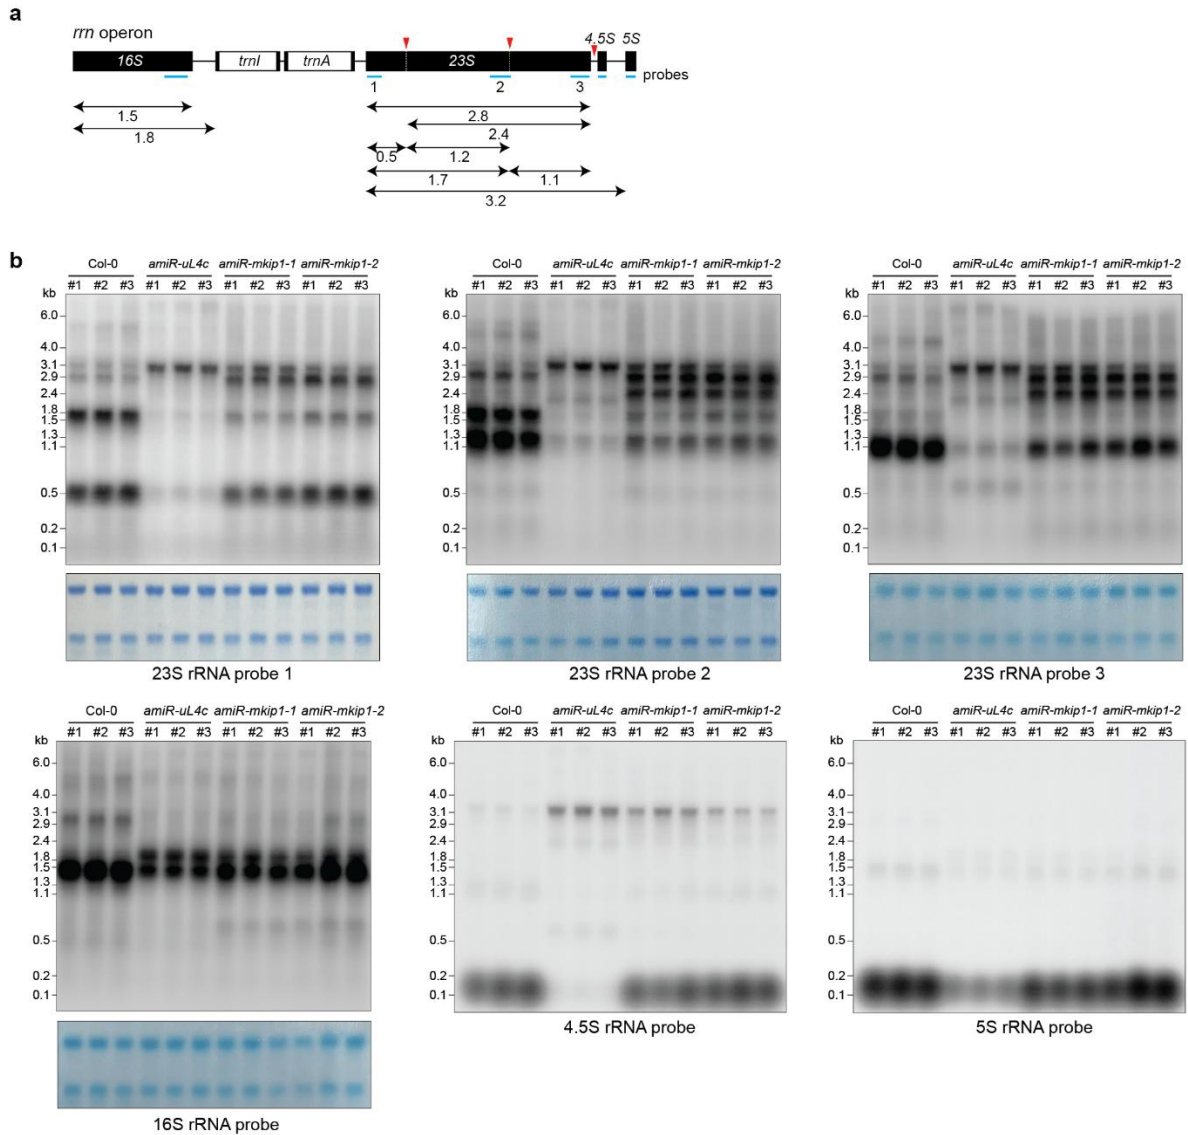

Supplementary Fig. 14. Accumulation of plastidial rRNAs upon silencing of *AtMKIP1* or *AtuL4c*.

a Scheme of the polycistronic rRNA transcript produced from the *rrn* operon. Subsequent cleavage and trimming steps give rise to the 16S rRNA of the small ribosomal subunit and the 23S, 4.5S and 5S rRNAs of the large ribosomal subunit as well as tRNAs. 23S rRNA is further fragmented into 0.5, 1.2 and 1.1 kb rRNAs by so-called hidden breaks. Red arrows show cleavage steps that probably take place after rRNA incorporation into the large ribosomal subunit. The probes used for northern blotting are indicated in blue and the potentially observed RNA fragments as black arrows, with number indicating their estimated sizes in kb. Exons and introns in the rRNA operon are represented by black and white boxes, respectively. **b** Northern blot analysis of plastidial rRNAs using the probes shown in (a). In each lane, 0.5 µg total RNA were loaded. The lower panels show methylene-blue membrane staining (loading control). The membranes used for 23S rRNA blotting (probes 2 and 3) was stripped and re-probed with 4.5S and 5S rRNA probes, respectively. *AtMKIP1* silenced leaves accumulate a 16S rRNA precursor, dicistronic 23S-4.5S rRNA and 23S rRNA intermediates lacking hidden breaks. In treated *amiR-ul4c* plants, rRNA processing appears stronger affected, since fewer mature rRNAs accumulate and 23S rRNA processing is completely blocked already at the level of the 23S-4.5S precursor.

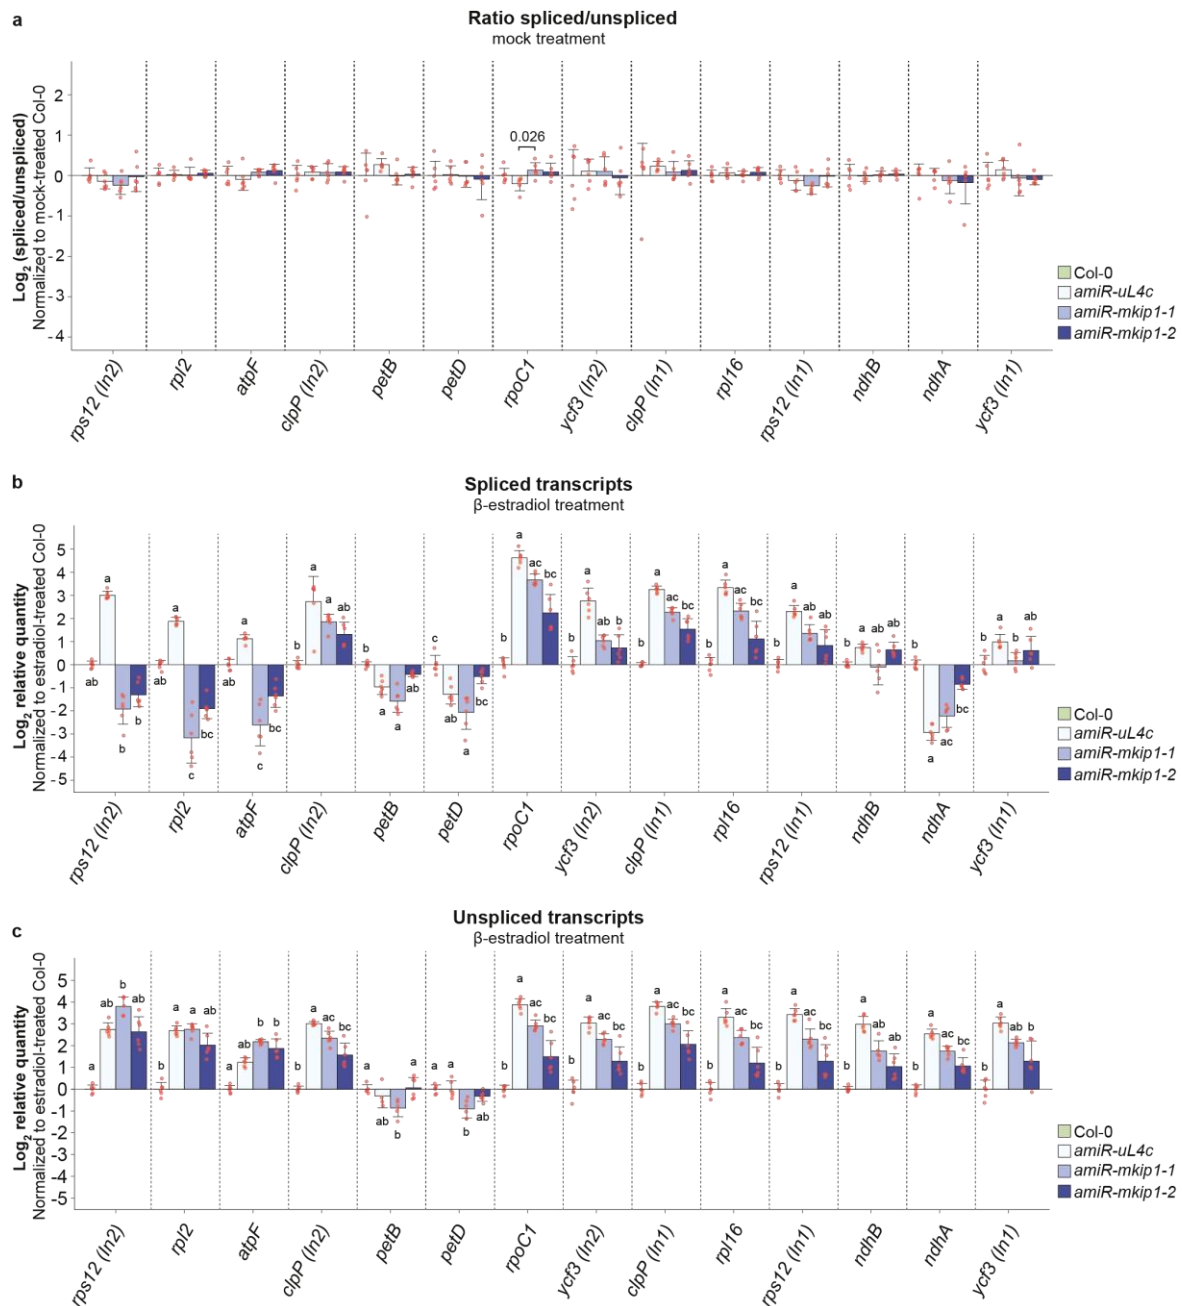

Supplementary Fig. 15. Quantification of spliced and unspliced mRNAs in β -estradiol-treated and mock-treated *amiR* plants by RT-qPCR. **a** Intron splicing efficiencies in mock-treated plants. Efficiencies were assessed as in **Fig. 9d** but normalized to the mean of mock-treated wild type (Col-0). Shown are means $\pm$ s.d. ($n=6$ plants). Red dots show individual data points. Statistical significance was evaluated using the Kruskal-Wallis test followed by a two-sided Dunn's post hoc multiple comparisons test and Bonferroni p value adjustment. Adjusted p -values <0.05 are provided above the brackets. **b-c** Relative abundances of spliced (**b**) and unspliced (**c**) transcripts in β -estradiol-treated plants. Abundances were first normalized to those of the housekeeping gene *RCE1*, then normalized to the mean of β -estradiol-treated wild type (Col-0). Shown are means $\pm$ s.d. ($n=6$ plants). Red dots show individual data points. Underlying data are the same as in **Fig. 9d-e**. Statistical significance was evaluated as in (**a**). Different letters indicate statistically significant differences ($p<0.05$) between the means. Adjusted p -values are provided in the Source Data file. An independently repeat of intron splicing analysis in estradiol and mock-treated *amiR-mkip1-1* and estradiol-treated *amiR-uL4c* and Col-0 plants gave similar results.

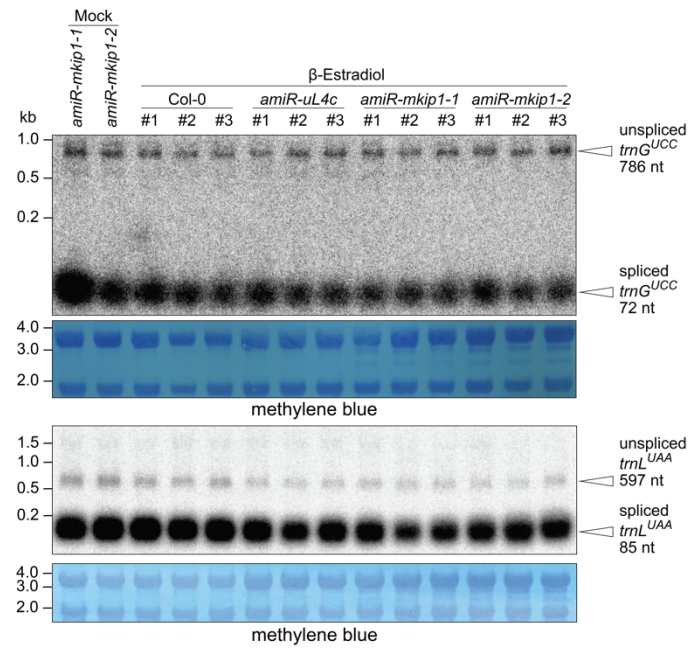

Supplementary Fig. 16. Northern blot analysis of *trnG^{UCC}* and *trnL^{UAA}* intron splicing upon induced *AtMKIP1* silencing. β -Estradiol treatment and sampling of newly emerged leaves were conducted as described for **Fig. 8**. Total RNA was separated on denaturing agarose gels, transferred to nylon membranes, and hybridized with probes for *trnG^{UCC}* exon 2 (top panel) or *trnL^{UAA}* exon 1 (third panel). Methylene blue is a total RNA stain used as a loading control. Three estradiol-treated plants were analyzed per line. Spliced and unspliced transcripts (with their calculated sizes) are indicated by arrows. Data were used to calculate the splicing efficiencies shown in **Fig. 9**. An independently repeated analysis of intron splicing in estradiol and mock-treated *amiR-mkip1-1* and estradiol-treated *amiR-uL4c* and Col-0 plants gave similar results. Col-0, wild type.

						Quantification (MS1)		Razor spectral counts (MS2)					
						NtMatK C+			NtMatK C-				
UniProt ID	Description	cTP	Closest Arabidopsis ortholog	log ₂ FC	Adj. <i>p</i> -value	#1	#2	#3	#1	#2	#3		
A0A1S4C7U0_TOBAC	NtEMB3120a	yes	AtEMB3120 (AT3G14900)	8.32	0.0057	157	164	162	0	10	0		
A0A140G1P3_TOBAC	NtMatK	n.a.	AtMatK (ATCG00040)	7.83	0.0007	115	155	137	0	8	0		
A0A1S4BH73_TOBAC	NtValRS2b	yes	AtValRS2 (AT5G16715)	7.77	0.0007	196	223	228	0	10	1		
A0A1U7Y1B8_NICSY	NtMKIP1a	yes	AtMKIP1 (AT3G20440)	7.23	0.0003	203	204	239	1	16	1		
A0A1S3ZFZ9_TOBAC	NtEMB3120b	yes	AtEMB3120 (AT3G14900)	7.12	0.0001	9	9	11	0	0	0		
A0A1S3Z171_TOBAC	NtMKIP1b-1	yes	AtMKIP1 (AT3G20440)	6.99	0.0002	5	8	6	0	0	0		
A0A1S4A7L4_TOBAC	NtMKIP1b-2	no	AtMKIP1 (AT3G20440)	5.91	0.0024	49	60	52	0	1	0		
A0A1S4AQM5_TOBAC	CRM-domain containing factor	yes	AT3G18390	2.61	0.0003	7	8	6	0	0	0		
A0A1S4DJ40_TOBAC	Ribonuclease III domain protein RNC1	yes	AtRNC1 (AT4G37510)	2.25	0.0003	6	6	6	1	1	1		
A0A1S3XJ11_TOBAC	Co-chaperone GrpE family protein	yes	AtCGE2 (AT1G36390)	1.99	0.0028	5	5	4	0	0	1		
A0A1S3XZX4_TOBAC	tRNA ribonuclease (tRNase) Z	yes	AtTRZ2 (AT2G04530)	1.90	0.2241	8	9	5	0	1	0		
A0A1S3XQS5_TOBAC	Nuclear pore complex protein NUP98A-like	n.a.	AtDRA2 (AT1G10390)	1.80	0.0075	0	4	2	2	1	1		
A0A1S4DSL7_TOBAC	Chaperonin-60 alpha	yes	AtCPNA1 (AT2G28000)	1.77	0.0003	26	26	29	16	17	16		
A0A1S4AHG8_TOBAC	Chaperonin-60 beta	yes	AtCPNB2 (AT3G13470)	1.72	0.0002	37	44	47	22	21	29		
A0A1S4BNP6_TOBAC	Chaperonin-60 beta	yes	AtCPNB2 (AT3G13470)	1.71	0.0007	2	2	3	0	0	1		
A0A1S3ZEH5_TOBAC	Ankyrin-repeat protein	yes	AtSTT2 (AT5G66055)	1.68	0.0034	0	2	2	0	0	0		
A0A1S4A1Q4_TOBAC	Chaperonin-60 beta	yes	AtCPNB1 (AT1G55490)	1.52	0.0003	8	8	9	2	2	2		
A0A1S4CB32_TOBAC	70 kDa heat shock protein	yes	AtcpHsc70-2 (AT5G49910)	1.50	0.0002	17	23	21	11	12	12		
A0A1S3ZAW0_TOBAC	Heat shock protein 90	yes	AtHSP90C (AT2G04030)	1.19	0.0022	5	6	6	1	0	1		

Supplementary Table 1. List of proteins that are at least two-fold enriched in the NtMatK C+ anti-HA immunoprecipitation presented in Fig. 3e.

Protein quantification for calculation of fold changes (FC) and adjusted (adj.) *p* values base on precursor (MS1) intensities. Statistical significance was assessed within the Amica platform, employing empirical Bayes-moderated two-sided *t*-tests with Benjamini–Hochberg false-discovery rate correction for multiple testing. MS2 razor spectral counts serve as an estimate for peptide abundances. Note that in the MS2 counts each spectrum is ultimately assigned to only one razor (or leading) protein, even if it would match to multiple proteins. For highly similar proteins (such as the “a” and “b” isoforms of NtMKIP1, NtEMB3120 or NtValRS2), where most peptides can be mapped to both homoeologs, the true distribution of spectral counts assigned to either homoeolog is likely to be more balanced.

The presence of chloroplast transit peptides (cTPs) in the tobacco proteins was predicted by ChloroP. The closest Arabidopsis homolog represents the top BLASTp hit against the Arabidopsis proteome, with the associated locus indicated in parentheses. Arabidopsis orthologs predicted or shown to be plastid-localized (SUBA5 consensus localization) are shown in green.

Since *N. tabacum* is an allotetraploid species resulting from a hybridization between *N. sylvestris* and *N. tomentosiformis*, the isoforms of NtMKIP1, NtValRS2 and NtEMB3120 were designated as “a” and “b” according to their probable origin (based on amino acid identity) from *N. sylvestris* and *N.*

tomentosiformis, respectively. The origin of the single plastidial *NtMatK* gene is unclear. *NtMKIP1a* is the full-length MKIP1 from *N. sylvestris*. *NtMKIP1a* is not annotated in the *N. tabacum* UniProt reference proteome (UP000084051) but shares 100% amino acid identity with *NtMKIP1a* that we cloned from *N. tabacum* cDNA. We thus consider *NtMKIP1a* to be a genuine, full-length *NtMKIP1*.

NtMKIP1b-1 and *NtMKIP1b-2* (annotated in the UniProt *N. tabacum* reference proteome) represent N- and C-terminal halves of *NtMKIP1* with short extensions. Whether the fragmentation of *NtMKIP1b* is a sequencing/annotation artifact is currently unclear.

The remaining proteins are likely to be correctly annotated, full-length proteins except for the NUP98A-like nuclear pore complex protein (A0A1S3XQS5_TOBAC), which likely stems from an incomplete sequence resulting in an N-terminal truncation and was hence excluded from the cTP prediction. Only one *NtValRS2* isoform (*NtValRS2b*) was quantified because *NtValRS2a* and *NtValRS2b* are highly similar and the number of peptides uniquely assigned to *NtValRS2a* was insufficient for quantification. n.a., not applicable.

# Supplementary material for: Maturase K forms a plastidial splicing complex with a neofunctionalized branching enzyme
**Source:** Nat Commun. 2026 Mar 23;17:4341. doi: 10.1038/s41467-026-70734-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: T-DNA insertion plant lines, amiRNA sequences, antibodies, primers for RT-qPCR, yeast vectors, yeast strains and details on the AlphaFold3 predictions used in the present study.

# Supplementary material for: Maturase K forms a plastidial splicing complex with a neofunctionalized branching enzyme
**Source:** Nat Commun. 2026 Mar 23;17:4341. doi: 10.1038/s41467-026-70734-3
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Zen (blue edition) was used for microscopy image acquisition. Image Studio (v 6.0) was used for western blot scanning. RT-qPCR data was acquired using LightCycler 480 system (v1.5).<br>No open source or custom code was used.
Data analysis	ImageLab (v6.1 Bio-Rad) was used for analysis of northern blot signals. MAFFT (v7), PhyloBayes MPI (v1.8c), Interactive Tree of life (v6), WebLogo 3, ChloroP, and AIUPred were used for protein sequence analyses. AlphaFold2, AlphaFold3, AlphaBridge and UCSF ChimeraX (v1.10) were used for protein structure analysis and visualization. MaxQuant (v1.6.2.3), the SRMSERVICE R package, Philosopher, MSFragger (v3.4 and 4.3), IonQuant (v. 1.7.17) and DIA-NN (v.2.1.0) and the Amica webserver (v3.0.1) were used for mass spectrometry data analysis. Cutadapt and DiffSegR were used for RNA sequence analyses. R (v4.4.1 and v4.5.0) with the R packages data.table (v1.16.2), readxl (v1.4.3), dplyr (v1.1.4), tidyr (v1.3.1), ggplot2 (v3.5.1 and v3.5.2), ggpattern (v1.1.1), FSA (v0.9.5), dunn.test (v1.3.6), rcompanion (v2.4.36), tidyverse (v2.0.0), pheatmap (v1.0.13) were used for data analyses and plotting. Figures were generated in Adobe Illustrator 2025.<br>All open source codes were described in previous reports. No custom code was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data needed to evaluate the conclusions in this paper are present in the paper and/or its supplementary materials. Source Data are provided with this paper. The proteomics data are freely available at the ProteomeXchange Consortium via the PRIDE109 partner repository with the identifiers PXD060108 [<https://www.ebi.ac.uk/pride/archive/projects/PXD060108>] (IP data of AtMKIP1-YFP), PXD060055 [<https://www.ebi.ac.uk/pride/archive/projects/PXD060055>] (IP data of NtMatK-HA), PXD069946 [<https://www.ebi.ac.uk/pride/archive/projects/PXD069946>] (MS/MS analysis of SEC fractions), and PXD067382 [<https://www.ebi.ac.uk/pride/archive/projects/PXD067382>] (Proteomics after silencing of AtMKIP1 or AtuL4c). The RNA sequencing data of RNAs bound to AtMKIP1-YFP are publicly available at NCBI GEO110 with the accession number GSE284378 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284378>]. Microscopy images are freely available at the ETH Research Collection [<https://doi.org/10.3929/ethz-c-000795755>].

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	We did not conduct any research involving human participants, their data, or biological material in this study.
Reporting on race, ethnicity, or other socially relevant groupings	We did not conduct any research involving human participants, their data, or biological material in this study.
Population characteristics	We did not conduct any research involving human participants, their data, or biological material in this study.
Recruitment	We did not conduct any research involving human participants, their data, or biological material in this study.
Ethics oversight	We did not conduct any research involving human participants, their data, or biological material in this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were chosen according to standards for experimental plant molecular biology and deemed sufficient to establish the extent of variability and reproducibility. Most of the techniques used in the present study are of low through-put (e.g. immunoprecipitation, northern blotting). Where feasible, higher number of replicates were used (e.g. several hundreds of seeds were assessed for aborted seed quantification).
Data exclusions	One replicate of the quantification of splicing efficiency of the trnl intron by northern blotting was excluded from the quantification, since it showed non-specific contamination in the area to be quantified. This exclusion is clearly stated in the Figure legend and the contamination is marked with a red asterisk in the northern blot (Figure 9b).<br>We refrained from imputation of the missing values when calculating fold changes of protein abundances in the total proteomics experiments (Fig. 8b, d and Supplementary Fig. 13), as they were rare (<0.15% of the individual protein quantifications) and imputation was deemed artificial. Consequently, non-detected proteins were excluded from the analyses in the respective replicate. This includes the quantification of AtMKIP1 in one replicate of each amiR-mkip1-1 and amiR-mkip1-2, which is described in the figure legend of Fig. 8d.<br>No other data were excluded.
Replication	Most experiments were replicated as a whole (as indicated in the Figure legends) or partially (e.g. we additionally repeatedly tested protein-protein interactions in planta and yeast using partial sets from those shown in the Figures). The findings were replicable in all cases, except for the interaction between AtMKIP1 and AtEMB3120. AtEMB3120-YFP consistently co-precipitated endogenous AtMKIP1 in all experiments. However, while AtMKIP1-YFP did detectably co-precipitate endogenous AtEMB3120 in the set of experiments presented in Fig. 3b, it did not in those presented in Supplementary Fig. 7. Presumably, this is due to the lower amounts of input material compared to the experiments shown in Fig. 3b and the limited sensitivity of the anti-AtEMB3120 antibody. This inconsistency is stated in the legends of Fig. 3b and Supplementary Fig. 7 and in the main text.
Randomization	Plants were grown randomized within the growth chamber. Plants were randomly selected from larger batches for all analyses.

Blinding

Data collection and analysis were not performed blind. In many cases (such as the plants with induced silencing) the identities of the plants were obvious.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems		Methods	
n/a	Involved in the study	n/a	Involved in the study
☐	☒ Antibodies	☒	☐ ChIP-seq
☒	☐ Eukaryotic cell lines	☒	☐ Flow cytometry
☒	☐ Palaeontology and archaeology	☒	☐ MRI-based neuroimaging
☐	☒ Animals and other organisms		
☒	☐ Clinical data		
☒	☐ Dual use research of concern		
☐	☒ Plants		

Antibodies

Antibodies used	The antibodies including their dilutions used in this study are listed in Supplementary Data 1. We used the following commercial antibodies: anti-GFP (named anti-YFP in our study; Torrey Pines Biolabs, catalog number TP401), anti-HA (abcam, ChIP Grade; catalog number ab9110), anti-FLAG (Merck, clone M2, affinity isolated antibody, catalog number F1804), anti-PsbA (Agrisera, catalog number AS05 084), anti-RbcL (Agrisera, catalog number AS03 037), anti-RPL4 (named anti-uL4c in our study; Agrisera, catalog number AS15 3076), IRDye 800CW goat anti-rabbit IgG (secondary antibody from LICORbio). We used the following non-commercial antibodies: anti-AtBE3 (from Eurogentec; reported and validated in Pfister, B. et al. (2022), BMC Biol. 20, 1–20.). The anti-AtMKIP1, anti-AtEMB3120 and anti-AtValRS2 antibodies were raised upon request at Eurogentec.
Validation	All commercial antibodies used in this work have been used in several publications since their release. The antibody registration numbers, if available, are as follows: anti-GFP (AB_2313770; http://www.antibodyregistry.org/AB_2313770), anti-HA (AB_307019; https://www.antibodyregistry.org/AB_307019), anti-FLAG (AB_262044; https://www.antibodyregistry.org/AB_262044), anti-PsbA (AB_2172617; https://www.antibodyregistry.org/AB_2172617), anti-RbcL; AB_2175402 (https://www.antibodyregistry.org/AB_2175402). The antibodies from Agrisera have been also validated by the supplier. The non-commercial antibodies were validated by the manufacturer Eurogentec. We also validated them thoroughly using appropriate plant lines (e.g. lines expressing tagged versions of the proteins and/or knockdown lines) and/or yeast strains heterologously expressing the proteins. Data for validation for the are provided within the paper and are described in detailed in Supplementary Data 1.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Our study did not involve laboratory animals.
Wild animals	Our study did not involve animals.
Reporting on sex	Our study did not involve animals.
Field-collected samples	Our study did not involve field-collected samples.
Ethics oversight	Transgenic organisms (<i>Saccharomyces cerevisiae</i> , <i>Escherichia coli</i> , <i>Agrobacterium tumefaciens</i> , <i>Arabidopsis thaliana</i> and <i>Nicotiana tabacum</i>) were handled in accordance with the rules of the Swiss Federal Office for Environment.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☒	☐ Public health
☒	☐ National security
☒	☐ Crops and/or livestock
☒	☐ Ecosystems
☒	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☒	☐ Demonstrate how to render a vaccine ineffective
☒	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☒	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☒	☐ Increase transmissibility of a pathogen
☒	☐ Alter the host range of a pathogen
☒	☐ Enable evasion of diagnostic/detection modalities
☒	☐ Enable the weaponization of a biological agent or toxin
☒	☐ Any other potentially harmful combination of experiments and agents

Plants

Seed stocks See "authentication" field below

Novel plant genotypes See "authentication" field below

Authentication

Seed stocks:

All *Arabidopsis thaliana* seed stocks were obtained from NASC (The European Arabidopsis Stock Centre) or generated in the course of this work. The following seeds from NASC were used: Col-0 (Columbia) wild type (Name: Col-8; catalogue number/NASC ID: N60000); mkip1-1 (Line identifier: SALKseq_040659; mutant collection: SALK; catalogue number/NASC ID: N540659); mkip1-2 or emb2729-2 (Line identifier: SALK_129083; mutant collection: SALK; catalogue number/NASC ID: N629083); valrs2-1 (Line identifier: SALK_070161; mutant collection: SALK; catalogue number/NASC ID: N570161).

Homoplastomic *Nicotiana tabacum* (tobacco) lines modified to express NtMatK fused to a C-terminal 3x HA tag (line NtMatK C+) or control lines carrying only the selection marker (NtMatK C-) (described in Zoschke et al. (2010), Proc. Natl. Acad. Sci. USA 107, 3245–3250.) were provided by Christian Schmitz-Linneweber (HU Berlin, Germany).

Novel plant genotypes:

All new plant genotypes of *Arabidopsis thaliana* were generated by Agrobacterium-mediated transformation using floral dipping (Zhang et al., 2006, Nat. Protoc. 1, 641–646). For complementation analyses, at least two independent lines in the same or in two different mutant backgrounds (mkip1-1 and mkip1-2) were analyzed. Where no complementation was observed (PUBQ10:AtMKIP1 (ΔMSR)-YFP / mkip1-1), 6 independent lines were analyzed. For analyzing the effect of inducible silencing of MKIP1, we used two lines containing distinct amiRNA constructs (targeting distinct regions of the MKIP1 gene), both of which showed similar phenotypes, indicating that off-target effects were absent/negligible.

Authentication:

Seed stocks from NASC were genotyped using the primers described in Supplementary Data 1. All newly generated lines were checked for 1) expression of the transgene in the T1 and additionally in later generations and 2) the number of T-DNA insertions by segregation analyses of the resistance marker in the T2 generation. Only lines with segregation patterns fitting single insertions were used for further analyses. Analyses were generally conducted in the T3 generation, unless otherwise noted in the Figures.

How the deposited data were processed for this re-analysis (not part of the article)

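RNA was measured in the anti-YFP precipitates and the inputs of 3 pools of 10-day-old Arabidopsis seedlings per line, with *At*MKIP1-YFP in the *mkip1-2* mutant and *At*BE3-YFP in Col-0, which gives 12 libraries. Conditions and replicate numbers were taken from the sample labels, and all 12 count columns were used.

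The authors trimmed the reads with Cutadapt, kept 18 to 60 nt, removed duplicates with UMI-tools by 8-nt identifiers, and mapped with STAR to the TAIR10 chloroplast genome. The text names no versions of these tools. The methods describe depletion of ribosomal RNA and fragmentation for the input RNA and not for the precipitate RNA. They left out the second inverted repeat, but 1275 nt of it remain in the reference. The deposited counts are whole numbers of reads per segment and strand, with segment borders set by DiffSegR. The authors' deposited numbers of mapped reads per library were used as library sizes. The header of the input table does not say that duplicates were removed from these. The deposited log2 fold changes of the authors equal the log2 ratio of the summed raw counts of the baits within 1e-05 for 555 of 555 precipitate segments and 574 of 574 input segments, so no library scaling is seen in them. The deposited p-value columns were read with their strands side by side. In the input table the adjusted p-value of the minus strand matches the Benjamini-Hochberg value of its own row in 66 of 180 rows and of the row above in 180 of 180, so these were recomputed from the p-values. By the authors' deposited p-values 402 precipitate segments were higher and 3 lower at an adjusted p under 0.01, and 0 input segments passed.

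From the counts, segments were compared between the baits with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, mapped reads as library size, no scaling factor, default filter with a minimum count of 10 and a total of 15, Benjamini-Hochberg, adjusted p under 0.01). A log2 fold change over 2 was called over 4-fold. Introns, exons, genes, tRNAs and rRNAs were tested on summed counts of the segments at least 50% inside them on their strand. The difference of precipitate and input was tested as an interaction of bait and fraction, which takes the 12 libraries as independent although precipitate and input share pools; the replicate block joins them by pool. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for summaries and figures. Exons were taken from the reference annotation, and the 5S ribosomal RNA was placed by sequence match.

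The precipitates had 119799 to 319005 mapped reads per library and the inputs 2213500 to 2868106. Counts in short segments are not independent, since a read counts in each segment it overlaps. The share of counts in target loci therefore overstates the share of reads there. Summed counts of an intron, exon or gene likewise weigh finely split stretches more, so the length-weighted mean of the overlapping segments is given beside the sums of the target introns, of *matK*, *rpl23* and *rps19*, and of the exons whose value it moved by over 1.5 times; it was chosen after the values were seen. The SD between libraries given with this mean is over the *At*MKIP1-YFP libraries only, and leaves out the spread of *At*BE3-YFP. The square root of the common dispersion was 0.188 for precipitate segments and 0.131 for input segments. Counts were simulated independently per segment or feature from the *At*BE3-YFP means, with 1 dispersion and library sizes in proportion to the real ones. Changes went up and down in like number, whereas most precipitate segments were higher. The simulation therefore does not test calls under such a shift or with reads shared by segments. In it the precipitate segment test recovered 39 of 47 segments changed 2-fold upwards and 31 of 46 changed 2-fold downwards. It recovered 50 of 50 changed 4-fold upwards and 46 of 46 changed 4-fold downwards, and called 2 of 336 unchanged ones. The input segment test recovered 47 of 50, 44 of 50, 50 of 50 and 50 of 50, and called 1 of 372. The precipitate feature test recovered 4 of 4 features changed 2-fold in each direction and called 2 of 33 unchanged ones (6.06%), and the input feature test recovered 4 of 4 in each direction and called 1 of 52. The interaction test on 32 features recovered 2 of 2 raised 2-fold and 1 of 2 lowered 2-fold, and called 0 of 24 unchanged ones.

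Tests, gene lists and alternatives were set before the data were examined, except where the text says otherwise, but the paper's values for the precipitate segments had been seen by then. Named in the text are the genes and introns that the paper names in its section on RNA co-immunoprecipitation and *clpP*, the highest called segment of each target intron, each member of the lists of other introns, of neighbours of *rpl2*, of ribosomal RNAs and of abundant photosynthesis mRNAs, tRNA genes with a segment of their own, and outside the target loci the 10 called segments with the largest change per fraction. Members of these lists without a sum of their own have no value, and *rps7* was named after its values were seen, since its direction depended on the scaling. The windows for *rps12* intron 1 were set after the values were seen.

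The alternatives were TMM, the sum of counts as library size, no scaling, scaling on segments outside the target loci, DESeq2 1.42.0 with its own size factors and with the main library sizes, no filter, at least 50 counts in every library of 1 bait, a replicate block, leaving out each library, an adjusted p under 0.05, a test against a 2-fold change, segments of at least 10 nt, other overlaps of segments and features, and intron windows of 30 and 60 nt. Intron domain borders were not used here. With 3 pools per line no test for single deviating pools was made. The nuclear transcript of *MKIP1* is not covered by counts on the chloroplast genome.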

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

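All tests of explanations in this part were chosen after the results were seen. The difference between the baits differed between precipitate and input for 27 of 32 features with counts in both, by the interaction test, and for 25 of 32 with each pool as a block. Of the 27, 5 target introns and 3 exons of their genes were higher. Lower were 8 photosynthesis mRNAs, 1 other intron, 1 tRNA without intron and 9 other features. With scaling on segments outside the target loci 5 target introns and 4 of the exons were higher, and 1 photosynthesis mRNA and 2 other features were lower. Splits of the pools into other groups of 3 are too few for a share under 0.05, since 10 splits exist. The real split called 484 precipitate segments and the highest other split 0, 10 input segments and the highest other 3, 41 precipitate features and the highest other 0, 27 features in the interaction and the highest other 0. As many calls as in the real split were made in 1, 1, 1 and 1 of 10 splits. For input features the real split called 0 and the highest other 0, which holds in 10 of 10 splits.

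Outside the loci that the paper discusses, 9 of 516 input segments were higher in the *At*MKIP1-YFP line. The segment at nt 31898 to 31927 had 1.12 (standard error 0.19, adjusted p = 3.2e-06 in edgeR's quasi-likelihood test). That at nt 72136 to 72158 had 1.13 (0.27, adjusted p = 0.0024), and its call was lost with scaling on segments outside the target loci (adjusted p = 0.021), TMM, the replicate block, no scaling and both DESeq2 fits, and without *At*MKIP1-YFP replicate 2 or 3 or *At*BE3-YFP replicate 2 or 3 (0.065, 0.18, 0.025 and 0.089). The others, also on the plus strand, had 0.75 to 1.04 and lay at nt 31794 to 31836, 31837 to 31897, 31928 to 31964, 32059 to 32133, 35936 to 35937, 35969 to 35970 and 35971 to 36081. Those between nt 31794 and 31964 adjoin one another, as do those between nt 35969 and 36081. Since a read counts in each segment it overlaps, the 9 are not separate findings. The lower segment was nt 73910 to 73918, at -0.98 (adjusted p = 0.00999). The number higher was 29 without *At*MKIP1-YFP replicate 1, 2 to 4 without each of the other libraries, 2 with TMM, the replicate block, DESeq2 with the main library sizes or scaling on segments outside the target loci, and 0 with no scaling, and 0 were lower without each library other than *At*MKIP1-YFP replicate 1.

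The plus-strand segment at the start of the linear map, from nt 1, was higher in the precipitate, with a log2 fold change of 1.15 (standard error 0.29, adjusted p = 0.0018 in edgeR's test), and lower with TMM (-0.99) and with DESeq2's own size factors (-0.83). Reads of the minus strand assigned to the plus strand would need a value as high on the minus strand, and the plus-strand value was higher by 1.99 (standard error 0.34), which argues against it. A candidate explanation is RNA that runs on from the second copy of *rpl2*, whose end lies 166 nt before the end of the map. The segment of *rps19* at nt 83979 to 84110, which follows the first copy, differed from it by 0.069 (standard error 0.39), a match that another RNA with such a value would also give. A higher level of this RNA in the input cannot be told apart from it, because the input segment that holds it spans nt 1 to 6879 (-0.023), and no other biological explanation was tested.

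Outside the target loci, 83 of 125 precipitate segments were lower. A larger share of target RNA in the *At*MKIP1-YFP counts would lower all other segments by 1 common factor. Of the 125 segments, 56% lay within 2 standard errors of their median, and 69.1% of the 97 outside the ribosomal RNA operon. The borders follow differences between the baits, which favours segments that differ, so these shares cannot decide whether 1 factor is the whole account. A common factor, alone or together with differences between segments, stays open. Scaling on the segments outside the target loci left 15 of them higher and 5 lower. No biological explanation was tested.

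The ribosomal RNAs had log2 fold changes of -0.17 (16S), -0.19 (23S), -0.13 (4.5S) and -0.22 (5S) in the precipitate, 0.57 above the median outside the target loci. Of these 4, 0 passed edgeR's test, 0 had an unadjusted p under 0.05 and DESeq2 called 0, and relative to those segments they were 0.54 to 0.62 (adjusted p = 0.012 to 0.083 in edgeR's test, of which 0 passed and 3 were under 0.05). More ribosomal RNA in the *At*MKIP1-YFP line cannot be told apart, because the input RNA was depleted of ribosomal RNA, so that its values there (median -0.093, largest standard error 0.15) do not measure this level. RNA continuous with *trnI* and *trnA*, which are co-transcribed with them, is a candidate. Across 28 segments the log2 fold change fell with distance from these genes (Spearman's rho -0.40, permutation p = 0.036, and Pearson's r -0.43, permutation p = 0.0223). The permutation takes segments as independent, whereas neighbours share reads and the borders follow differences between the baits. These p-values therefore cannot decide whether such RNA contributes. No other biological explanation was tested.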

How the results depend on the processing

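Of 1579 values under alternatives, 1330 kept their direction and side of the threshold or stayed within the bound set for them. Apart from what is said of the scalings below, the cause was not tested for those that did not. TMM and DESeq2's own size factors centre the segments, most of which lie in the target loci in the precipitate. They thereby take out change that these loci share, so precipitate values lost or turned with them do not test the enrichment. With TMM, precipitate segments numbered 144 higher, 198 lower and 26 over 4-fold higher, and input segments 2 higher and 2 lower. Other introns with a segment higher numbered 0, and *rpl23* and *rps19* had 0 and 0 nt over 4-fold higher. The *trnV-UAC* peak did not pass, and the highest segment there that passed, whether higher or lower, began at nt 171. With TMM the last 40 nt had 0.80 for *trnK-UUU*, -0.29 for *atpF*, -1.44 for *trnV-UAC* and -2.57 for *rps12* intron 2. They had 0.68 for *rpl2*, 1.09 for *trnI-GAU* and 1.42 for *trnA-UGC*. The 3′ part of *rps12* intron 1 had -1.25 and the plus-strand segment at the start of the map had -0.99. With DESeq2's own size factors the segments numbered 175, 184 and 34 in the precipitate and 5 higher in the input, and the segment at the start of the map had -0.83. With DESeq2 and the main library sizes the input had 2 higher and 0 lower. With no scaling 1 precipitate segment was lower and the input had 0 and 0, while *psbB* had 0.19, *psbC* 0.11, *rps7* 0.22, *rrn16S* 0.40, *rrn23S* 0.36, *rrn4.5S* 0.46 and *rrn5S* 0.35. With scaling on segments outside the target loci 5 precipitate segments were lower, the input had 2 and 2, other introns with a segment lower 0, *rpl23* 66 nt, *rps19* 54 nt, *rps12* intron 2 1.06, *psaA* 0.078, *psaB* 0.18, *psbB* 0.41, *psbC* 0.33, *rps7* 0.35, *rrn16S* 0.60, *rrn23S* 0.57, *rrn4.5S* 0.62 and *rrn5S* 0.54, the introns of *rps16* 0.038, *trnG-UCC* 0.11, *ycf3* 0.16 and 0.16, *clpP* 0.043 and 0.043, *petB* 0.19, *petD* 0.19, *rpl16* 0.27, *ndhB* 0.024 and *ndhA* 0.056, and the last 40 nt 3.68 for *trnK-UUU*, 2.62 for *atpF*, 1.47 for *trnV-UAC*, 0.35 for *rps12* intron 2, 3.55 for *rpl2*, 4.00 for *trnI-GAU* and 4.34 for *trnA-UGC*. The sum of counts holds more counts per mapped read for *At*MKIP1-YFP, since reads in finely split stretches count several times. As library size it lowers precipitate values in general, and the median outside the target loci was -1.47 in place of -0.75. With it 1 target intron was lower, *rps12* intron 2 (-0.74), and the *trnV-UAC* intron had 0.10 in the precipitate and 0.34 in the interaction. With the same library size *rps12* exon 2 had -0.19 and *trnV-UAC* exon 2 -0.23. With any overlap, *rps12* intron 2 had -0.31, *trnV-UAC* exon 2 -0.41 and the input *trnV-UAC* intron 0.0075. With segments wholly inside, *rps12* intron 2 had 1.92, which rests on its highest segment alone, and the input *atpF* intron had 0.50. The test against a 2-fold change left 6 precipitate segments lower and 0 and 0 input segments; segments of at least 10 nt, of which fewer were tested, gave 210 higher, 126 over 4-fold higher and 0 lower in the input; no filter and at least 50 counts gave 0 and 0 lower in the input, and an adjusted p under 0.05 gave 3. With length-weighted means of segments in place of summed counts, chosen after the values were seen, the introns had 1.87 for *trnK-UUU*, 1.97 for *atpF*, 0.70 for *trnV-UAC*, -0.050 for *rps12* intron 2 and 2.38 for *rpl2*, and the excess over the input was 2.08 for *atpF*, 0.82 for *trnV-UAC* and 2.28 for *rpl2*. With the last 60 nt, *atpF* had 1.73, *trnV-UAC* 0.63, *trnI-GAU* 2.82 and *trnA-UGC* 3.75. Replicate numbers are shared by the baits, but neither the labels nor the paper says that they pair the pools, and same-numbered pools correlated in their deviations from -0.14 to 0.12. With a replicate block, 2 input segments were higher and 0 lower, and precipitate segments numbered 397 higher and 72 lower. Leaving out 1 library at a time gave 2 to 29 input segments higher (29 without *At*MKIP1-YFP replicate 1), 0 to 1 lower, 7 to 12 other introns with a segment lower, 5 to 14 nt of *rps19* over 4-fold higher, peaks that began at nt 477 to 656 (*trnK-UUU*), 53 to 540 (*rpl2*) and 429 to 752 (*trnA-UGC*), and last 40 nt of 2.67 to 3.08 (*trnK-UUU*), 0.50 to 0.92 (*trnV-UAC*), -0.54 to -0.16 (*rps12* intron 2), 2.67 to 2.93 (*rpl2*) and 3.35 to 3.78 (*trnA-UGC*); *rrn4.5S* ranged from -0.29 to 0.087 and *rrn5S* from -0.43 to 0.034. Precipitate depth limits segments with few counts, such as the *rpl2* peak.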

Differences from the paper's values

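The paper's values are those of its source data for Fig. 7, which equal the deposited table of the authors. Both sets are log2 fold changes. The values here minus the paper's had a median of -0.57 on the log2 scale over 553 segments, and the sets correlated at 0.9996. The log2 ratio of the summed mapped reads of *At*MKIP1-YFP to *At*BE3-YFP in the precipitates was 0.57. The values here are divided by mapped reads and the deposited ones are not, which accounts for a shift of this size. Segments over 4-fold higher numbered 278 here and 343 in the paper, a gap within the bound set for it. The highest segments had, here and in the paper, 4.96 and the paper's 5.52 for *trnK-UUU*, 3.75 and the paper's 4.30 for *atpF*, 2.41 and the paper's 2.90 for *trnV-UAC*, 1.90 and the paper's 2.47 for *rps12* intron 2, 4.54 and the paper's 5.25 for *rpl2*, 3.45 and the paper's 4.00 for *trnI-GAU*, 4.36 and the paper's 5.02 for *trnA-UGC*, 3.31 and the paper's 3.86 for *rpl23*, 2.52 and the paper's 3.11 for *rps19*, and 1.15 and the paper's 1.74 for the plus-strand segment at the start of the map. At an adjusted p under 0.01, 84 segments were lower here and 3 in the paper. Of the alternatives set before the data were examined, no scaling brought these 11 values within the bounds. Scaling on segments outside the target loci did so for 10 of them, all but the *trnV-UAC* value. The test against a 2-fold change brought the number lower within them. Without *At*BE3-YFP replicate 2 the *trnK-UUU* and *atpF* values were within them, and without *At*BE3-YFP replicate 3 the *trnK-UUU* value. TMM, the sum of counts as library size, both DESeq2 fits, no filter, at least 50 counts, segments of at least 10 nt, the replicate block and leaving out the other libraries left apart those of the 11 values that they gave.

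The paper states that domain VI of the *trnV* intron was not enriched. In its last 40 nt, used here in place of domain VI, 1 of 3 segments was higher (0.82, adjusted p = 0.0057 in edgeR's quasi-likelihood test), and that segment also covers part of exon 2. Its call was lost without *At*MKIP1-YFP replicate 1 or 3, without *At*BE3-YFP replicate 3, with no scaling, with the sum of counts as library size and in the test against a 2-fold change, and it was lower with TMM (-1.34) and with DESeq2's own size factors (-1.15).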

Other observations

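Of 9 abundant photosynthesis mRNAs with a sum of their own in the precipitate, 7 were lower and none was higher with *At*MKIP1-YFP, also when adjusted over the list alone. *psbA*, which encodes a core protein of photosystem II, had a log2 fold change of -0.93 (standard error 0.18, adjusted p = 2.0e-04 in edgeR's quasi-likelihood test, n = 3 pools per bait). *rbcL*, the large subunit of Rubisco, had -0.85 (0.16, adjusted p = 1.0e-04), and *atpB*, a subunit of ATP synthase, had -1.22 (0.20, adjusted p = 4.1e-05). Also lower were *atpA* (-0.89), *psbD* (-0.90), *psaA* (-0.68) and *psaB* (-0.58; largest adjusted p of the 4 values 0.0030), and *psbC* (-0.43, adjusted p = 0.039) and *psbB* (-0.35, 0.036) did not pass. The *psaB* call was lost without *At*MKIP1-YFP replicate 2 or 3 or *At*BE3-YFP replicate 2 (adjusted p = 0.017, 0.020 and 0.014), and *psbC* passed without *At*BE3-YFP replicate 3 (0.0058). With DESeq2 and the main library sizes, with TMM and with the sum of counts as library size, *psbC* and *psbB* passed. The median of the 9 was -0.85, and relative to segments outside the target loci -0.092, where 0 of 9 passed and 2 had an unadjusted p under 0.05. With libraries scaled on those segments, *psaA* turned to 0.078, *psaB* to 0.18, *psbC* to 0.33 and *psbB* to 0.41, and the calls of *psbA*, *rbcL*, *atpB*, *atpA* and *psbD* were lost (adjusted p = 0.29, 0.48, 0.039, 0.50 and 0.25). In the input, where *petA*, *psbE* and *ndhB* exon 2 also had sums of their own, 0 of 12 mRNAs passed edgeR's test, 1 had an unadjusted p under 0.05 and DESeq2 called 0.

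The tRNA gene *trnS* at nt 7785 to 7872 was lower in the precipitate, with a log2 fold change of -1.71 (standard error 0.32, adjusted p = 1.1e-04 in edgeR's test). With libraries scaled on segments outside the target loci the adjusted p was 0.022. It was the tRNA gene without intron that had a sum of its own there. The value rests on the segment at nt 7837 to 7893, which covers part of the gene and runs past its end, and which is listed again below. Of 13 such tRNA genes in the input (*trnH*, *trnQ*, *trnS*, *trnC*, *trnE*, *trnT*, *trnG*, *trnF*, *trnM*, *trnP*, *trnV*, *trnR* and *trnN*), which ranged from -0.0082 to 0.25, 0 passed edgeR's test, 0 had an unadjusted p under 0.05 and DESeq2 called 0.

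The 10 precipitate segments outside the target loci with the largest change were lower (largest standard error 0.41, largest adjusted p = 6.2e-04 in edgeR's test). They lay at nt 52195 to 52196 (-2.13), 69744 to 69746 (-1.89), 10157 to 10174 and 10017 to 10018 in *atpA* (-1.86 and -1.64), 63049 to 63053 (-1.79), 63054 to 63094 (-1.68), 52965 to 53006 in *atpB* (-1.79), 7837 to 7893 at *trnS* (-1.71), 33416 to 33452 in *psbD* (-1.68) and 69654 to 69656 in *rps12* exon 1 (-1.62). With libraries scaled on segments outside the target loci 2 of the 10 passed, with no scaling 1, and in the test against a 2-fold change 5.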
